# Roles of Kdm6a and Kdm6b in Regulation of Mammalian Neural Regeneration

**DOI:** 10.1002/advs.202405537

**Published:** 2025-02-14

**Authors:** Shu‐Guang Yang, Chang‐Ping Li, Xue‐Wei Wang, Tao Huang, Cheng Qian, Qiao Li, Ling‐Rui Zhao, Si‐Yu Zhou, Chen‐Yun Ding, Rui Nie, Saijilafu, Yu‐Cai Hong, Chang‐Mei Liu, Feng‐Quan Zhou

**Keywords:** epigenetic regulation, histone methylation, Kdm6a, Kdm6b, Klf4, neuroprotection, optic nerve regeneration, sensory axon regeneration

## Abstract

Epigenetic regulation of neuronal transcriptomic landscape is emerging to be a key coordinator of mammalian neural regeneration. The roles of two histone 3 lysine 27 (H3K27) demethylases, Kdm6a/b, in controlling neuroprotection and axon regeneration are investigated here. Deleting either Kdm6a or Kdm6b leads to enhanced sensory axon regeneration in the peripheral nervous system (PNS), whereas in the central nervous system (CNS), only deleting Kdm6a in retinal ganglion cells (RGCs) significantly enhances optic nerve regeneration. Moreover, both Kdm6a and Kdm6b function to regulate RGC survival but with different mechanisms. Mechanistically, Kdm6a regulates RGC regeneration via distinct pathway from that of Pten, and co‐deleting Kdm6a and Pten results in long distance optic nerve regeneration passing the optic chiasm. In addition, RNA‐seq profiling reveals that Kdm6a deletion switches the RGC transcriptomics into a developmental‐like state and suppresses several known repressors of neural regeneration. Klf4 is identified as a direct downstream target of Kdm6a‐H3K27me3 signaling in both sensory neurons and RGCs to regulate axon regeneration. These findings not only reveal different roles of Kdm6a and Kdm6b in regulation of neural regeneration and their underlying mechanisms, but also identify Kdm6a‐mediated histone demethylation signaling as a novel epigenetic target for supporting CNS neural regeneration.

## 1 Introduction

Axon regeneration in the mammalian central nervous system (CNS) has been a long standing and highly challenging issue in the biomedical research field. A major reason for the failed CNS axon regeneration is that mature mammalian CNS neurons permanently lose their intrinsic ability to support axon growth during maturation.^[^ ^1^, ^2^, ^3^ ^]^ Recent studies have identified many genes that could be manipulated to significantly boost the intrinsic axon regeneration ability of mature CNS neurons, including *Pten*, *Klf4/6/7/9*, *Gsk3b*, *Socs3*, *c‐Myc*, *B‐Raf, and Lin28*.^[^ ^4^, ^5^, ^6^, ^7^, ^8^, ^9^, ^10^, ^11^, ^12^ ^]^ However, the molecular mechanisms, especially at the transcriptional and chromatin regulation level, by which these genes act coordinately to regulate axon regeneration are still rudimentary and fragmented. Thus, understanding the intrinsic transcriptomic networks and gene expression profile specifically governing axon growth during development and regeneration is of great importance in the neural regeneration field.

Epigenetic regulation acts to control chromatin structure, gene transcription, translation and the subsequent cellular state,^[^ ^13^ ^]^ making it an ideal regulatory mechanism for coordinating gene expression during axon regeneration. For instance, several studies, including ours,^[^ ^11^, ^14^, ^15^, ^16^, ^17^, ^18^, ^19^ ^]^ have illustrated the important roles of microRNAs in regulation of peripheral nervous system (PNS) axon regeneration. In addition, DNA methylation has also been shown to be involved in axon regeneration.^[^ ^20^, ^21^, ^22^ ^]^ Dynamic histone acetylation could control chromatin accessibility and gene transcription of regeneration‐associated genes (RAGs) to support the regenerative capacity.^[^ ^23^, ^24^, ^25^, ^26^ ^]^ Moreover, our study^[^ ^16^ ^]^ has provided in vivo evidence that microRNA‐138 and histone deacetylase Sirt1 form a mutual negative feedback loop to control sensory axon regeneration, suggesting crosstalk between the two epigenetic pathways. Furthermore, a recent study^[^ ^27^ ^]^ using multiomics sequencing characterized the unique chromatin signature and associated transcription profile during spontaneous sensory axon regeneration, highlighting the key roles of histone acetylation in supporting axon regeneration. Although these previous studies provided clear evidence about the involvement of epigenetic signaling in neural regeneration, to our knowledge, to date very few studies^[^ ^28^, ^29^ ^]^ have demonstrated that manipulation of a single epigenetic regulator alone is able to induce long‐distance CNS axon regeneration.

Tri‐methylation of histone 3 lysine 27 (H3K27me3) functions to induce chromatin compaction and therefore silences selected gene transcription. Our recent studies investigated the roles of H3K27 methyltransferase Ezh2 in neural development and regeneration, revealing Ezh2 as a major factor shaping neural structure. Specifically, we showed that in postmitotic neurons Ezh2 acted to control multiple steps of neuronal morphogenesis during development, thereby leading to cognitive consequences in adult mice.^[^ ^30^ ^]^ Our latest study^[^ ^28^ ^]^ showed that Ezh2 acted to support long‐distance axon regeneration in both PNS and CNS via coordinating gene transcription in multiple regenerative pathways. To date, three H2K27 demethylases have been identified, including Lysine (K)‐specific demethylase 6a encoded by *Kdm6a* (or *Utx*) located on the X chromosome, Kdm6b encoded by *Kdm6b* (or *Jmjd3*), and Kdm6c encoded by *Kdm6c* (or *Uty*) located on the Y chromosome. They act specifically to erase trimethyl groups of H3K27me3, thereby generating transcriptionally permissive chromatin.^[^ ^31^, ^32^ ^]^ As the paralog of Kdm6a, Kdm6c has been shown to have much reduced enzymatic activity.^[^ ^31^, ^33^, ^34^ ^]^ The roles and mechanisms of both Kdm6a and Kdm6b have been extensively studied for their involvement in development,^[^ ^31^, ^32^, ^35^ ^]^ differentiation,^[^ ^36^, ^37^ ^]^ cell plasticity,^[^ ^38^ ^]^ aging,^[^ ^39^, ^40^, ^41^, ^42^ ^]^ cell reprogramming,^[^ ^43^, ^44^ ^]^ inflammatory response,^[^ ^45^, ^46^ ^]^ tumorigenesis,^[^ ^47^, ^48^ ^]^ and neurodegeneration.^[^ ^49^, ^50^ ^]^ Previous studies have shown that Kdm6a and Kdm6b could play either similar or distinct roles in different biological processes. For instance, in mouse spinal motor neurons Kdm6b but not Kdm6a functions to regulate subtype diversification during development.^[^ ^51^ ^]^ In contrast, Kdm6a but not Kdm6b is able to act as a direct sensor for cellular oxygen level and subsequent changes in chromatin and cell fate.^[^ ^52^ ^]^ In the nervous system, our recent study^[^ ^53^ ^]^ demonstrated that Kdm6a functioned to regulate neuronal dendritic development and various cognitive functions through demethylation of H3K27me3. In addition, previous studies suggested that Kdm6b served as a crucial regulator of neuronal maturation and survival.^[^ ^54^, ^55^ ^]^ There is early evidence that PNS axotomy can trigger dynamic changes of histone methylation in sensory neurons.^[^ ^26^ ^]^ However, to date, the functional role of histone methylation in axon regeneration is still under intensive investigation.

Here, we report that deleting *Kdm6a* or *Kdm6b* significantly promotes sensory axon regeneration in vivo. Importantly, deleting *Kdm6a*, but not *Kdm6b*, in retinal ganglion cells (RGCs) markedly enhanced optic nerve regeneration. Mechanistically, our data demonstrated that Kdm6a acted via a Pten/PI3K independent pathway to enhance optic nerve regeneration. Moreover, by analyzing and comparing transcriptomic changes of purified RGCs during development/maturation to that of *Kdm6a* knockout, we found that deleting *Kdm6a* reactivated developmental‐like growth programs via modified chromatin structure and transcriptomics in RGCs. Moreover, we identified several known axon growth repressor genes as downstream targets suppressed by the Kdm6a‐H3K27me3 signaling. In particular, we provided strong evidence that the transcription factor Klf4 was directly regulated by H3K27me3, and overexpressing Klf4 in either adult sensory neurons or RGCs significantly blocked axon regeneration in vivo. In addition, deletion of either Kdm6a or Kdm6b markedly increased RGC survival, and co‐deleting Kdm6a/b exhibited additive effect on RGC protection, indicating their distinct underlying mechanisms. Collectively, our findings revealed that Kdm6a played key roles in repressing either PNS or CNS axon regeneration, whereas Kdm6b was not involved in regulating CNS axon regeneration. Moreover, both demethylases were able to regulate CNS neuronal survival after injury, but with non‐overlapping mechanisms. Finally, we provided evidence that deleting Kdm6a functioned to enhance mammalian CNS neural regeneration by reshaping the neuronal transcriptomic landscape to a developmental‐like state. Our study not only characterized the novel but non‐overlapping roles of Kdm6a and Kdm6b in regulation of mammalian neural regeneration, but also discovered promising new molecular targets for promoting neuroprotection and axon regeneration.

## 2 Results

### 2.1 Kdm6a and Kdm6b Are Negative Regulators of Spontaneous Sensory Axon Regeneration

To characterize the roles of demethylases Kdm6a/b in axon injury and regeneration, we first examined how they acted in sensory neurons in the dorsal root ganglion (DRG) during spontaneous axon regeneration. Time‐course analyses by real‐time PCR showed that the mRNA levels of *Kdm6a* were gradually downregulated after sciatic nerve injury (SNI), reaching its minimum at day 7 post‐SNI (**Figure** **1**a). Similarly, the levels of *Kdm6b* were also significantly reduced 1‐day post‐SNI but recovered back at day 3 and 7 (Figure 1a). We then performed immunostaining analyses to further examine the protein levels of Kdm6a or Kdm6b in sensory neurons in vivo. Confocal imaging of DRG sections showed that Kdm6a and Kdm6b were presented in both the nucleus and cytoplasm of sensory neurons before SNI. After SNI, the protein levels of Kdm6a in both the nuclei and cytoplasm of sensory neurons were significantly reduced 1 and 3 days later (Figure 1b,c). Kdm6b staining demonstrated different change patterns after SNI with its protein level only reduced in both the nucleus and cytoplasm 1 day after SNI. In day 3 post SNI, the level of Kdm6b was restored in the cytoplasm but kept low in the nucleus (Figure 1d,e). As histone demethylases, both proteins function in the nucleus. Thus, these data suggested that Kdm6a/b might act to suppress sensory axon regeneration. We therefore tested if downregulation of Kdm6a or Kdm6b in sensory neurons could enhance axon regeneration in vivo. We used our well‐established in vivo electroporation technique^[^ ^56^ ^]^ to co‐transfect sensory neurons with a group of 4 different siRNAs against *Kdm6a* or *Kdm6b* and the EGFP plasmid. According to our previous study, the transfection efficiency of fluorescence labeled siRNAs and EGFP via in vivo electroporation is over 96%,^[^ ^11^ ^]^ and 5–10%,^[^ ^56^ ^]^ respectively. Therefore, we considered all EGFP positive neurons as siRNA positive. Western blot results showed that siRNAs significantly reduced the protein level of Kdm6a or Kdm6b in vivo (Figure 1f,g). Furthermore, we found that knocking down *Kdm6a/b* resulted in a significant elevation of H3K27me3 levels in DRG neurons (Figure 1h). To assess the functional roles of Kdm6a or Kdm6b in sensory axon regeneration, we performed SNI 2 days after electroporation and analyzed axon regeneration 2 days post‐SNI when spontaneous sensory axon regeneration was just starting (Figure 1i). The results showed that knocking down *Kdm6a* or *Kdm6b* in sensory neurons markedly enhanced axon regeneration in vivo (Figure 1j–m). Together, these results demonstrated clearly that demethylases Kdm6a/b function similarly as important repressors of sensory axon regeneration.

**Figure 1:**
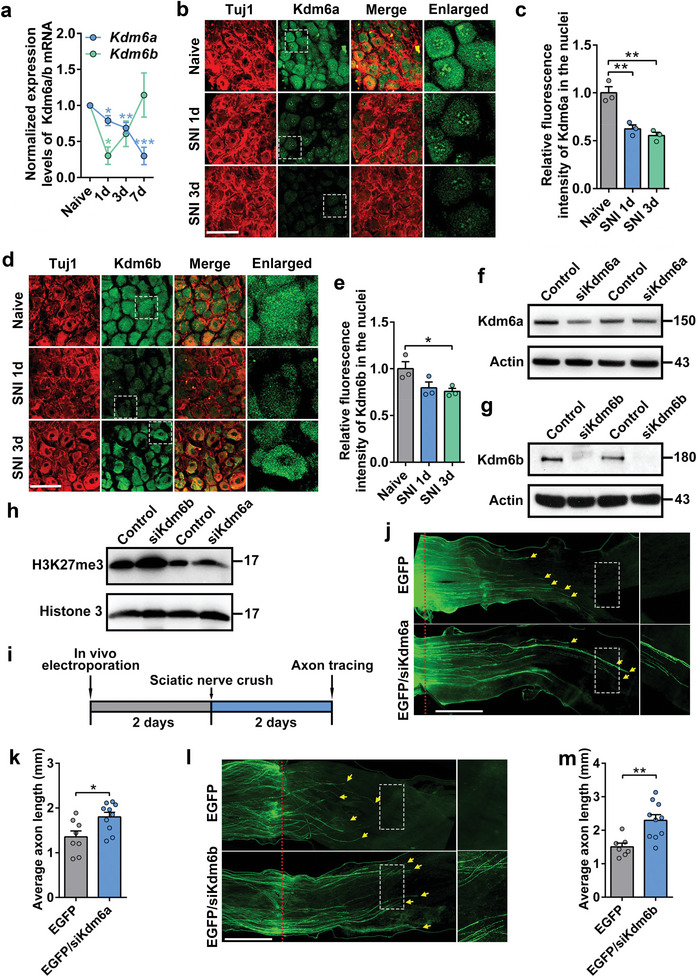
Knocking down *Kdm6a* or *Kdm6b* in adult mouse sensory neurons markedly enhanced sensory axon regeneration in vivo. a) Time course of expression of *Kdm6a* and *Kdm6b* transcripts in ipsilateral L4/L5 DRG from naive mice and 1, 3, and 7 days post‐sciatic nerve crush by real‐time PCR analysis (one way ANOVA followed by Tukey's multiple comparison test, *Kdm6a*: *p* = 0.0001, *n* = 5 independent experiments for each condition; *Kdm6b*: *p* = 0.0165, *n* = 7 independent experiments for each condition). b) Immunostaining of DRG sections showing significantly reduced level of Kdm6a in adult mouse sensory neurons in vivo after SNI. The 4th column shows enlarged images of areas indicated by the dashed white boxes in the 2nd column. Images were stained for neuronal marker Tuj1 (red) and Kdm6a (green). Scale bar, 100 µm for the first 3 columns and 30 µm for the 4th column. c) Quantification of relative fluorescence intensity of Kdm6a immunostaining shown in (b) (two tailed student's *t* tests, Naïve vs SNI 1d: *p *= 0.0076, Naïve vs SNI 3d: *p* = 0.0036; *n* = 3 independent experiments for each condition). d) Immunostaining of DRG sections showing significantly reduced level of Kdm6b in adult mouse sensory neurons in vivo at day 3 after SNI. The 4th column shows enlarged images of areas indicated by the dashed white boxes in the 2nd column. Images were stained for neuronal marker Tuj1 (red) and Kdm6b (green). Scale bar, 100 µm for the first 3 columns and 30 µm for the 4th column. e) Quantification of relative fluorescence intensity of Kdm6b immunostaining shown in (d) (two tailed student's *t* tests, Naïve vs SNI 3d: *p* = 0.0426; *n* = 3 independent experiments for each condition). f) Western blot image showing greatly reduced protein level of Kdm6a in DRG tissues 2 days after in vivo electroporation of siRNAs against *Kdm6a* (siKdm6a). A representative image from 2 independent experiments is shown. g) Western blot image showing greatly reduced protein level of Kdm6b in DRG tissues 2 days after in vivo electroporation of siRNAs against *Kdm6b* (siKdm6b). A representative image from 2 independent experiments is shown. h) Western blot image showing significantly increased H3K27me3 levels in DRG neurons 2 days after in vitro electroporation of siRNAs against *Kdm6a/b* (siKdm6a/b). A representative image from 2 independent experiments is shown. i) Schematics of in vivo electroporation and investigation of axon regeneration after knocking down *Kdm6a* or *Kdm6b*. L4 and L5 DRGs of wild type adult mice were electroporated in vivo with EGFP or EGFP + siRNAs against *Kdm6a* (siKdm6a) or *Kdm6b* (siKdm6b). To assess the promoting effects, axon regeneration analyses were performed 2 days post‐sciatic nerve crush, when sensory axon regeneration has not reached its optimal rate. j) Representative images of in vivo sensory axon regeneration in mice electroporated with either EGFP or EGFP+siKdm6a. The right column shows enlarged images of areas indicated by the dashed white boxes in the left column. The red dotted lines indicate the nerve crush sites. Yellow arrows indicate the distal ends of regenerating axons. Scale bar, 1 mm for the left column and 0.5 mm for the right column. k) Knocking down *Kdm6a* in sensory neurons significantly promoted sensory axon regeneration in vivo (two tailed student's *t* tests, *p* = 0.0152; EGFP; *n* = 8 mice, EGFP+siKdm6a; *n* = 10 mice). l) Representative images of in vivo sensory axon regeneration in mice electroporated with either EGFP or EGFP+siKdm6b. The right column shows enlarged images of areas indicated by the dashed white boxes in the left column. The red dotted lines indicate the nerve crush sites. Yellow arrows indicate the distal ends of regenerating axons. Scale bar, 1 mm for the left column and 0.5 mm for the right column. m) Knocking down *Kdm6b* in sensory neurons significantly promoted sensory axon regeneration in vivo (two tailed student's *t* tests, *p* = 0.0033; EGFP: *n* = 7 mice, EGFP+siKdm6b: *n* = 10 mice). *, **, ***p < 0.05, 0.01, 0.001, respectively. Data are represented as mean ± SEM.

### 2.2 *Kdm6a* Knockout Enhances Optic Nerve Regeneration and RGC Survival

Since the role of Kdm6a in sensory axon regeneration has been confirmed, we explored how Kdm6a regulated CNS neural regeneration using the optic nerve regeneration model. To examine the mRNA levels of *Kdm6a* in RGCs, we enriched the Thy1.2 positive RGCs by immunomagnetic cell separation (MACS) and the positive rate of Thy1.2 in positive fraction was 80.8 ± 4.43% based on flow cytometric analysis (Figure S1a,b, Supporting Information). Unlike that of sensory neurons, real‐time PCR analysis showed that the mRNA levels of *Kdm6a* in RGCs were not changed by optic nerve crush (ONC) (Figure S1c, Supporting Information). We next performed immunostaining analysis to examine the protein levels of Kdm6a in RGCs after ONC. The results showed that Kdm6a was highly enriched in the nuclei of RGCs and its level was unchanged after ONC (**Figure** **2**a–c), confirming the real‐time PCR results. By using an available single‐cell RNA‐seq (scRNA‐seq) dataset of adult mouse RGCs,^[^ ^57^ ^]^ we further confirmed that the expression levels of Kdm6a in RGCs were unchanged at different time points after ONC (Figure S2a,b, Supporting Information). The unchanged levels of Kdm6a in RGCs upon ONC are in stark contrast to that occurred in sensory neurons upon SNI, suggesting that Kdm6a in RGCs act to suppress optic nerve regeneration.

**Figure 2:**
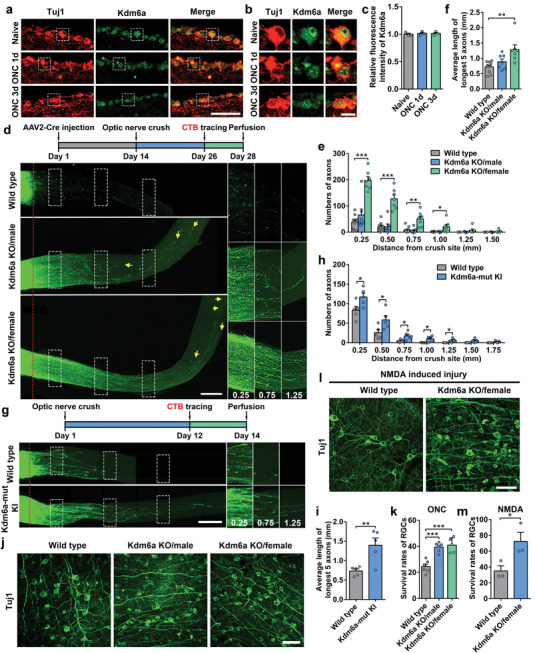
Conditional deletion of H3K27 demethylase Kdm6a in mouse RGCs markedly promoted optic nerve regeneration and RGC survival. a) Representative images of Kdm6a immunostaining in retina sections showing unchanged level of Kdm6a in RGCs after ONC. Images were stained for neuronal marker Tuj1 (red) and Kdm6a (green). Scare bar, 50 µm. b) Enlarged images of areas indicated by the dashed white boxes in (a). Scale bar, 10 µm. c) Quantification of relative fluorescence intensity of Kdm6a immunostaining in (a) (one way ANOVA followed by Tukey's multiple comparison test, *p* = 0.2274; *n* = 3 independent experiments for each condition). d) Top: schematic time course of optic nerve regeneration model. Specifically, AAV2‐Cre was injected at day 1 and the optic nerve was crushed 2 weeks later. Optic nerve regeneration was analyzed 2 weeks after the nerve crush, and the fluorescence (Alexa 594) tagged CTB was injected 2 days before collecting the optic nerve. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of wild type, male *Kdm6a* knockout (Kdm6a KO/male), female *Kdm6a* knockout (Kdm6a KO/female) mice 2 weeks after ONC. The regenerating axons were labeled with CTB‐Alexa 594. Yellow arrows indicate the distal ends of regenerating axons. The red dotted lines indicate the nerve crush sites. The columns on the right display magnified images of the areas in white, dashed boxes on the left, showing axons at 0.25, 0.75, and 1.25 mm distal to the crush sites. Scale bar, 200 µm for the left column and 100 µm for the magnified images. e) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–1.50 mm) (one way ANOVA followed by Tukey's multiple comparisons test, *p* *<* 0.0001; wild type: *n* = 10 mice, Kdm6a KO/male: *n* = 7 mice, Kdm6a KO/female: *n* = 7). f) Quantification of the average length of the top 5 longest axons of each nerve in (d) (one way ANOVA followed by Tukey's multiple comparisons test, *p* = 0.0022; wild type: *n* = 10 mice, Kdm6a KO/male: *n* = 7 mice, Kdm6a KO/female: *n* = 7). g) Top: schematic time course of optic nerve regeneration model. Optic nerve regeneration was analyzed 2 weeks after the nerve crush, and the fluorescence (Alexa 594) tagged CTB was injected 2 days before collecting the optic nerve. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of *Kdm6a* mutant knockin (Kdm6a‐mut KI) and wild type mice 2 weeks after ONC. The regenerating axons were labeled with CTB‐Alexa 594. The red dotted lines indicate the nerve crush sites. The columns on the right display magnified images of the areas in white, dashed boxes on the left, showing axons at 0.25, 0.75, and 1.25 mm distal to the crush sites. Scale bar, 200 µm for the left column and 150 µm for the magnified images. h) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–1.75 mm) in Kdm6a‐mut KI and wild type mice after ONC. Bar graph showing robust optic nerve regeneration in Kdm6a‐mut KI mice (two tailed student's *t* tests, *p* < 0.05; Wild type: *n* = 5 mice, Kdm6a‐mut KI: *n* = 5 mice). i) Quantification of the average length of the top 5 longest axons of each nerve in (g) (two tailed student's *t* tests, *p* = 0.0087; Wild type: *n* = 5 mice, Kdm6a‐mut KI: *n* = 5 mice). j) Representative images of flat whole mount retina immunostained for neuronal marker Tuj1 (green), indicating increased RGC survival rates in either male *Kdm6a* knockout (Kdm6a KO/male) or female *Kdm6a* knockout (Kdm6a KO/female) mice compared with that in wild type mice. Scale bar, 50 µm. k) Quantification of RGC survival rates in wild type, male *Kdm6a* knockout or female *Kdm6a* knockout mice after ONC (one way ANOVA followed by Tukey's multiple comparisons test, *p* < 0.0001; wild type: *n* = 6 mice, Kdm6a KO/male: *n* = 6 mice, Kdm6a KO/female: *n* = 5). l) Representative images of flat whole mount retina immunostained for neuronal marker Tuj1 (green), indicating increased RGC survival rates in female *Kdm6a* knockout (Kdm6a KO/female) mice compared with that in wild type mice after NMDA induced injury. Scale bar, 50 µm. m) Quantification of RGC survival rate in (l) (two tailed student's *t* tests, *p* = 0.0485; *n* = 3 mice for each condition). *, **, ***p < 0.05, 0.01, 0.001, respectively. Data are represented as mean ± SEM. See also Figures S1–S3 (Supporting Information).

We therefore obtained the *Kdm6a* floxed mice to examine its role in optic nerve regeneration. Because the *Kdm6a* gene is located on the X chromosome, the female mice have both alleles of *Kdm6a* floxed (*Kdm6a^f/f^*), whereas the male mice have only allele floxed with the *kdm6c* (*Uty*) gene on the Y chromosome (*Kdm6a^f/y^*). *Kdm6a* was knocked out by intravitreal injection of adeno‐associated virus (AAV2) vector encoding the Cre recombinase. The transduction rate of AAV2‐Cre in RGCs was 88.8 ± 7.56% (*n* = 2 retinas), evaluated by co‐immunostaining the whole mount retina with antibodies against Tuj1 and Cre (Figure S3a, Supporting Information). The mRNA level of *Kdm6a* in the purified RGCs from the *Kdm6a^f/f^*/AAV2‐Cre mice was markedly downregulated compared with that from the control *Kdm6a^f/f^*/AAV2‐GFP mice (Figure S3b, Supporting Information). In consistent, immunostaining analysis 2 weeks after viral infection showed significantly reduced level of Kdm6a in RGCs in AAV2‐Cre injected retinas (Figure S3c,d, Supporting Information). As expected, deleting the demethylase Kdm6a resulted in significantly elevated level of H3K27me3 in RGCs (Figure S3e,f, Supporting Information).

To determine how knocking out *Kdm6a* in RGCs affects RGC survival and optic nerve regeneration, we performed ONC two weeks after the virus injection in *Kdm6a^f/f^*/AAV2‐Cre (female), *Kdm6a^f/y^*/AAV2‐Cre (male) or the control mice (wild type littermate mice injected with AAV2‐Cre). Two weeks after ONC, RGC axons were labeled anterogradely by intravitreal injection of the Alexa‐594‐conjugated cholera toxin β (CTB) and optic nerve regeneration was assessed (Figure 2d). Fluorescence 3D images of tissue‐cleared optic nerves were acquired with confocal microscopy as described in our previous studies.^[^ ^11^, ^28^, ^58^ ^]^ Wild type mice showed minimal optic nerve regeneration passing the crush sites, whereas knocking out *Kdm6a* in female mice significantly promoted optic nerve regeneration (Figure 2d–f). Knocking out *Kdm6a* in male mice also induced enhanced optic nerve regeneration, but to a much lesser degree (Figure 2d–f), likely due to the presence of the *Kdm6c* gene on the Y chromosome with reduced demethylase activity.^[^ ^59^ ^]^ In addition, we obtained Kdm6a enzyme‐dead knockin mice (Kdm6a‐mut KI) which possess the H1146A and E1148A point mutations in exon 24.^[^ ^60^ ^]^ To investigate the role of Kdm6a enzymatic activity in optic nerve regeneration, we first performed ONC in either Kdm6a‐mut KI mice or the control mice (wild type). Two weeks later, optic nerve regeneration was analyzed by quantifying the number of CTB‐Alexa 594 labeled axons (Figure 2g). The number and length of regenerating axons in Kdm6a‐mut KI mice were enhanced significantly compared to those in wild type mice, providing further evidence that the histone demethylase activity of Kdm6a functions to repress optic nerve regeneration (Figure 2g–i). Next, we investigated whether Kdm6a affected the RGC survival with two widely used in vivo cell death models, including the ONC and the NMDA receptor‐mediated excitotoxicity, a shared pathological pathway of neurodegenerative diseases. The results showed that knocking out *Kdm6a* in either female or male mice significantly protected RGCs from cell death to the same extent (Figure 2j,k). These results indicated that Kdm6c on the Y chromosome was not involved in ONC‐induced RGC death, different from that of axon regeneration. In addition, deleting *Kdm6a* also markedly increased RGC survival after NMDA treatment (Figure 2l,m), suggesting its wide range of neuroprotection after different types of neural injuries.

### 2.3 Knocking Out *Kdm6b* Enhances RGC Survival, but Poorly Promotes Axon Regeneration

We next assessed the effects of deleting *Kdm6b* in adult RGCs on optic nerve regeneration. The expression pattern of Kdm6b within RGCs was firstly analyzed at different time points after ONC. The dot plot and violin plot obtained from scRNA‐seq dataset^[^ ^57^ ^]^ showed that the mRNA level of *Kdm6b* was increased upon ONC (Figure S2a,c, Supporting Information). By performing immunofluorescence staining, we further confirmed the upregulation of Kdm6b in RGCs after ONC (**Figure** **3**a–c). In contrast to Kdm6a, the staining results showed that Kdm6b was mainly localized in the cytoplasm of RGCs before and after ONC, suggesting that it might not be the major histone demethylase in RGCs. Indeed, when Kdm6b in RGCs was knocked out with AAV2‐Cre in *Kdm6b^f/f^* mice (Figure S3g–i, Supporting Information), the level of H3K27me3 in RGCs was actually slightly decreased but without statistical significance (Figure S3j,k, Supporting Information). When optic nerve regeneration was quantified, knocking out *Kdm6b* did not significantly increase the number of regenerating axons at different distances from the crush site (Figure 3d,e). Moreover, when both *Kdm6a* and *Kdm6b* were knocked out, there was no additive promoting effect on optic nerve regeneration (Figures 2d and 3d,f) compared to *Kdm6a* knockout alone, further confirming that Kdm6b was not involved in regulating optic nerve regeneration. When RGC survival was examined, deleting Kdm6b significantly enhanced RGC survival, and double knocking out *Kdm6a/b* showed additive effect on RGC survival (Figure 3g,h). Together, these findings provided clear evidence that Kdm6b did not regulate optic nerve regeneration, in contrast to that of Kdm6a or that observed in sensory neurons. However, Kdm6b is able to regulate RGC survival but with different underlying mechanisms from that of Kdm6a.

**Figure 3:**
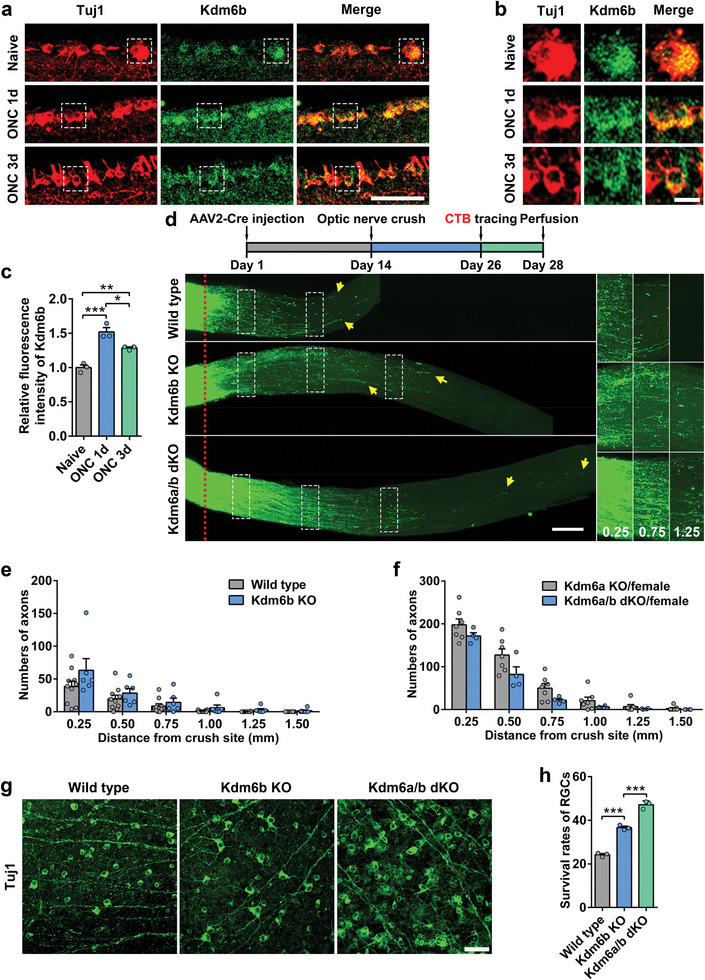
Knocking out H3K27 demethylase *Kdm6b* in mouse RGCs markedly enhanced neuronal survival, but poorly promoted axon regeneration. a) Representative images of Kdm6b immunostaining in retina sections showing increased level of Kdm6b in RGCs after ONC. Images were stained for neuronal marker Tuj1 (red) and Kdm6b (green). Scare bar, 50 µm. b) Enlarged images of areas indicated by the dashed white boxes in (a). Scale bar, 10 µm. c) Quantification of relative fluorescence intensity of Kdm6b immunostaining in (a) (one way ANOVA followed by Tukey's multiple comparison test, *p* = 0.0004; *n* = 3 independent experiments for each condition). d) Top: schematic time course of optic nerve regeneration model. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of wild type, *Kdm6b* knockout (Kdm6b KO), *Kdm6a* and *Kdm6b* double knockout (Kdm6a/b dKO) mice 2 weeks after ONC. The regenerating axons were labeled with CTB‐Alexa 594. Yellow arrows indicate the distal ends of regenerating axons. The red dotted lines indicate the nerve crush sites. The columns on the right display magnified images of the areas in white, dashed boxes on the left, showing axons at 0.25, 0.75, and 1.25 mm distal to the crush sites. Scale bar, 200 µm for the left column and 100 µm for the magnified images. e) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–1.50 mm) in wild type or *Kdm6b* knockout mice (Kdm6b KO) after ONC. Bar graph showing no difference in axon regeneration between wild type and Kdm6b KO (two tailed student's *t* tests, *p* > 0.05; wild type: *n* = 10 mice, Kdm6b KO: *n* = 6 mice). f) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–1.50 mm) in female *Kdm6a* knockout (Kdm6a KO/female) or female *Kdm6a*/*Kdm6b* double knockout mice (Kdm6a/b dKO/female) after ONC. Bar graph showing no additive/synergistic effects of *Kdm6a*/*Kdm6b* co‐deletion on optic nerve regeneration (two tailed student's *t* tests, *p* > 0.05; Kdm6a KO: *n* = 7 mice, Kdm6a/b dKO: *n* = 4 mice). g) Representative images of flat whole mount retina immunostained for neuronal marker Tuj1 (green), indicating increased RGC survival rates in either *Kdm6b* knockout (Kdm6b KO) or *Kdm6a*/*Kdm6b* double knockout (Kdm6a/b dKO) mice compared with that in wild type mice. Co‐deleting *Kdm6a*/*Kdm6b* resulted in additive/synergistic effects on RGC survival. Scale bar, 50 µm. h) Quantification of RGC survival rate in (g) (one way ANOVA followed by Tukey's multiple comparisons test, *p* < 0.0001; *n* = 3 mice for each condition). *, **, ***p < 0.05, 0.01, 0.001, respectively. Data are represented as mean ± SEM. See also Figures S2 and S3 (Supporting Information).

### 2.4 Pharmacological Inhibition of Kdm6a/b in RGCs after ONC Still Promotes Optic Nerve Regeneration and RGC Survival

To explore the potential of translational application, we tested whether a delayed inhibition of Kdm6a in RGCs after the injury could also promote optic nerve regeneration. We used GSK‐J4, a small molecule catalytic site inhibitor selective for the H3K27me3‐specific demethylase subfamily (Kdm6a/b).^[^ ^61^ ^]^ GSK‐J4 was injected intravitreally every 3 days for 2 weeks after the ONC. The immunostaining results showed that GSK‐J4 treatment significantly increased H3K27me3 levels in RGCs, indicating the inhibitory effect on Kdm6a/b (**Figure** **4**a,b). When axon regeneration was examined, the results showed that in control mice DMSO had little effect on optic nerve regeneration, whereas significant regeneration was observed in mice with GSK‐J4 treatment (Figure 4c,d). The average lengths of the top 5 longest regenerating axons in mice injected with GSK‐J4 were markedly longer than those in control mice with DMSO injection (Figure 4e). Delayed pharmacological inhibition of Kdm6a also promoted RGC survival (Figure 4f,g). Collectively, these results indicated that inhibiting the demethylase activity of Kdm6a after neural injury was able to effectively enhance CNS axon regeneration and neuronal survival.

**Figure 4:**
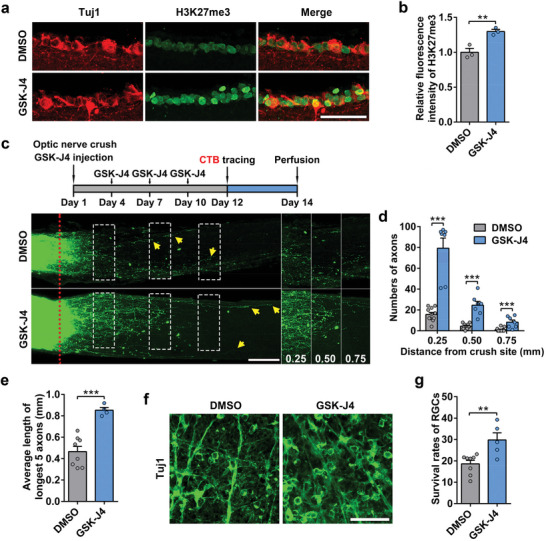
Pharmacological delayed inhibition of Kdm6a/b in mouse RGCs also promoted optic nerve regeneration and RGC survival. a) Confocal images of retinal sections from wild type mice injected with Kdm6a/b inhibitor GSK‐J4 or DMSO (as control) showing significantly increased level of H3K27me3 in RGCs by blockade of histone demethylases activity. The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and H3K27me3 (green). Scale bar, 50 µm. b) Quantification of relative fluorescence intensity of H3K27me3 immunostaining shown in (a) (two tailed student's *t* tests, *p* = 0.0091; *n* = 3 mice for each condition). c) Top: schematic time course of optic nerve regeneration model. Specifically, GSK‐J4 or DMSO was injected once every 3 days for 4 times after ONC. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of wild type mice with intravitreal injection of GSK‐J4 or DMSO 2 weeks after ONC. The regenerating axons were labeled with CTB‐Alexa 594. The red dotted lines indicate the nerve crush sites. The columns on the right display magnified images of the areas in white, dashed boxes on the left, showing axons at 0.25, 0.50, and 0.75 mm distal to the crush sites. Scale bar, 200 µm for the left column and 130 µm for the magnified images. d) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–0.75 mm) in injected GSK‐J4 or DMSO mice after ONC. Bar graph showing robust optic nerve regeneration induced by GSK‐J4 (two tailed student's *t* tests, *p *< 0.0001; DMSO: *n* = 11 mice, GSK‐J4: *n* = 7 mice). e) Quantification of the average length of the top 5 longest axons of each nerve in (c) (two tailed student's *t* tests, *p* = 0.0004; DMSO: *n* = 8 mice, GSK‐J4: *n* = 4 mice). f) Representative images of flat whole mount retina immunostained for neuronal marker Tuj1 (green), indicating increased RGC survival rates in injected GSK‐J4 mice compared with that in mice with DMSO injection. Scale bar, 50 µm. g) Quantification of RGC survival rate in (f) (two tailed student's *t* tests, *p* = 0.0063; DMSO: *n* = 8 mice, GSK‐J4: *n* = 5 mice). **, ***p < 0.01, 0.001, respectively. Data are represented as mean ± SEM.

### 2.5 *Kdm6a* Knockout Enhances Optic Nerve Regeneration via Distinct Pathways from That of Pten Deletion

Activation of the mammalian target of rapamycin (mTOR) signaling in adult RGCs is one of the major pathways for promoting optic nerve axon regeneration downstream of several genes, such as Pten, Lin28, Osteopontin, and Akt/GSK3, etc.^[^ ^62^ ^]^ Thus, we investigated if Kdm6a deletion also enhanced optic nerve regeneration through the same pathway. Immunostaining of retina sections showed that at 3 days after injury, deleting *Kdm6a* alone in RGCs had no effect on the percentage of phospho‐S6 (p‐S6) positive RGCs (**Figure** **5**a,b), indicating that the mTOR pathway was not activated. In contrast, Kdm6a/Pten co‐deletion dramatically increased the percentage of p‐S6+ RGCs (Figure 5c,d), as well as the level of H3K27me3 in RGCs (Figure 5e,f). These results indicated that *Kdm6a* knockout led to novel downstream signaling pathways distinct from that of Pten deletion and mTOR activation. We therefore examined the effects of co‐deleting *Kdm6a* and *Pten* in adult RGCs on optic nerve regeneration. AAV2‐Cre were injected into the vitreous body of *Pten^f/f^* or *Pten^f/f^/Kdm6a^f/f^* mice to delete *Pten* or *Pten*/*Kdm6a*. Real‐time PCR analysis showed that the mRNA levels of both *Kdm6a* and *Pten* were significantly reduced in *Pten*/*Kdm6a* double knockout mice (Figure S4a, Supporting Information). Optic nerve regeneration was examined 2 weeks after ONC. The results showed that concomitant deletion of Kdm6a and Pten in adult RGCs triggered faster optic nerve regeneration and more regenerative axons, compared with Pten deletion alone (Figure 5g–i). At 2 weeks after ONC, some long regenerative axons almost reached the region proximal to the optic chiasm (Figure 5g). Furthermore, the additive effects of *Kdm6a/Pten* double knockout were persistent to 6 weeks after ONC (Figure S4b–d, Supporting Information). In *Pten* single knockout mice almost no regenerating axons could be identified in the proximal end of the optic chiasm, whereas some regenerating axons in *Kdm6a*/*Pten* double knockout mice reached and crossed the optic nerve‐chiasm transition zone (OCTZ) (Figure S4b, Supporting Information). To evaluate whether regenerating axons entered the optic chiasm and continued to grow into the optic tracts, we performed a distal intra‐orbital ONC that shortened the distance axons needed to grow to reach the optic chiasm (Figure 5j). At 4 weeks after the injury, in *Kdm6a*/*Pten* double knockout mice many regenerating axons entered the chiasm, whereas in significant contrast almost no axons in *Pten* knockout mice reached the chiasm (Figure 5j,k). Together, these results demonstrated that co‐deletion of Kdm6a and Pten could result in an additive effect on promoting long‐distance axon regeneration.

**Figure 5:**
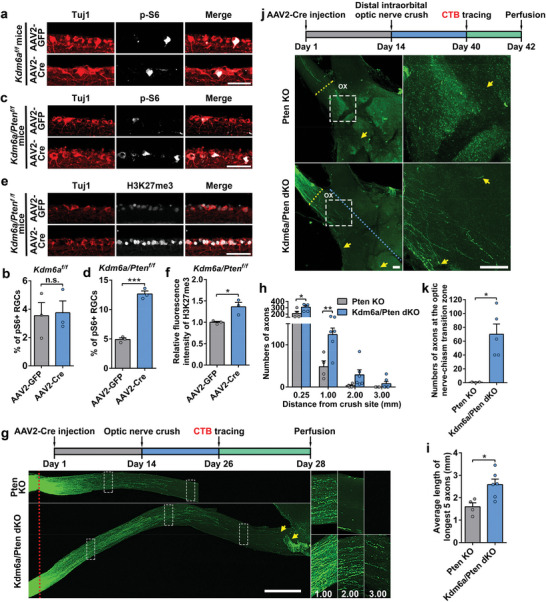
Synergistic promoting effects of *Kdm6a* and *Pten* double knockout on axon regeneration after ONC. a) Confocal images of retinal sections from *Kdm6a^f/f^* mice injected with AAV2‐GFP or AAV2‐Cre showing no effect of *Kdm6a* single deletion on the percentage of p‐S6+ RGCs in the ganglion cell layer (GCL). The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and p‐S6 (gray). Scale bar, 50 µm. b) Quantification of p‐S6+ RGCs in (a) (two tailed student's *t* tests, *p* = 0.8747; *n* = 3 mice for each condition). c) Confocal images of retinal sections from *Kdm6a/Pten^f/f^* mice injected with AAV2‐GFP or AAV2‐Cre showing markedly increased percentage of p‐S6+ RGCs in the GCL via Cre‐mediated double deletion. The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and p‐S6 (gray). Scale bar, 50 µm. d) Quantification of p‐S6+ RGCs in (c) (two tailed student's *t* tests, *p* = 0.0002; *n* = 3 mice for each condition). e) Confocal images of retinal sections from *Kdm6a/Pten^f/f^* mice injected with AAV2‐GFP or AAV2‐Cre showing significantly increased level of H3K27me3 in RGCs via Cre‐mediated double deletion. The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and H3K27me3 (gray). Scale bar, 50 µm. f) Quantification of relative fluorescence intensity of H3K27me3 immunostaining shown in (e) (two tailed student's *t* tests, *p* = 0.0252; *n* = 3 mice for each condition). g) Top: schematic time course of optic nerve regeneration model. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of *Pten* knockout (Pten KO) or *Kdm6a*/*Pten* double knockout (Kdm6a/Pten dKO) mice 2 weeks after ONC. The regenerating axons were labeled with CTB‐Alexa 594. Yellow arrows indicate the distal ends of regenerating axons. The red dotted lines indicate the nerve crush sites. The columns on the right display magnified images of the areas in white, dashed boxes on the left, showing axons at 1.00, 2.00, and 3.00 mm distal to the crush sites. Scale bar, 500 µm for the left column and 250 µm for the magnified images. h) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–3.00 mm) in *Pten* knockout (Pten KO) or *Kdm6a*/*Pten* double knockout mice (Kdm6a/Pten dKO) 2 weeks after ONC (two tailed student's *t* tests, *p* *<* 0.05; Pten KO: *n* = 4 mice, Kdm6a/Pten dKO: *n* = 6 mice). i) Quantification of the average length of the top 5 longest axons of each nerve in (g) (two tailed student's *t* tests, *p* = 0.0184; Pten KO: *n* = 4 mice, Kdm6a/Pten dKO: *n* = 6 mice). j) Top: schematic time course of optic nerve regeneration model. The optic nerve was crushed at the distal intraorbital site. Optic nerve regeneration was analyzed 4 weeks after the nerve crush. Bottom: Representative 2D projected confocal images of whole mount cleared optic chiasm areas of *Pten* knockout (Pten KO) or *Kdm6a/Pten* double knockout (Kdm6a/Pten dKO) mice 4 weeks after distal intraorbital ONC. The right column shows enlarged images of areas indicated by the dashed white boxes in the left column. The regenerating axons at the optic chiasm were labeled with CTB‐Alexa 594. Yellow arrows indicate the distal ends of regenerating axons. Blue and yellow dotted lines indicate the chiasm midline and the OCTZ, respectively. OX indicates the optic chiasm. Scale bar, 100 µm. k) Quantification of regenerating axons reaching the optic chiasm in (j) (two tailed student's *t* tests, *p* = 0.0125; Pten KO: *n* = 3 mice, Kdm6a/Pten dKO: *n* = 5 mice). n.s. *p* > 0.05; *, **, ***p < 0.05, 0.01, 0.001, respectively. Data are represented as mean ± SEM. See also Figure S4 (Supporting Information).

### 2.6 Regenerating Axons Show Complex Growth Patterns in *Kdm6a* or *Kdm6a*/*Pten* Knockout Mice

Tissue clearing and 3D imaging allowed us to perform detailed analyses of axonal tip morphology and axon trajectory at the single axon level, revealing potential cellular mechanisms associated with axon regeneration. As described in our previous study,^[^ ^58^ ^]^ we first quantified the sizes of the distal axon ends (growth cones) of each regenerating axon. We found that Kdm6a deletion significantly reduced the sizes of the distal axon ends, compared to wild type (**Figure** **6**a–c). Specifically, in wild type mice, the majority of weakly regenerated short axons had bulbous structures at the distal tips. About 20% of the axons formed the bigger terminal swellings (tip/shaft ratio > 4) defined as retraction bulb‐like structures, which are the characteristic structures of non‐regenerating axons (Figure 6c). In contrast, most regenerating axons in male or female mice with Kdm6a deletion showed slim growth cones (Figure 6a–c), leading to enhanced axon extension. Furthermore, detailed analysis of axon trajectory showed that in either wild type or *Kdm6a* knockout mice, within the optic nerve regenerating axons often had a meandering path and many of them made U‐turns (Figure 6a,d), indicating the inhibitory nature of the mature visual system. Interestingly, deleting *Kdm6a* seemed to enhance the U‐turn rate, likely due to increased number of regenerating axons.

**Figure 6:**
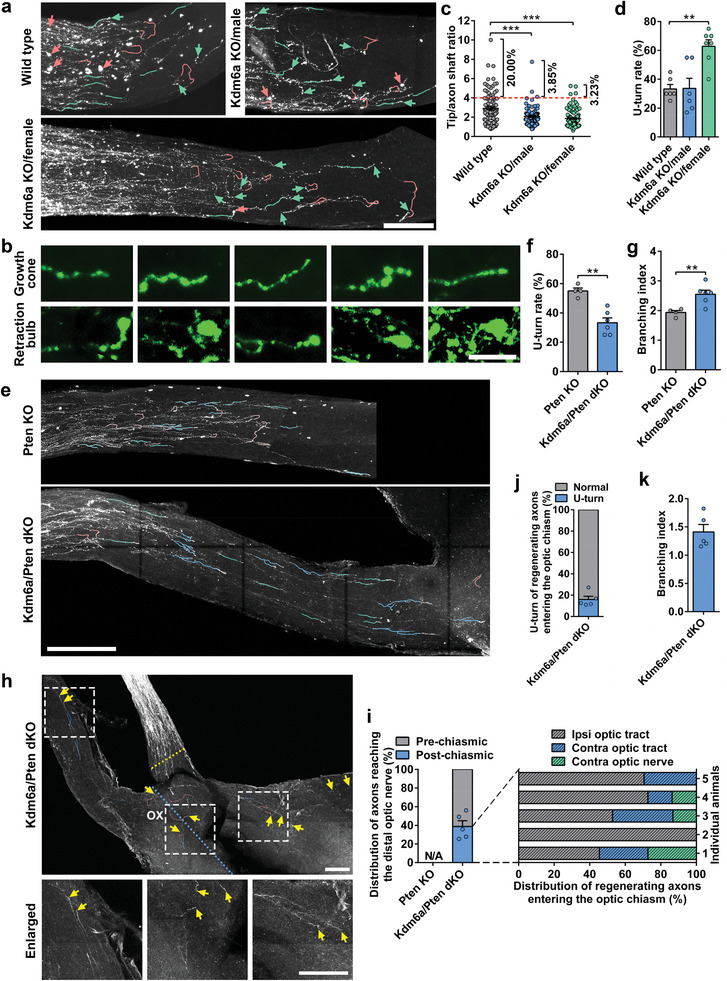
*Kdm6a* or *Kdm6a*/*Pten* knockout induced changes of axonal morphology. a) Representative images of optic nerves showing that *Kdm6a* deletion modified RGC axonal morphology 2 weeks after ONC. Neurite tracing of single axon showing straight trajectories (green lines) and U‐turns (red lines). Red and green arrows indicate retraction bulbs and growth cones, respectively. Scale bar, 200 µm. b) Representative images of growth cones and retraction bulbs found in different optic nerves. Scale bar, 25 µm. c) Quantification of the size of retraction bulbs and growth cones by tip/axon shaft ratio in (a) (one way ANOVA followed by Tukey's multiple comparisons test, *p* < 0.0001; *n* = 105, 78, and 124 axons pooled from 7 mice for wild type, 3 mice for Kdm6a KO/male, and 7 mice for Kdm6a KO/female, respectively). d) Quantification of U‐turn rate in (a) (one way ANOVA followed by Tukey's multiple comparisons test, *p* *=* 0.0007; wild type: *n* = 6 mice, Kdm6a KO/male: *n* = 6 mice, Kdm6a KO/female: *n* = 7; top 20 longest axons were analyzed for each mouse). e) Representative images of U‐turns and branches found in the distal nerve region. Neurite tracing showing that co‐deletion of *Kdm6a*/*Pten* in RGCs led to markedly decreased U‐turns and increased branches compared to *Pten* deletion alone. Green lines, red lines and blue lines indicate straight trajectories, U‐turns and branches, respectively. Scale bar, 200 µm. f) Quantification of U‐turn rate in (e) (two tailed student's *t* tests, *p *= 0.0013; Pten KO: *n* = 4 mice, Kdm6a/Pten dKO: *n* = 6 mice; top 20 longest axons were analyzed for each mouse). g) Quantification of branching index by tip number/axon number (the top 20 longest axons) ratio in (e) (two tailed student's *t* tests, *p* = 0.0088; Pten KO: *n* = 4 mice, Kdm6a/Pten dKO: *n* = 6 mice). h) Neurite tracing of regenerating axon into the optic chiasm showing complex growth patterns in *Kdm6a/Pten* double knockout mice. The bottom row shows enlarged images of areas indicated by the dashed white boxes in the top row. The regenerating axons at the optic chiasm were labeled with CTB‐Alexa 594. Yellow arrows indicate the distal ends of regenerating axons. Blue and yellow dotted lines indicate the chiasm midline and the OCTZ, respectively. Green lines, red lines and blue lines indicate straight trajectories, U‐turns and branches, respectively. OX indicates the optic chiasm. Scale bar, 200 µm. i) Distribution of regenerating axons reaching the distal optic nerve (Pre‐chiasmic) and entering the optic chiasm (Post‐chiasmic) in (h). The dashed lines showing quantification of post‐chiasmic axons projecting into the ipsilateral optic tract (Ipsi optic tract), contralateral optic tract (Contra optic tract), and contralateral optic nerve (Contra optic nerve) in 5 individual mice. N/A, not applicable. j) Quantification of U‐turn rate in (h) (*n* = 5 mice; all axons into the optic chiasm were analyzed for each mouse). k) Quantification of branching index by tip number/axon number (regenerating axons into the optic chiasm) ratio in (h) (*n* = 5 mice). *, **, ***p < 0.05, 0.01, 0.001, respectively. Data are represented as mean ± SEM. See also Figure S4 (Supporting Information).

Based on whole tissue 3D imaging, we also tracked the trajectories of individual RGC axons in the distal region of the optic nerve (Figure 6e). Within the distal optic nerve, many regenerating RGC axons induced by Pten deletion alone showed wandering trajectories with frequent U‐turns (Figure 6f), similar to that of *Kdm6a* knockout alone (Figure 6d). However, the U‐turn rate was markedly reduced when *Kdm6a* and *Pten* were both knocked out (Figure 6f and Figure S4e, Supporting Information). Moreover, we noticed that some regenerating RGC axons extended multiple branches from the axonal shafts or at the axon ends (Figure 6e). Quantification of axonal branching showed that compared to Pten deletion alone, the combination of Kdm6a and Pten deletion led to increased formation of axon branches (Figure 6g), indicating enhanced axon growth capacity.

To better examine how regenerating axons behaved at the optic chiasm, we analyzed morphological characteristics of regenerating axons passing the optic chiasm in the distal intra‐orbital ONC mice with Kdm6a/Pten co‐deletion (Figure 6h). We observed that in the mice with Kdm6a/Pten co‐deletion, more than 60% of regenerating axons stopped growing or turned back at the entry area of the chiasm, indicating the optic chiasm as a significant inhibitory barrier (Figure 6h,i). For regenerating axons entering the chiasm most of them were found in the ipsilateral optic tract (Figure 6h,i), indicating axon misguidance. A few regenerating axons crossed the midline into the contralateral optic tract or extended into the opposite uninjured optic nerve (Figure 6h,i). We also assessed growth patterns of RGC axons entering the chiasm in *Kdm6a*/*Pten* double knockout mice (Figure 6h). The results showed that within the optic chiasm, ≈20% of axons made sharp turns, and axonal branches were observed in different regions (Figure 6h,j,k). Notably, RGC axons entering the chiasm showed reduced U‐turns and axon branching (Figure 6j,k) compared with those within optic nerve (Figure 6f,g), suggesting spatial differences of the environment between the two regions.

### 2.7 Kdm6a Deletion in RGCs Triggers Activation of Developmental‐Like Transcriptomic Programs

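RNA-seq counts of 13 libraries from Thy1.2-sorted retinal ganglion cells (RGCs) of mice, in 2 datasets, were re-analysed. The development dataset held wild type mice, with 3 libraries from postnatal day (P) 1, 3 from P14 and 2 from P21. The knockout dataset held mice with floxed Kdm6a, taken 3 days after optic nerve crush, with 2 libraries after intravitreal AAV2-Cre and 3 after AAV2-GFP. Their age is P42 in the paper's results and in the sample labels, while the methods give the age at viral injection in weeks and place the crush later than P42. The authors trimmed the reads with Trimmomatic 0.39, aligned them to GRCm38 with HISAT2 2.2.1 and counted reads per gene with featureCounts of Subread 2.0.3. The deposited values were these counts, with no normalization, for 52550 genes, of which 35338 had at least 1 count. Total counts per library were 13866885 and 16070720 for AAV2-Cre, and 13637602, 15365794 and 15765573 for AAV2-GFP. They ran from 34064573 to 36962662 at P1 (median 35952804) and from 30357454 to 38812917 at P14 (median 36811467), and were 33036113 and 36617067 at P21. Expression levels are given below as CPM, counts scaled to library size by the trimmed mean of M values (TMM), as mean ± SD over libraries. In every pair of replicates the counts differed by more than sampling noise. The paper calls the replicates biological, and whether each library came from 1 animal or several is not stated in the sources used here. Every P1 and P21 library held RNA of both Xist and Y-linked genes, as a pool of females and males would. The spread at these ages may thus be between pools rather than animals.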

To further gain mechanistic insights into promoting effect of Kdm6a on axon regeneration, we performed RNA sequencing (RNA‐seq) of the enriched RGCs across different developmental stages (postnatal day 1, 14, and 21) and at 3 days after injury of adult (P42) wild type (AAV2‐GFP) or *Kdm6a* knockout mice (AAV2‐Cre). Dissociated RGCs were labeled with Thy1.2 antibody, subjected to fluorescence‐activated cell sorting (FACS) for RGC enrichment, and identified by labeling for Tuj1 (Figure S5, Supporting Information). 

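RGC markers such as Pou4f1, Nefl and Sncg took 0.830% ± 0.0361 of counts at P1 (SD, n = 3), 0.171% ± 0.00612 at P14 (SD, n = 3) and 0.0993% ± 0.0239 at P21 (SD, n = 2). In the injured adults they took 0.0791% ± 0.00777 in AAV2-GFP (SD, n = 3) and 0.0738% ± 0.00613 in AAV2-Cre (SD, n = 2). Rod photoreceptor markers took 5.38% ± 0.505 in AAV2-GFP and 3.61% ± 1.56 in AAV2-Cre, against 0.302% ± 0.0135 at P14. Of 34 rod markers, 32 were above every development library in all 5 knockout libraries. Microglia and macrophage markers, such as the complement gene C1qa, took 1.19% ± 0.219 in AAV2-GFP and 1.37% ± 0.216 in AAV2-Cre, against 0.00457% ± 0.00111 at P1 and 0.0478% ± 0.00107 at P14. B cell markers took 0.718% ± 0.361 in AAV2-GFP and 1.68% ± 0.187 in AAV2-Cre, and markers of T and NK cells, some of which carry Thy1 on their surface, 0.132% ± 0.0382 and 0.262% ± 0.0875. Markers of Müller glia, the main glia of the retina, took 0.509% ± 0.221 at P1, 2.64% ± 0.0765 at P14 and 4.55% ± 0.160 at P21. Markers of pericytes, which wrap small vessels, took 0.0240% ± 0.0149 at P1, 0.530% ± 0.0298 at P14 and 0.0912% ± 0.0244 at P21. A share of counts depends on how strongly each marker is expressed and is not a share of cells.

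**Figure D1:**
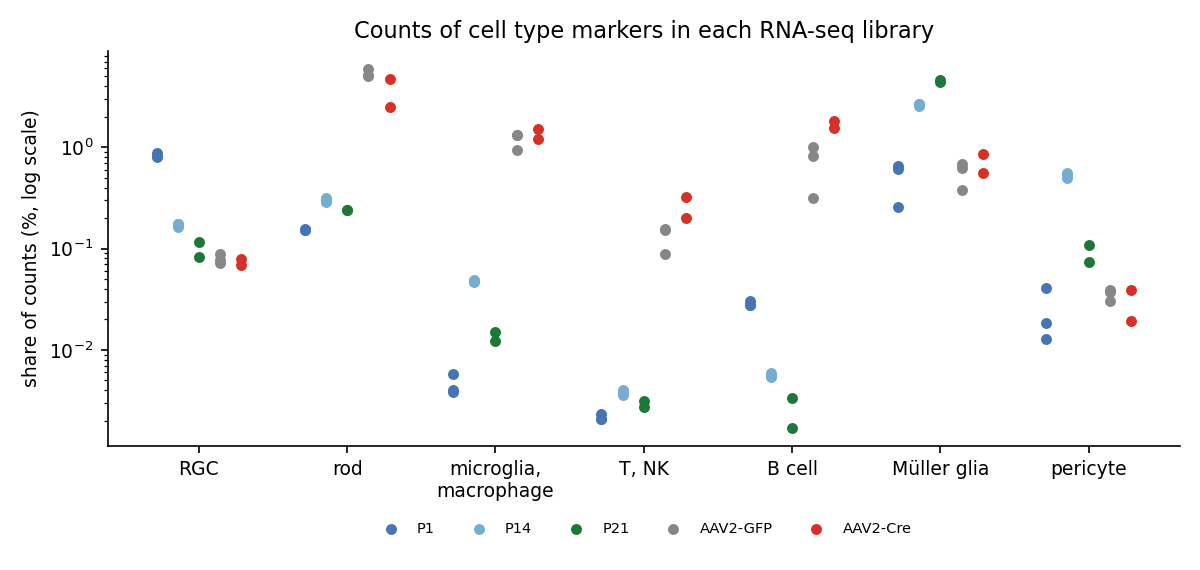
Share of counts taken by 7 lists of cell type markers in each RNA-seq library, in percent on a log scale, with 1 point per library and colors for the 5 groups. Rod markers lie above 2.5% of counts in every knockout library and below 0.32% in every development library.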

Two RNA‐seq datasets (13 bulk RNA‐seq libraries) were generated from FACS‐purified RGCs (Figure S6a, Supporting Information). It is widely believed that during neuronal maturation the changes in cellular states at the transcriptional level underlie their reduced ability to support regeneration. 

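The knockout and development datasets were fitted separately with edgeR's quasi-likelihood test, after TMM scaling and a filter on low counts. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds in the paper. A gene of a list was called higher or lower at the same adjusted p without the fold limit. Lists of cell type markers and gene groups were tested as sets with limma's camera, at a preset correlation of 0.01 between genes, and their medians are log2 fold changes minus the median of all genes tested. The comparisons, lists, thresholds and alternative settings were chosen before the data were examined, apart from settings named as chosen later. Kdm6a itself lay at 112 ± 0.775 CPM in AAV2-Cre, 114 ± 10.4 CPM in AAV2-GFP, 45.6 ± 4.09 CPM at P1, 71.3 ± 3.79 CPM at P14 and 68.8 ± 2.78 CPM at P21.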

Young neurons have strong axon growth ability to form neural circuits, whereas mature neurons lose the ability to grow and change to support stable synaptic function.^[^ ^63^ ^]^ Significant differentially expressed genes (DEGs) were first recognized by comparing the gene expression profiles between P1 and P14 RGCs, but modest DEGs between P14 and P21 RGCs (Figure S6b,c,e, Supporting Information). These results indicated that RGCs changed their cellular states from young to mature between P1 and P14. 

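Of the genes named here, those of immature, growing neurons fell from P1 to P14 and those of vessel walls rose. More genes of mature synapses and channels fell than rose too, as given below. Dcx, which encodes a microtubule-associated protein of immature neurons, went from 672 ± 26.7 CPM at P1 to 14.9 ± 6.75 CPM at P14 (SD, n = 3 each), a fall by 5.49 on the log2 scale (SE 0.61, Benjamini-Hochberg adjusted p = 2.34e-05 from edgeR). Tubb2b, a tubulin of growing axons, fell by 5.14, and Pou4f1, a transcription factor of RGCs, fell by 4.72 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 1.03e-05 and 0.000173). Among the genes that rose most were Nid2, a basement membrane gene, at a log2 fold change of 4.87, Cspg4, a pericyte proteoglycan, at 4.62, and Abcc9 and Kcnj8, subunits of a pericyte potassium channel, at 4.66 and 4.59 (edgeR, Benjamini-Hochberg adjusted p from 2.62e-07 to 8.55e-06). From P14 to P21, the stromal and matrix genes Cd248, Col6a3 and Lamb1 fell, with log2 fold changes of -3.93, -3.92 and -3.68 (edgeR, Benjamini-Hochberg adjusted p from 2.82e-06 to 0.000180). Zbtb16 and Fkbp5, both induced by glucocorticoids, rose by 3.36 and 3.14 on the log2 scale over the same week, and Erbb4, a neuregulin receptor, by 3.01 (edgeR, Benjamini-Hochberg adjusted p from 2.82e-06 to 0.000188). In all, 4123 genes were higher and 3181 lower at P14 than at P1, and 563 were higher and 1923 lower at P21 than at P14, of 20890 genes tested in 1 fit of the 8 libraries. Without scaling beyond library size, the median of all genes at P14 over P1 shifted by 0.13 on the log2 scale and DEGs numbered 4493 higher and 2779 lower.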

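Marker genes of RGCs mostly fell from P1 to P14, while markers of glia, microglia, vessels and photoreceptors rose. Of 30 RGC markers tested, 22 were lower, 4 higher and 4 not called (22 lower and 5 higher when adjusted over the list alone), with a median of -2.50 (camera, Benjamini-Hochberg adjusted p = 0.000728, and adjusted p = 0.450 with an estimated correlation). Chrnb3, a nicotinic receptor subunit, fell by 2.44 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 4.17e-09). All 22 Müller glia markers were higher (22 when adjusted over the list alone), with a median of 2.40 (camera, Benjamini-Hochberg adjusted p = 2.15e-07, and adjusted p = 0.336 with an estimated correlation). They include Id1 (log2 fold change 2.94), a target of BMP signaling, and the intermediate filament gene Vim (2.02). Of 26 microglia and macrophage markers 25 were higher, also when adjusted over the list alone, at a median of 3.62 (camera, Benjamini-Hochberg adjusted p = 9.68e-08, and adjusted p = 0.322 with an estimated correlation). The fractalkine receptor gene Cx3cr1 rose by 4.06 on the log2 scale and the purinergic receptor gene P2ry12 by 3.98. Pericyte and smooth muscle markers were higher in 14 of 14 cases (14 when adjusted over the list alone), at a median of 4.47 (camera, Benjamini-Hochberg adjusted p = 4.02e-05, and adjusted p = 0.336 with an estimated correlation). Among them Pdgfrb, the growth factor receptor of pericytes, rose by 3.93 on the log2 scale. Endothelial markers stood at 17 higher, 0 lower and 1 not called of 18 (17 higher and 0 lower adjusted over the list alone), with a median of 3.34 (camera, Benjamini-Hochberg adjusted p = 1.60e-05, and adjusted p = 0.336 with an estimated correlation). Rod markers stood at 33 higher, 1 lower and 0 not called of 34 (33 higher and 1 lower adjusted over the list alone), with a median of 2.29 (camera, Benjamini-Hochberg adjusted p = 1.09e-10, and adjusted p = 0.204 with an estimated correlation), including Pde6g (3.40) and Sag (3.28) of the light response. Bipolar cell markers stood at 21 higher, 2 lower and 1 not called of 24 (22 higher and 2 lower adjusted over the list alone), with a median of 2.51 (camera, Benjamini-Hochberg adjusted p = 3.91e-06, and adjusted p = 0.336 with an estimated correlation), and cone markers at 12 higher, 1 lower and 1 not called of 14 (12 higher and 1 lower adjusted over the list alone), with a median of 2.16 (camera, Benjamini-Hochberg adjusted p = 0.00118, and adjusted p = 0.322 with an estimated correlation). Edges of these groups are not sharp, since Müller glia genes such as Vim are also transcribed in other cells.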

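Genes that build and guide axons fell together from P1 to P14. Of 58 listed genes tested, 47 were lower, 8 higher and 3 not called (47 lower and 8 higher when adjusted over the list alone), with a median of -1.90 (camera, Benjamini-Hochberg adjusted p = 6.47e-09, and adjusted p = 0.336 with an estimated correlation). Gap43, a growth cone phosphoprotein, went from 1168 ± 59.8 CPM to 54.7 ± 12.6 CPM (SD, n = 3 each), a fall by 4.41 on the log2 scale (SE 0.36, Benjamini-Hochberg adjusted p = 2.58e-06 from edgeR). Stmn1, which destabilizes microtubules, fell by 3.21, and the transcription factors Sox11 and Klf7, which promote axon growth, by 3.63 and 3.24 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p from 6.84e-09 to 5.80e-07). Smaller falls were seen for Dpysl2, a mediator of semaphorin signals (by 1.50), the doublecortin-like kinase gene Dclk2 (by 1.07) and Dock3, an activator of Rac (by 1.33), with Benjamini-Hochberg adjusted p from 9.33e-09 to 4.36e-08 from edgeR. Genes of mature synapses and channels stood at 9 higher, 27 lower and 3 not called of 39 (9 higher and 27 lower adjusted over the list alone), with a median of -0.63 (camera, Benjamini-Hochberg adjusted p = 0.00188, and adjusted p = 0.336 with an estimated correlation). Among those that fell were Shank1, a postsynaptic scaffold (by 2.02), and Grin2b, an NMDA receptor subunit (by 2.31). Cell cycle genes stood at 0 higher, 17 lower and 13 not called of 30 (0 higher and 17 lower adjusted over the list alone), with a median of -0.60 (camera, Benjamini-Hochberg adjusted p = 0.00883, and adjusted p = 0.336 with an estimated correlation). Immediate early and heat shock genes stood at 23 higher, 3 lower and 2 not called of 28 (23 higher and 3 lower adjusted over the list alone), with a median of 2.35 (camera, Benjamini-Hochberg adjusted p = 1.09e-07, and adjusted p = 0.204 with an estimated correlation), among them Fos (2.56) and Jun (2.38). The RGC markers, which share no gene with the axon list, fell over the same ages, as given above. From P14 to P21 the axon list stood at 9 higher, 28 lower and 21 not called of 58 (9 higher and 33 lower adjusted over the list alone), with a median of -0.49 (camera, Benjamini-Hochberg adjusted p = 0.00453, and adjusted p = 0.724 with an estimated correlation).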

Gene enrichment ontology (GO) analysis showed that downregulated DEGs in P14 RGCs compared to P1 RGCs were associated with axonogenesis, developmental cell growth and neuron projection guidance, supporting that axon growth ability reduced during neuronal maturation (Figure S6d,f, Supporting Information). We further compared the transcriptomic profiles of injured adult control or *Kdm6a* knockout RGCs (P42) to RGC maturational datasets. Hierarchical clustering analysis (HCA) revealed that the profiles were grouped into two main clusters with similar gene expression patterns (Figure S7a, Supporting Information). The first cluster included P1, P14, and AAV2‐Cre (*Kdm6a* knockout P42 RGCs), while the second cluster involved P21 and AAV2‐GFP (control P42 RGCs). In addition, the transcriptomic profiles of injured *Kdm6a* knockout RGCs (AAV2‐Cre) were more similar to the P1 and P14 than to wild type control RGCs (AAV2‐GFP) and P21 RGCs. Furthermore, principal component analysis (PCA), the linear dimensionality reduction method, was adopted for precisely screening the significant components and finding potential clusters across all samples. 

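On log2 CPM values (prior count 2) of 23844 genes with no batch correction, the AAV2-Cre libraries grouped with the AAV2-GFP libraries, and the P1, P14 and P21 libraries grouped together. This held for trees of Euclidean distances with average and with complete linkage, at 2 clusters. At 3 clusters, P1 parted from P14 and P21, and AAV2-Cre stayed with AAV2-GFP. Rod, microglia, T and B cell markers took larger shares of counts in every library of the injured adults than in every development library, as plotted by library. After ComBat by dataset, 2 clusters held P1 alone and all other libraries, with average and with complete linkage. At 3 clusters, average linkage gave AAV2-Cre, P1, and AAV2-GFP with P14 and P21, while complete linkage gave AAV2-Cre with AAV2-GFP, P1, and P14 with P21. The paper ran ComBat on TPM values from RSEM, for technical effects between these data. Dataset, age and injury change together in these 13 libraries, so no fit can part them.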

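Without batch correction, the transcriptome of AAV2-Cre RGCs lay nearest to that of AAV2-GFP RGCs. The mean distance of the AAV2-Cre libraries to the AAV2-GFP libraries was 197 (range 178 to 209, 6 pairs), while the mean distance to P14 was 399.9 (range 397 to 402, 6 pairs). To P21 it was 409 (4 pairs) and to P1 436 (6 pairs). The AAV2-GFP libraries themselves lay 428 from P1, 395 from P14 and 398 from P21. Replicates lay 170.0 apart in AAV2-Cre and 189.7 apart in AAV2-GFP, so that the step between these groups was little above their own spread. The AAV2-Cre to AAV2-GFP distance was 0.492 of the distance to P14, and 1.02 of it after ComBat by dataset. After ComBat, AAV2-Cre lay 172 from AAV2-GFP and 169 from P14, and AAV2-GFP 166 from P14, with AAV2-GFP replicates 165 apart. With photoreceptor, immune and interferon genes left out the first ratio was 0.500.

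**Figure D2:**
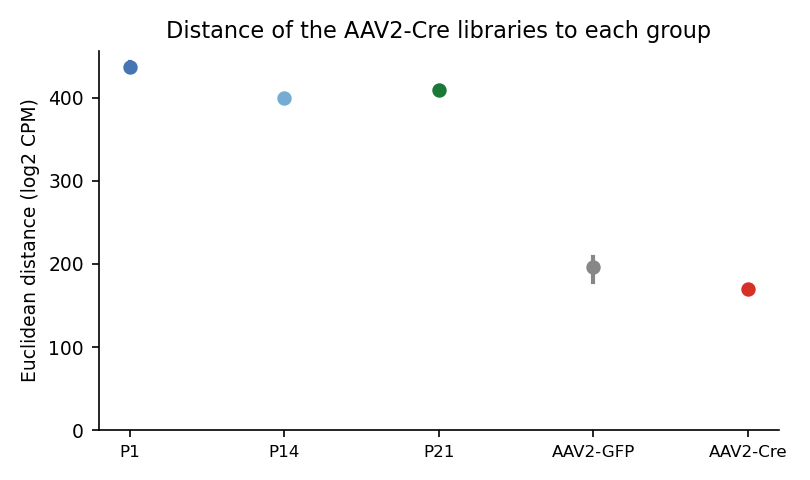
Euclidean distance, on log2 CPM of 23844 genes, from the 2 AAV2-Cre libraries to the libraries of each group, with points for means over pairs and bars for the range. The AAV2-GFP libraries lie at 178 to 209 and the P14 libraries at 397 to 402.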

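The leading axis of variation among the 13 libraries set the injured adult RGCs apart from the RGCs of development. It held 69.1% of the variance of 23844 genes, and the next axis held 12.7%, on log2 CPM without batch correction. Of the variance along the leading axis, 99.45% lay between the knockout and development datasets. On the second axis, P1 lay at a score of 123 ± 10.7 (SD, n = 3) and P14 at -74.6 ± 4.20 (SD, n = 3). After ComBat by dataset the leading axis held 36.8% of the variance.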

The results showed that the first principal component (Dim 1) contributes the most (60.6%) to explaining the variance (**Figure** **7**a). 

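On the leading axis of log2 CPM without batch correction, which mostly parts the datasets, mean AAV2-GFP was set to 0% and mean P1 to 100%. AAV2-Cre lay at -2.44% ± 0.225 (SD, n = 2), with both libraries below every AAV2-GFP library (SD 2.50, n = 3). P14 lay at 91.9% and P21 at 91.1% on the same scale. Over the libraries left out in turn, the AAV2-Cre position ran from -3.93% without AAV2-GFP replicate 3 to -1.15% without AAV2-GFP replicate 1. After ComBat by dataset, AAV2-Cre lay at -2.69% ± 5.86 (SD, n = 2), with libraries at 1.455% and -6.837%, and P14 at -53.4%. In settings chosen after the data were seen, TPM estimated from the counts also went through ComBat. With linear TPM at minimum values of 0 and 1, AAV2-Cre then lay at 316% and 307%, and with scaled genes at 2.29% and 2.87%. With log2 TPM it ran from -1.03% to 0.196%, so the sign depended on the setting.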

*Kdm6a* knockout (AAV2‐Cre) clustered close to P1 along Dim 1 compared to wild type (AAV2‐GFP), suggesting the strong commonalities of *Kdm6a* knockout and developmental stage RGCs (Figure 7a). Next, we identified genes with significant contributions in the PCA clustering, especially relevant to Dim 1. GO enrichment analysis was conducted to reveal the biological roles of genes involved in Dim 1 and 2. As shown in Figure 7b, Dim 1 explained the most variance in the transcriptomic pattern of genes involved in postsynaptic organization, dendrite development, neuron projection organization, neuron apoptotic process, etc.

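Markers of immune cells were among the genes that weighed most on the leading axis without batch correction. The 500 genes with the largest weights held 22 of 35 T and NK cell markers, where 0.73 would fall by chance, 10 of 13 B cell markers and 10 of 26 microglia and macrophage markers. Cytokine and chemokine genes added 19 of 39, interferon response genes 8 of 53 and rod markers 4 of 34. Genes of axonogenesis and axon guidance added 4 of 58, where 1.22 would fall by chance, and RGC markers 2 of 30. None of 39 genes of mature synapses and channels was among them, where 0.82 would fall by chance. After ComBat by dataset, the 500 genes held 14 of the RGC markers, 12 of the axon genes and 8 of the 14 pericyte and smooth muscle markers, and none of the T and NK cell, B cell, and microglia and macrophage markers or of the genes of mature synapses and channels. These are counts over lists written from textbook knowledge, not over ontology terms.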

**Figure 7:**
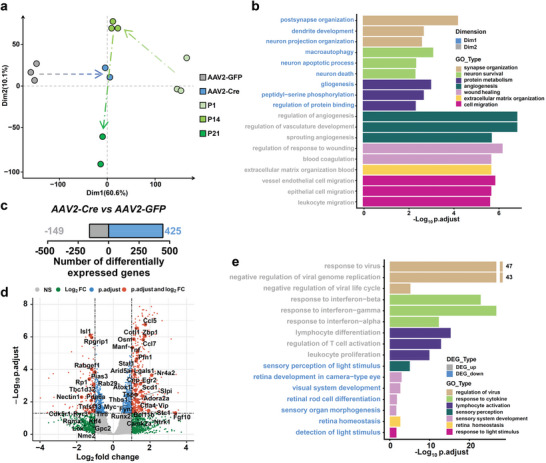
Deleting *Kdm6a* switched the RGC transcriptomics into a developmental‐like state. a) PCA of transcriptomic profiles indicating the variation among all samples. Score plot shows a clear separation between P1, P14, P21, wild type (AAV2‐GFP) and Kdm6a KO (AAV2‐Cre). The first two dimensions (Dim) accounted for 70.7% of variance. Note that Dim 1 predominantly reflects differences between wild type and Kdm6a KO. b) Selected GO terms were generated separately for Dim 1 and 2 genes (adjusted *p*‐value < 0.05). c) Number of DEGs between wild type (AAV2‐GFP) and Kdm6a KO (AAV2‐Cre) at the threshold of absolute log_2_ Fold change > 1 and adjusted *p*‐value < 0.05. d) Volcano plot showing differential gene expression between wild type (AAV2‐GFP) and Kdm6a KO (AAV2‐Cre) RGCs. Positive or negative log_2_ Fold change indicates upregulation or downregulation in Kdm6a KO RGCs relative to wild type RGCs, respectively. Gray points (NS) indicate the genes with no significant change. Green points (Log_2_ FC) indicate the genes with absolute log_2_ Fold change > 1. Blue points (p.adjust) indicate the genes with adjusted *p*‐value < 0.05. Red points (p.adjust and log_2_ FC) indicate that the genes are considered significantly different if absolute log_2_ Fold change > 1 and adjusted *p*‐value < 0.05; vertical and horizontal reference lines at respective values. e) Selected GO terms were generated separately for genes upregulated or downregulated (adjusted *p*‐value < 0.05) by Kdm6a KO RGCs relative to wild type RGCs. See also Figures S5–S7 (Supporting Information).

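Neural gene groups took different shares of the counts in the 5 groups of libraries. Genes of axonogenesis and axon guidance took 4.28% ± 0.197 at P1 (SD, n = 3), 0.829% ± 0.0431 at P14 (SD, n = 3) and 0.669% ± 0.109 at P21 (SD, n = 2). They took 0.543% ± 0.0520 in AAV2-GFP (SD, n = 3) and 0.528% ± 0.0413 in AAV2-Cre (SD, n = 2). Genes of mature synapses and channels, such as the vesicle gene Syt1, took 1.30% ± 0.0765 in AAV2-GFP, 1.04% ± 0.0715 in AAV2-Cre, 0.795% ± 0.0115 at P14 and 0.917% ± 0.00795 at P1. p53 and apoptosis genes took 0.124% ± 0.00356 in AAV2-GFP, 0.155% ± 0.00410 in AAV2-Cre and 0.0797% ± 0.00166 at P14.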

By calculating the *z*‐score of genes contributed to the top 20 enriched GO terms, it showed distinct heterogeneity between wild type and other groups, but significant homogeneity between Kdm6a deletion and P14 (Figure S7b, Supporting Information). Meanwhile, double hierarchical clustered heatmap showed that many of these genes with top contribution in Dim 1 were associated with activation of developmental and growth programs. For instance, several genes, including Ehmt2,^[^ ^64^ ^]^ Brsk1,^[^ ^65^ ^]^ Eef1a2,^[^ ^66^ ^]^ and Lrfn4,^[^ ^67^ ^]^ have previously been shown to induce axon initiation, formation, sprouting, and outgrowth (Figure S7c, Supporting Information). Thus, this finding suggests that knocking out *Kdm6a* in adult injured RGC triggers reactivation of developmental‐like growth programs, leading to an immature cellular state.

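Lrfn4, which encodes a synaptic adhesion protein, ranked 144 of 23844 genes by its weight on the leading axis without batch correction, the top 0.604%. Eef1a2, a translation elongation factor, ranked 357, and Brsk1, a kinase of axon formation, 683. Ehmt2, a histone H3K9 methyltransferase, ranked 4788, the top 20.1%. After ComBat by dataset, Lrfn4 ranked 5613, the top 23.5%, Eef1a2 14663, Brsk1 5209 and Ehmt2 13348. From P1 to P14, Brsk1 fell by 1.51 and Lrfn4 by 1.24 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 3.33e-08 and 1.75e-07). Ehmt2 fell by 0.56 and Eef1a2 rose by 0.47 (edgeR, Benjamini-Hochberg adjusted p = 1.61e-06 and 8.63e-06). Between AAV2-Cre and AAV2-GFP, Ehmt2 had a log2 fold change of 0.26 (SE 0.19), Brsk1 of -1.35 (SE 0.66) and Eef1a2 of -0.44 (SE 0.64), with Benjamini-Hochberg adjusted p of 0.541, 0.350 and 0.803 from edgeR. Lrfn4, with 0 to 13 counts in each knockout library, was below the low-count filter and not tested there. In the injured adults Brsk1 lay at 0.986 ± 0.150 CPM in AAV2-Cre and 2.54 ± 0.140 CPM in AAV2-GFP, against 199 ± 13.3 CPM at P1. A fit of all 13 libraries, in which the development libraries also set the spread, called Brsk1 lower in AAV2-Cre (Benjamini-Hochberg adjusted p = 0.00179 from edgeR).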

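Genes lost from P1 to P14 had no shift as a group in AAV2-Cre that passed the test. Of 3181 such genes, 2221 were tested after knockout, with 6 higher and 4 lower in AAV2-Cre. Their median was -0.0054 (camera, Benjamini-Hochberg adjusted p = 0.876), and 1046 had log2 fold changes above 0. The median was 0.0287 with no low-count filter and 0.0424 without AAV2-Cre replicate 2. Since members went both ways, a median near 0 does not decide whether some of these genes came back. RGC markers took only 0.0738% of counts in AAV2-Cre and 0.0791% in AAV2-GFP. The median therefore also does not decide whether the state within RGCs changed. Of 3256 genes higher at P14, 119 were higher and 17 lower in AAV2-Cre, with a median of 0.12 (camera, Benjamini-Hochberg adjusted p = 0.0157, and adjusted p = 0.513 with an estimated correlation). This call ended without AAV2-Cre replicate 2 (median 0.07, camera Benjamini-Hochberg adjusted p = 0.170) and without AAV2-GFP replicate 1 (median 0.06, camera Benjamini-Hochberg adjusted p = 0.407). DEGs higher in AAV2-Cre overlapped with those higher at P14 by 102 genes of 163, where 32.05 would fall by chance (Fisher's exact test, Benjamini-Hochberg adjusted p = 2.15e-32 over 8 overlaps), and with those lower at P14 by 5, where 21.87 would (Fisher's exact test, Benjamini-Hochberg adjusted p = 5.23e-05). Of the 102, 45 were in the immune and interferon lists, such as Ifit1, an antiviral gene, and Cxcl10, a chemokine gene. DEGs lower in AAV2-Cre overlapped with those higher at P14 by 12 of 32 genes, where 6.29 would fall by chance (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0451), and with those lower at P14 by 3, where 4.29 would. DEGs higher in AAV2-Cre also overlapped with those lower at P21 than at P14 by 29 genes, where 13.58 would fall by chance (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.000226). Across 16557 genes, which are not independent replicates, the log2 fold changes after knockout had r = 0.071 and a rank correlation (Spearman) of 0.071 with those from P1 to P14, and r = -0.157 and a rank correlation of -0.196 with those from P14 to P21, in 2 relations computed. The first r was 0.0205 without AAV2-Cre replicate 2, 0.0275 without AAV2-GFP replicate 1 and 0.108 without AAV2-GFP replicate 2, and the second -0.0748 and -0.0951 without AAV2-Cre replicate 1 and 2.

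**Figure D3:**
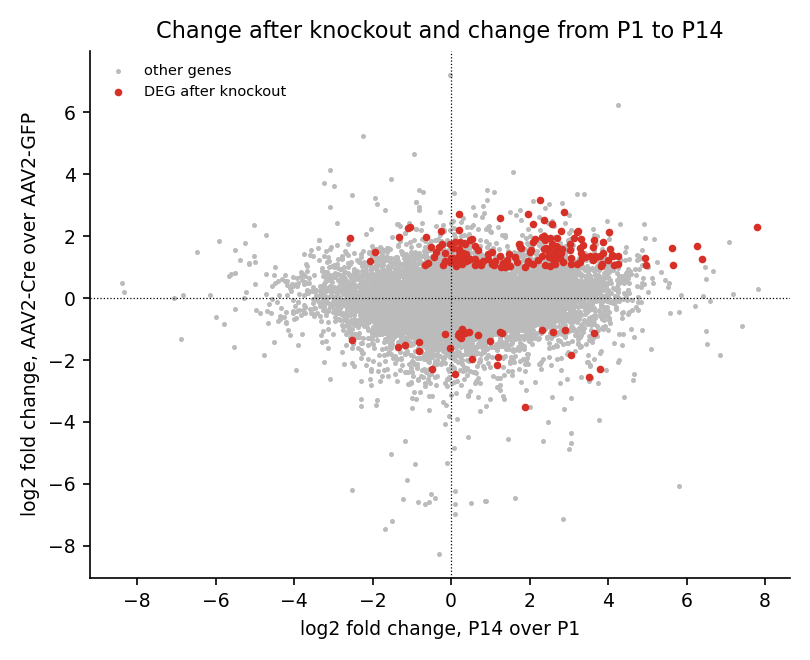
Log2 fold change of AAV2-Cre over AAV2-GFP (vertical) against that of P14 over P1 (horizontal), 1 point per gene for 16557 genes, with DEGs after knockout in red. Of the red points at the top, 102 lie among genes higher at P14 and 5 among genes lower at P14.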

To further identify gene regulatory networks that control the changes mediated by Kdm6a deletion, we performed a comparative analysis that profiled transcription in enriched RGCs. In total, 574 common DEGs were identified (425 significantly upregulated and 149 downregulated) at the thresholds of |log_2_ FC| > 1 (FC, fold change) and adjusted *p*‑value of < 0.05 (Figure 7c,d). Furthermore, GO enrichment analysis indicated that the majority of genes downregulated by Kdm6a deletion were associated with sensory perception, sensory system development, retina homeostasis and response to light stimulus (Figure 7e), most of which related to mature neuronal functions. On the other hand, the highly enriched GO terms of up‐regulated DEGs were mainly related to regulation of virus, response to cytokine and lymphocyte activation (Figure 7e) that were mostly non‐neuronal genes. 

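Among DEGs with a mean log2 CPM of at least 3, antiviral genes were among those that rose most after knockout, and genes of photoreceptors and neurons among those that fell most. Kdm6a, the gene deleted, had counts of 1520 and 1751 in the AAV2-Cre libraries and of 1599, 1597 and 1970 in the AAV2-GFP libraries, a log2 fold change of -0.02 (SE 0.15, 95% interval -0.51 to 0.46, Benjamini-Hochberg adjusted p = 0.963 from edgeR). Its loxP sites flank exon 3, which makes up 109 of 5918 bases of the annotated transcript. A count over the whole gene on chromosome X (18162575 to 18279936 in GRCm38) thus hardly checks the loss of this exon. A fall of the whole transcript by more than 0.51 on the log2 scale lies outside the interval. In Fig. S3 the paper reports lower Kdm6a mRNA in RGCs by real-time PCR and lower Kdm6a protein after AAV2-Cre, which were not analysed here. Kdm6b, the related demethylase gene, had a log2 fold change of -0.26 (SE 0.26, Benjamini-Hochberg adjusted p = 0.688 from edgeR). Ifit1, an interferon-induced antiviral gene, rose from 24.4 ± 1.32 CPM in AAV2-GFP (SD, n = 3) to 221 ± 25.7 CPM in AAV2-Cre (SD, n = 2), a log2 fold change of 3.18 (SE 0.16, Benjamini-Hochberg adjusted p = 0.000266 from edgeR). Gbp10, a guanylate-binding protein gene, and Ighg2b, an immunoglobulin heavy chain gene, rose by 2.90 and 3.34 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.00698 for both). Reads of Ighg2b may be shared with related immunoglobulin genes. Fcrls, a microglia gene, Crxos, a photoreceptor gene, and Rgs9, which ends the light response in photoreceptors, fell by 2.30, 2.16 and 1.57 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p from 0.00698 to 0.0110). Mir124a-1hg, a host transcript of microRNA-124, which is abundant in neurons, fell by 1.90, and Isl1, a transcription factor of RGCs, amacrine and bipolar cells, by 1.27 (edgeR, Benjamini-Hochberg adjusted p = 0.0163 and 0.0215). With DESeq2, the tool named by the paper, DEGs numbered 442 higher and 204 lower in AAV2-Cre. With edgeR, 207 genes were higher and 40 lower in AAV2-Cre of 18395 tested. A fit without 1 AAV2-Cre library leaves 1 sample in that group, so calls lost there cannot be told apart from lost power. The median of interferon response genes was 1.75 without AAV2-Cre replicate 1 and 1.67 without AAV2-Cre replicate 2, against 1.65 with both. That of rod markers was -0.11 and -1.13, against -0.54. Called genes numbered 119 higher and 28 lower without AAV2-GFP replicate 1, and 86 and 10 without AAV2-GFP replicate 2. Without AAV2-GFP replicate 3 they numbered 242 and 25. Of the DEGs named above, only Ifit1 and Ighg2b were called in all 5 of these fits. Gbp10, Fcrls, Crxos and Rgs9 were called in every fit without an AAV2-GFP library. The calls of Mir124a-1hg and Isl1 were lost without AAV2-GFP replicate 2 (edgeR, Benjamini-Hochberg adjusted p = 0.0512 and 0.0725). That of Isl1 was also lost without AAV2-GFP replicate 1 (edgeR, Benjamini-Hochberg adjusted p = 0.0508).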

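Genes of photoreceptors and of bipolar cells were lower in AAV2-Cre as groups, with few members called singly. All 34 rod markers had log2 fold changes below 0, with a median of -0.54, and they stood at 0 higher, 1 lower and 33 not called of 34 (0 higher and 5 lower adjusted over the list alone) (camera, Benjamini-Hochberg adjusted p = 8.94e-08, and adjusted p = 0.486 with an estimated correlation). Rpgrip1, a protein of the photoreceptor cilium, fell by 1.20 on the log2 scale (SE 0.20, Benjamini-Hochberg adjusted p = 0.0283 from edgeR). Rp1, a microtubule protein of the outer segment, had a log2 fold change of -1.32 and Gucy2e, a guanylate cyclase of the light response, of -0.97 (edgeR, Benjamini-Hochberg adjusted p = 0.0877 and 0.0533). Cone markers stood at 0 higher, 2 lower and 12 not called of 14 (0 higher and 2 lower adjusted over the list alone), with a median of -0.22 (camera, Benjamini-Hochberg adjusted p = 0.0194, and adjusted p = 0.327 with an estimated correlation), and Arr3, the cone arrestin gene, fell by 1.03 on the log2 scale (Benjamini-Hochberg adjusted p = 0.0447 from edgeR). Bipolar cell markers stood at 0 higher, 1 lower and 23 not called of 24 (0 higher and 6 lower adjusted over the list alone), with a median of -0.47 (camera, Benjamini-Hochberg adjusted p = 0.000259, and adjusted p = 0.287 with an estimated correlation), and Prkca, a kinase of rod bipolar cells, fell by 0.94 (Benjamini-Hochberg adjusted p = 0.0469 from edgeR). Genes of mature synapses and channels had a median of -0.22 (camera, Benjamini-Hochberg adjusted p = 0.0240, and adjusted p = 0.287 with an estimated correlation). None of 39 was called by edgeR or when adjusted over the list alone, 7 had an unadjusted p under 0.05, and limma-voom called none and DESeq2 1 higher and 2 lower. Among them were Dlg4, a postsynaptic scaffold, at -0.77, Vamp2, a vesicle protein, at -0.52 and Kcna1, a potassium channel, at 0.82 (edgeR, Benjamini-Hochberg adjusted p = 0.0811, 0.125 and 0.138). Amacrine and horizontal cell markers stood at 3 higher, 0 lower and 15 not called of 18 (4 higher and 1 lower adjusted over the list alone), with a median of 0.11 (camera, Benjamini-Hochberg adjusted p = 0.257). Gad1, an enzyme of GABA synthesis, and C1ql2, a secreted synaptic protein, rose by 1.66 and 1.62 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p = 0.00698 and 0.00992). RGC markers stood at 0 higher, 1 lower and 26 not called of 27 (0 higher and 1 lower adjusted over the list alone), with a median of 0.12 (camera, Benjamini-Hochberg adjusted p = 0.531). Without AAV2-Cre replicate 1 the median of the rod list was -0.11 (camera, Benjamini-Hochberg adjusted p = 0.0527). With DESeq2 size factors in edgeR, the calls of Arr3 and Prkca ended (Benjamini-Hochberg adjusted p = 0.0505 and 0.0509). For Rpgrip1, Arr3 and Prkca, the edgeR adjusted p (Benjamini-Hochberg) ran from 0.289 to 0.406 without AAV2-Cre replicate 1, 0.124 to 0.228 without AAV2-Cre replicate 2, 0.0244 to 0.0675 without AAV2-GFP replicate 1, 0.0550 to 0.127 without AAV2-GFP replicate 2 and 0.0371 to 0.0938 without AAV2-GFP replicate 3. For Gad1 and C1ql2, it (edgeR, Benjamini-Hochberg) ran from 0.0836 to 0.116 without AAV2-Cre replicate 1, 0.0631 to 0.0928 without AAV2-Cre replicate 2, 0.0188 to 0.0244 without AAV2-GFP replicate 1, 0.0236 to 0.0236 without AAV2-GFP replicate 2 and 0.00972 to 0.0179 without AAV2-GFP replicate 3.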

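Interferon response genes rose together in AAV2-Cre, and genes of T cells, B cells and antigen presentation rose with them. Of 53 interferon response genes, 42 were higher, none lower and 11 not called (52 higher when adjusted over the list alone), with a median of 1.65 (camera, Benjamini-Hochberg adjusted p = 7.47e-40, and adjusted p = 0.271 with an estimated correlation). Rsad2, which blocks viral replication, rose by 2.80 on the log2 scale and the chemokine gene Cxcl10 by 2.28 (edgeR, Benjamini-Hochberg adjusted p = 0.00698 and 0.0147). T and NK cell markers stood at 4 higher, 0 lower and 31 not called of 35 (27 higher and 0 lower adjusted over the list alone), with a median of 1.04 (camera, Benjamini-Hochberg adjusted p = 2.44e-14, and adjusted p = 0.287 with an estimated correlation), and all 35 had log2 fold changes above 0. Ccr7, a homing receptor, rose by 1.57, Cd6, a T cell surface receptor, by 1.56, and the chemokine gene Ccl5 by 1.74 (edgeR, Benjamini-Hochberg adjusted p from 0.00698 to 0.0174). B cell markers stood at 2 higher, 0 lower and 11 not called of 13 (10 higher and 0 lower adjusted over the list alone), with a median of 1.31 (camera, Benjamini-Hochberg adjusted p = 2.06e-07, and adjusted p = 0.271 with an estimated correlation), and Cd79a, a part of the B cell receptor, rose by 1.63 (Benjamini-Hochberg adjusted p = 0.00827 from edgeR). Antigen presentation genes stood at 7 higher, 0 lower and 15 not called of 22 (17 higher and 0 lower adjusted over the list alone), with a median of 1.00 (camera, Benjamini-Hochberg adjusted p = 8.47e-12, and adjusted p = 0.287 with an estimated correlation). Both subunits of class I molecules rose, H2-K1 by 1.06 and B2m by 1.01 (edgeR, Benjamini-Hochberg adjusted p = 0.0320 and 0.0279), though reads of H2-K1 may be shared with related class I genes. Cytokine and chemokine genes stood at 9 higher, 0 lower and 28 not called of 37 (18 higher and 0 lower adjusted over the list alone), with a median of 0.74 (camera, Benjamini-Hochberg adjusted p = 4.43e-12, and adjusted p = 0.271 with an estimated correlation), and Tnf rose by 1.31 (Benjamini-Hochberg adjusted p = 0.0241 from edgeR). Microglia and macrophage markers stood at 1 higher, 0 lower and 25 not called of 26 (3 higher and 1 lower adjusted over the list alone), with a median of 0.26 (camera, Benjamini-Hochberg adjusted p = 0.0454, and adjusted p = 0.685 with an estimated correlation). Counts of rod markers were lower in the same libraries, as given above. With 1 library left out in turn, the edgeR adjusted p of these genes (Benjamini-Hochberg) ran from 0.0770 to 0.229 without AAV2-Cre replicate 1, 0.0510 to 0.163 without AAV2-Cre replicate 2, 0.0222 to 0.0542 without AAV2-GFP replicate 1, 0.0248 to 0.0985 without AAV2-GFP replicate 2 and 0.00389 to 0.0355 without AAV2-GFP replicate 3.

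**Figure D4:**
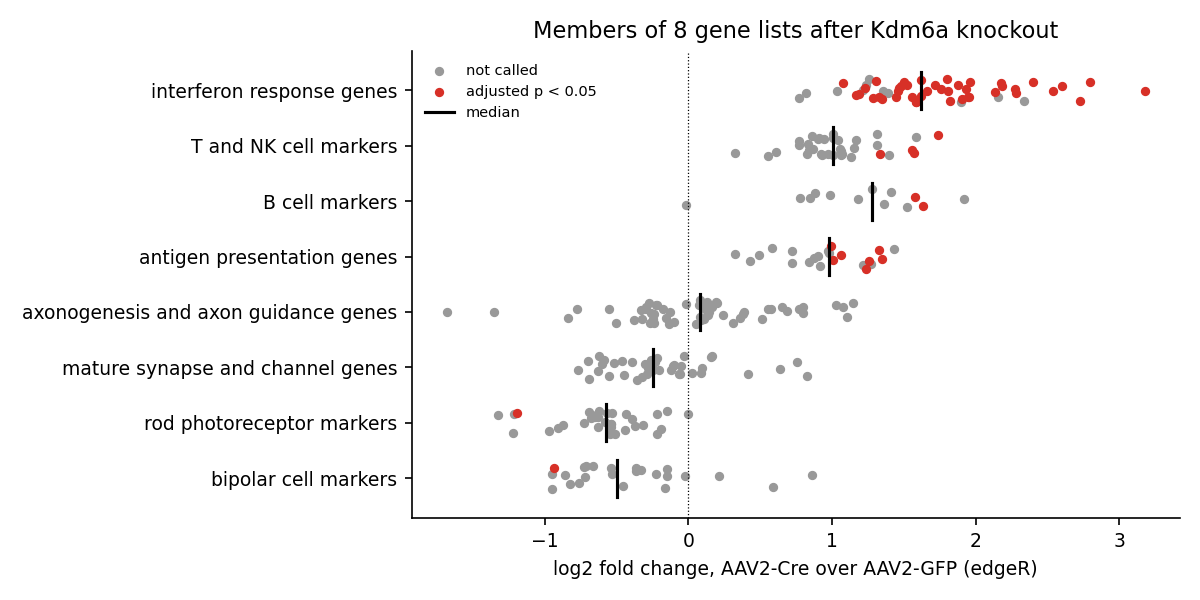
Log2 fold change of AAV2-Cre over AAV2-GFP from edgeR for the members of 8 gene lists, 1 point per gene, with called genes in red and the median of each list as a black bar. All 53 interferon response genes lie above 0 and all 34 rod markers below 0, while 31 of 56 axon genes lie above 0.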

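Among 48 genes selected by the study in these libraries, which makes their directions no independent evidence, 31 had a log2 fold change above 0 and 17 below 0 in AAV2-Cre. Of these 48 genes, 11 were DEGs higher and 4 DEGs lower with edgeR, and 28 higher and 11 lower with DESeq2. Osm, a cytokine that promotes axon growth, was higher by 1.11 on the log2 scale (SE 0.16, Benjamini-Hochberg adjusted p = 0.0174 from edgeR), and Manf, a neurotrophic factor of the endoplasmic reticulum, by 1.04 (SE 0.16, Benjamini-Hochberg adjusted p = 0.0221 from edgeR). The call of Osm was lost without AAV2-Cre replicate 1 (edgeR, Benjamini-Hochberg adjusted p = 0.189), AAV2-Cre replicate 2 (0.118) and AAV2-GFP replicate 2 (0.0550). For Manf, it (edgeR, Benjamini-Hochberg) was 0.132 without AAV2-Cre replicate 1, 0.169 without AAV2-Cre replicate 2, 0.0540 without AAV2-GFP replicate 1, 0.0536 without AAV2-GFP replicate 2 and 0.0437 without AAV2-GFP replicate 3.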

Several significantly altered genes were involved in axon regeneration (**Figure** **8**a). For example, Klf4,^[^ ^68^ ^]^ Myc,^[^ ^9^ ^]^ and Thbs1^[^ ^69^ ^]^ have been shown to play crucial roles in controlling axon regeneration. Additionally, Camk2 reactivation can protect RGCs in multiple injury/disease models.^[^ ^70^ ^]^ Taken together, these results suggested that Kdm6a deletion promoted optic nerve axon regeneration via activating developmental‐like growth programs and repressing mature neuron enriched genes.

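Myc, a transcription factor of cell growth, lay at 58.3 ± 1.79 CPM in AAV2-Cre (SD, n = 2) and 32.9 ± 7.01 CPM in AAV2-GFP (SD, n = 3), a log2 fold change of 0.82 (SE 0.21, Benjamini-Hochberg adjusted p = 0.0954 from edgeR). Thbs1, a secreted matrix glycoprotein, lay at 22.3 ± 0.00965 CPM and 11.1 ± 1.64 CPM, a log2 fold change of 1.01 (SE 0.25, Benjamini-Hochberg adjusted p = 0.0862 from edgeR). DESeq2, the tool named by the paper, called both genes higher (Benjamini-Hochberg adjusted p = 0.0142 for Myc and 0.0122 for Thbs1). During development, Myc fell by 2.25 on the log2 scale from P1 to P14 (Benjamini-Hochberg adjusted p = 1.91e-06 from edgeR). Injury and regeneration associated genes, a list that holds both, stood at 1 higher, 0 lower and 28 not called of 29 (9 higher and 1 lower adjusted over the list alone) after knockout. Their median was 0.23 (camera, Benjamini-Hochberg adjusted p = 0.00730, and adjusted p = 0.287 with an estimated correlation). Myc and Thbs1 were selected by the study in these libraries, so this list is no independent evidence.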

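Genes of axon growth had no shift as a group in AAV2-Cre that passed the test, with 31 of 56 above 0, which does not decide whether some of them rose. Mature synapse and channel genes had a median of -0.22, with 30 of 39 below 0. That list passed at the preset correlation (camera, Benjamini-Hochberg adjusted p = 0.0240) but not with an estimated one (adjusted p = 0.287). Of 56 genes of axonogenesis and axon guidance, none was called higher or lower by edgeR, 8 had an unadjusted p under 0.05, and 1 was higher and 1 lower when adjusted over the list alone. Their median was 0.11 (camera, Benjamini-Hochberg adjusted p = 0.525). DESeq2 called 2 higher and 2 lower, and limma-voom 1 and 1. Tmsb10, an actin-binding peptide of growing neurons, had a log2 fold change of 1.03 (SE 0.21) and Stmn1 of 0.69 (SE 0.17), with Benjamini-Hochberg adjusted p of 0.0563 and 0.0925 from edgeR. Nfasc, a cell adhesion molecule of the axon initial segment, had a log2 fold change of -0.77 and Kif21b, a kinesin, of -0.84 (edgeR, Benjamini-Hochberg adjusted p = 0.0552 and 0.154). Tmsb10 passed the test only without AAV2-GFP replicate 3 among the left-out libraries (Benjamini-Hochberg adjusted p = 0.0376 from edgeR). Camk2a, a calcium-dependent kinase of synapses, lay at 9.94 ± 5.43 CPM in AAV2-Cre and 4.12 ± 0.705 CPM in AAV2-GFP, a log2 fold change of 1.27 (SE 0.43, Benjamini-Hochberg adjusted p = 0.189 from edgeR). Its relatives Camk2b and Camk2d, at higher CPM, had log2 fold changes of -0.26 and -0.50 (edgeR, Benjamini-Hochberg adjusted p = 0.472 and 0.186). Over 5 tested genes of the Camk2 family none was called by edgeR, DESeq2 or limma-voom, 2 had an unadjusted p under 0.05, and 1 was higher and 1 lower when adjusted over the list alone. The family's median was -0.20 and its mean 0.08, of opposite sign (camera, Benjamini-Hochberg adjusted p = 0.568). A fit of all 13 libraries called Camk2a higher and Camk2d lower (Benjamini-Hochberg adjusted p = 0.0101 and 0.0292 from edgeR). In the paper, AAV2-Cre lies with P1 and P14 in its clusters, and close to P1 along Dim 1 relative to AAV2-GFP. The paper also finds light response terms among lower DEGs and regeneration genes among altered ones. From these, the paper proposes that Kdm6a deletion turns on developmental-like growth programs and turns down genes of mature neurons.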

**Figure 8:**
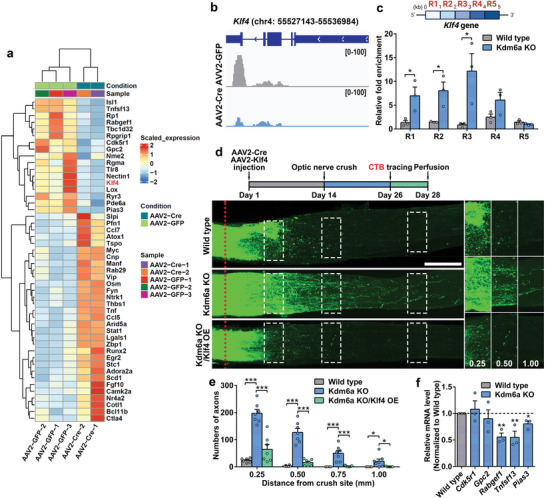
Klf4 was identified as a downstream mediator of Kdm6a function in optic nerve regeneration. a) Heatmap of selected genes (absolute log_2_ Fold change > 1) relevant to axon regeneration and neuroprotection. b) Sample genome tracks showing reduced expression levels of *Klf4* (chromosome 4 (chr4): 55527143–55536984) in the purified RGCs of *Kdm6a^f/f^* mice injected with AAV2‐Cre, compared to *Kdm6a^f/f^* mice with AAV2‐GFP injection. *y* axis indicates normalized reads. c) Top: Schematic drawing of the 5 kilobase (kb) genomic regions (R1–R5) after the TSS of the *Klf4* gene on chr4 were assayed in CUT&Tag‐qPCR experiment using the antibody against H3K27me3 in the purified RGCs. In the H3K27me3 CUT&Tag‐qPCR experiment, the genomic region R1–R5 were amplified from the purified RGCs to bind to H3K27me3. Bottom: CUT&Tag‐qPCR results showing that deletion of Kdm6a (Kdm6a KO) led to increased interaction with R1, R2, and R3 regions of the *Klf4* gene (two tailed student's *t* tests, R1: *p *= 0.0402; R2: *p* = 0.0240; R3: *p* = 0.0378; *n* = 3 independent experiments for each condition). d) Top: schematic time course of optic nerve regeneration model. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of wild type, female *Kdm6a* knockout (Kdm6a KO), female *Kdm6a* knockout/*Klf4* overexpression (Kdm6a KO/Klf4 OE) mice 2 weeks after ONC. The regenerating axons were labeled with CTB‐Alexa 594. The red dotted lines indicate the nerve crush sites. The columns on the right display magnified images of the areas in white, dashed boxes on the left, showing axons at 0.25, 0.50, and 1.00 mm distal to the crush sites. Scale bar, 200 µm for the left column and 150 µm for the magnified images. e) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25–1.00 mm) (one way ANOVA followed by Tukey's multiple comparisons test, *p* < 0.0001; wild type: *n* = 6 mice, Kdm6a KO: *n* = 7 mice, Kdm6a KO/Klf4 OE: *n* = 7). f) Real‐time PCR results showing the expression of downregulated genes in RGCs from *Kdm6a* knockout mice (Kdm6a KO) after ONC (one sample *t* test, *Rabgef1*: *p* = 0.0019; *Tnfsf13*: *p* = 0.0095; *Pias3*: *p* = 0.0111; *n* = 3 independent experiments for each condition). *, **, ***p < 0.05, 0.01, 0.001, respectively. Data are represented as mean ± SEM. See also Figures S8 and S9 (Supporting Information).

### 2.8 Klf4 Acts Downstream of Kdm6a to Regulate Axon Regeneration

H3K27me3 is well known to suppress gene expression. Here we showed that in sensory neurons upon peripheral axotomy the decreased level of Kdm6a/b and the subsequent elevated level of H3K27me3 acted to support the robust spontaneous sensory axon regeneration. Similarly, deletion of Kdm6a in RGCs resulted in an elevated level of H3K27me3, which in turn enhanced optic nerve regeneration. Therefore, it is very likely that the genes suppressed by H3K27me3 during axon regeneration function to repress axon regeneration.^[^ ^28^ ^]^ In cultured RGCs, several Klf family proteins have been shown to suppress axon growth, including Klf1, 2, 4, 5, 9, 13, 14, 15, 16, among which Klf4 is well‐known to repress axon regeneration in vivo.^[^ ^4^ ^]^ When Klf4 expression was examined in RGCs after *Kdm6a* knockout, the results showed that it was markedly downregulated (Figure 8a,b). 

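Klf4, a zinc finger transcription factor on chromosome 4 (55527143 to 55532466 in GRCm38), had counts of 52 and 75 in the AAV2-Cre libraries and of 98, 136 and 236 in the AAV2-GFP libraries. In CPM these were 4.32 ± 0.713 (SD, n = 2) and 10.2 ± 4.02 (SD, n = 3), a log2 fold change of -1.24 (SE 0.42, Benjamini-Hochberg adjusted p = 0.186 from edgeR). Both AAV2-Cre libraries were below all 3 AAV2-GFP libraries. A fit of all 13 libraries called it lower (log2 fold change -1.20, Benjamini-Hochberg adjusted p = 0.0298 from edgeR), and DESeq2 did not (log2 fold change -1.23, Benjamini-Hochberg adjusted p = 0.0809). Over the 5 left-out libraries its log2 fold change ran from -1.44 to -0.85. In development, Klf4 rose by 2.91 on the log2 scale from P1 to P14 and fell by 2.58 from P14 to P21 (edgeR, Benjamini-Hochberg adjusted p = 1.46e-07 and 1.51e-05). Over the same ages Fos and Jun, which dissociation can also induce, rose and fell too, Fos by 0.89 and Jun by 1.01 on the log2 scale from P14 to P21. Pericyte and smooth muscle markers also rose and fell, with medians of 4.47 and then -2.53. Endothelial markers had medians of 3.335 and then -1.35. Whether the course of Klf4 came from a changed share of vessel cells was not tested. Of 13 genes of the Klf family tested after knockout, none was called by edgeR, by limma-voom or when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Their median was 0.33 (camera, Benjamini-Hochberg adjusted p = 0.531). Klf9, another repressor of axon growth, had a log2 fold change of -0.39 and Klf12 of -0.97 (edgeR, Benjamini-Hochberg adjusted p = 0.369 and 0.133), and DESeq2 called Klf12 lower (Benjamini-Hochberg adjusted p = 0.0283).

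**Figure D5:**
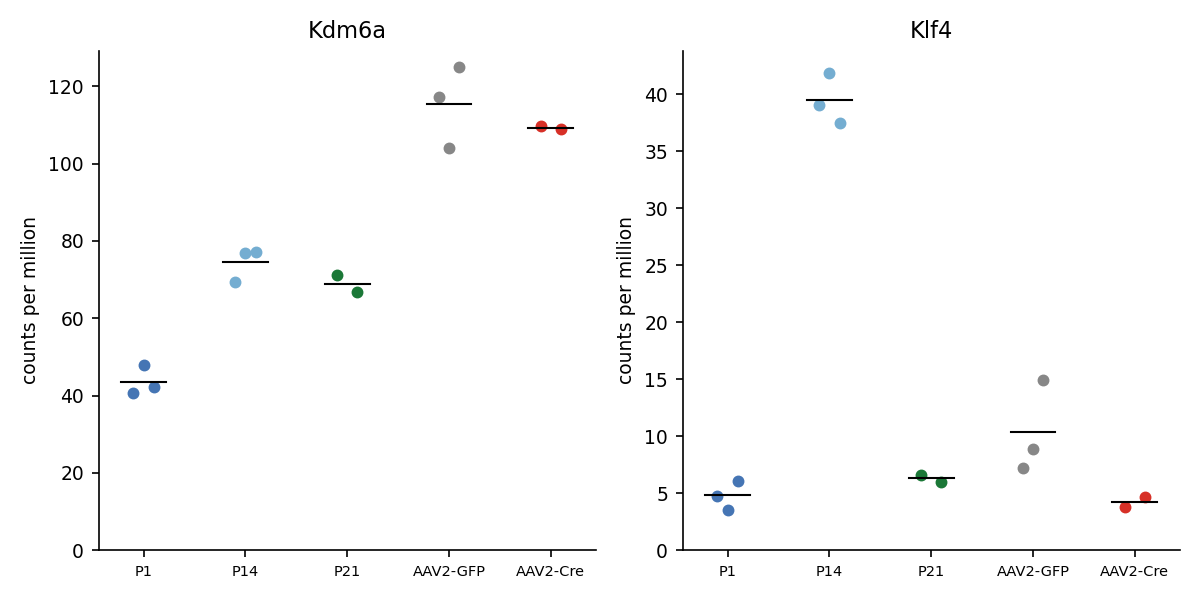
CPM of Kdm6a (left) and Klf4 (right) in each of the 13 libraries by group, with 1 point per library and the mean as a black bar. Klf4 is highest at P14, and Kdm6a lies close together in AAV2-Cre and AAV2-GFP.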

To investigate if *Klf4* was directly targeted by *Kdm6a* knockout‐induced H3K27me3 elevation, we performed CUT&Tag with real‐time PCR (CUT&Tag‐qPCR) analysis in enriched RGCs using anti‐H3K27me3 antibody for selected regions at 0 to 5000 bp after the transcription start site (TSS) of the *Klf4* gene on chromosome 4 (Figure 8c). The results revealed that comparing with wild type RGCs, in RGCs lacking Kdm6a the interactions between H3K27me3 and 4 specific regions of the *Klf4* gene (R1‐4) were significantly increased, especially at R1, R2, and R3 regions (Figure 8c), indicating that in RGCs Klf4 expression was suppressed by Kdm6a‐mediated H3K27me3 elevation. More importantly, when Klf4 was overexpressed in RGCs, it markedly impeded optic nerve regeneration induced by *Kdm6a* knockout in vivo (Figure 8d,e). Together, these results provided strong evidence to support the hypothesis that Klf4 might act as a downstream mediator of Kdm6a‐H3K27me3 signaling in RGCs to regulate optic nerve regeneration. In contrast, deleting *Kdm6b* in RGCs had no effect on the interactions between H3K27me3 and specific regions of the *Klf4* gene (Figure S8, Supporting Information), consistent with the failure of *Kdm6b* knockout to promote optic nerve regeneration. In addition to Klf4, by examining downregulated genes in RGCs from *Kdm6a* knockout mice (Figure 8a) with real‐time PCR analysis, several other axon growth repressors were identified as potential downstream targets suppressed by the Kdm6a‐H3K27me3 signaling, including *Rabgef1*, *Tnfsf13*, and *Pias3* (Figure 8f).

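In the RNA-seq counts, Rabgef1, an exchange factor for the endosomal GTPase Rab5, fell from 157 ± 33.0 CPM in AAV2-GFP (SD, n = 3) to 68.8 ± 19.6 CPM in AAV2-Cre (SD, n = 2), by 1.19 on the log2 scale (SE 0.24, Benjamini-Hochberg adjusted p = 0.0492 from edgeR). Pias3, an inhibitor of the transcription factor STAT3, fell from 69.0 ± 7.76 to 34.2 ± 1.32 CPM, by 1.01 (SE 0.18, Benjamini-Hochberg adjusted p = 0.0355 from edgeR). Tnfsf13, a cytokine that acts on B cells, lay at 11.6 ± 1.10 CPM in AAV2-GFP and 5.33 ± 0.279 CPM in AAV2-Cre, a log2 fold change of -1.12 (SE 0.31, Benjamini-Hochberg adjusted p = 0.118 from edgeR). DESeq2 called all of these genes lower, Tnfsf13 included (Benjamini-Hochberg adjusted p = 0.0326). Of 33 listed repressors of axon growth, none was higher and 2 were lower, Rabgef1 and Pias3 (4 lower when adjusted over the list alone). Their median was -0.08, with 21 of 33 below 0 (camera, Benjamini-Hochberg adjusted p = 0.0595, and adjusted p = 0.287 with an estimated correlation). The list passed with limma's fry (Benjamini-Hochberg adjusted p = 0.00127), which tests a list against no change. That test does not decide whether these genes fell relative to other genes. The list also holds Rabgef1 and Pias3, which the study selected as lower in these libraries. Its fall is therefore no independent evidence with either test. For Rabgef1 and Pias3, the edgeR adjusted p (Benjamini-Hochberg) ran from 0.337 to 0.406 without AAV2-Cre replicate 1, 0.118 to 0.202 without AAV2-Cre replicate 2, 0.0581 to 0.0800 without AAV2-GFP replicate 1, 0.0839 to 0.0944 without AAV2-GFP replicate 2 and 0.0676 to 0.0678 without AAV2-GFP replicate 3. With DESeq2 size factors in edgeR, Rabgef1 was at Benjamini-Hochberg adjusted p = 0.0523. The paper's real-time PCR of Fig. 8f is another measurement and was not analysed here.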

Because Klf4 has also been shown to inhibit sensory axon regeneration in vivo,^[^ ^71^ ^]^ we thus investigated if H3K27me3 could directly target *Klf4* and suppress its expression in sensory neurons during axon regeneration. By using an available scRNA‐seq dataset of adult mouse DRG neurons,^[^ ^72^ ^]^ we first examined the expression levels of all Klf family members (*Klf1‐18*) in adult sensory neurons after SNI (Figure S9a, Supporting Information). The sequencing data suggested that at day 3 post‐SNI, *Klf3, 4, 5, 7, 8, 9, 11, 12, 13, 14, 16* were reduced, whereas *Klf1, 2, 6, 10, 15, 17* were elevated. Additionally, *Klf18* was not expressed in adult sensory neurons. We then reprofiled the expression levels of all Klf family members in sensory neurons after in vivo axotomy by real‐time PCR and detected transcripts for 17 (*Klf1‐17*) (Figure S9b, Supporting Information). We found that the mRNA levels of *Klf4* and *Klf5* were significantly downregulated in adult sensory neurons during peripheral nerve injury‐induced axon regeneration (Figure S9b, Supporting Information), consistent with their roles in repressing axon growth. Furthermore, chromatin immunoprecipitation with PCR (ChIP‐PCR) results showed that similar to that in RGCs, H3K27me3 interacted with 2 specific regions (R2 and R3) of the *Klf4* gene, indicating that H3K27me3 directly binds to the promoter region of *Klf4* in adult sensory neurons (Figure S9c, Supporting Information). Importantly, by using in vivo electroporation, we found that overexpressing Klf4 in adult sensory neurons significantly blocked axon regeneration in vivo (Figure S9d,e, Supporting Information), supporting its functional roles in repressing axon regeneration. Together, with Kdm6a/b reduction and H3K27me3 elevation in regenerating sensory neurons, these results suggest that Klf4 might also act downstream of Kdm6a/b‐H3K27me3 signaling in DRG neurons to control sensory axon regeneration.

## 3 Discussion

Recent progresses in axon regeneration research have shown that significant changes in gene transcription underlie the regenerative capacity of mammalian PNS neurons, and silence of such genetic programs is responsible for the diminished intrinsic axon regeneration ability of mammalian CNS neurons. Our study provided clear and strong evidence that X chromosome encoded histone deacetylase Kdm6a and its paralog Kdm6b, act as regeneration repressors to regulate spontaneous sensory axon regeneration in vivo. More importantly, conditional Kdm6a deletion in RGCs resulted in robust optic nerve regeneration and increased RGC survival via reshaping RGC chromatin and transcriptomic landscape back to a developmental‐like state. Moreover, Klf4 was identified as a downstream target of the Kdm6a‐H3K27me3 signaling and overexpression of Klf4 resulted in impaired axon regeneration. Furthermore, several additional genes known to suppress axon growth have also been identified as potential targets regulated by Kdm6a. These results suggest that in addition to many regeneration enhancing genes, the expression of axon growth repressors also play critical roles in silencing the intrinsic axon regeneration ability of mature mammalian neurons. Because H3K27me3 functions to repress gene expression, it might be a key epigenetic factor for suppressing the expression of regeneration repressor genes in mature neurons. Collectively, our study offers a novel strategy for identifying novel repressors of axon regeneration, expanding the pool of genes that can be manipulated to promote CNS axon regeneration in future studies.

To our surprise, knocking out *Kdm6b* in RGCs had little effect on optic nerve regeneration after ONC. Despite up to 84% of sequence similarity in the JmjC domain between Kdm6a and Kdm6b,^[^ ^34^ ^]^ our results suggested that Kdm6b might not be the major H3K27me3 demethylase in RGCs. Indeed, accumulating evidence showed that Kdm6a and Kdm6b in many cases played different roles in cellular reprogramming,^[^ ^43^, ^44^ ^]^ neural commitment,^[^ ^73^ ^]^ skeletal formation,^[^ ^74^ ^]^ embryonic development,^[^ ^75^, ^76^ ^]^ muscle regeneration,^[^ ^77^ ^]^ lifespan extension,^[^ ^78^ ^]^ plasma cell formation,^[^ ^79^ ^]^ and tumorigenesis.^[^ ^80^, ^81^ ^]^ The distinct functional roles of Kdm6a and Kdm6b might be associated with their demethylase‐dependent or ‐independent activities, relative expression levels, different post‐translational modifications or complex formation. In our study, knocking out *Kdm6a* or knocking in *Kdm6a* mutant without demethylase activity enhanced optic nerve regeneration to the similar extent, indicating that the demethylase activity of Kdm6a was responsible for repressing axon regeneration. Based on single‐cell RNA‐seq results from recent study,^[^ ^57^ ^]^ the expression level of Kdm6b is actually higher than that of Kdm6a in RGCs. Interestingly, our immunostaining results showed that Kdm6b was mainly located in the cytoplasm of RGCs, which might explain its lack of histone demethylase activity in RGCs. Indeed, evidence from other studies has shown that in addition to regulating histone methylation in the nucleus, Kdm6b might also control the methylation of non‐histone proteins in both the nucleus and the cytoplasm. Moreover, the demethylase independent functions of Kdm6b have also been discovered. For instance, Kdm6b reduces the efficiency and kinetics of somatic cell reprogramming via upregulating *INK4a/Arf* expression in a demethylase activity‐dependent manner or targeting PHF20 for ubiquitination and degradation through recruiting the E3 ubiquitin ligase Trim26 in a demethylase activity‐independent manner, with the latter having a predominant role.^[^ ^82^ ^]^ Furthermore, Kdm6b has been shown to interact directly with p53, controlling its trafficking and subcellular distribution. This functional interaction regulates the retention or translocation of p53 to the nucleus, thereby modulating a number of biological processes, including neural stem cell differentiation,^[^ ^83^ ^]^ gliomagenesis,^[^ ^84^ ^]^ and neuronal apoptosis.^[^ ^85^ ^]^ Therefore, in our study it is very likely that Kdm6b located in the cytoplasm regulated RGC survival via an H3K27 demethylation independent manner.

Unlike that of axon regeneration, deletion of either Kdm6a or Kdm6b markedly protected RGCs from apoptosis, but via different underlying mechanisms. Thus, our study demonstrated that Kdm6a and Kdm6b played different roles with different mechanisms in regulation of optic nerve regeneration and neuroprotection, respectively (**Figure** **9**). It is notable that multiple studies have demonstrated that Kdm6a and Kdm6b have both shared and distinct target genes.^[^ ^81^, ^86^, ^87^ ^]^ The precise mechanism by which this differential target recognition is determined remains unknown. Nevertheless, it is conceivable that the involvement of their *N*‐terminal region in distinct complexes or subcellular localizations contributes to this distinctive specificity. A recent study showed that Kdm6a downregulation conferred neuroprotective effects via the H3K27me3‐mediated NOTCH2/Abcb1a axis in vitro and in vivo.^[^ ^88^ ^]^ Similar studies of Kdm6b showed that its depletion also prevented neuronal apoptosis by a dual mechanism, with distinct downstream genes. The inhibition of Kdm6b has been demonstrated to significantly alleviate neuronal apoptosis by downregulating matrix metalloprotease (MMP) in cooperation with NF‐κB,^[^ ^89^ ^]^ as well as Bax/Caspase‐3 in a p53‐dependent manner.^[^ ^85^ ^]^ Strikingly, our study further emphasized that Kdm6a/b exerted different roles by a distribution‐dependent mechanism, despite the high degree of sequence similarity in their catalytic domains. Future studies are necessary to dissect out the molecular mechanisms underlying their different roles in controlling CNS neuroprotection and axon regeneration.

**Figure 9:**
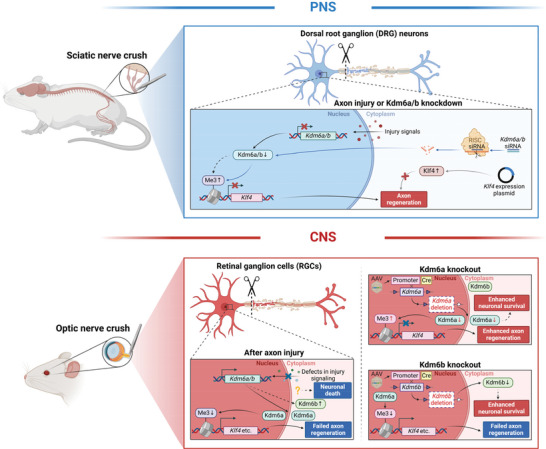
Kdm6a and Kdm6b play different roles in regulation of PNS and CNS neural regeneration. Top panel: Kdm6a and Kdm6b act similarly in the PNS to regulate sensory axon regeneration. Sciatic nerve crush‐induced injury signal leads to spontaneous sensory axon regeneration of DRG neurons. During this process, the protein levels of histone demethylase Kdm6a and Kdm6a are reduced in the nucleus. In the meantime, the level of H3K27me3 is elevated, together with decreased expression level of the regeneration repressor gene *Klf4*, which is enriched in H3K27me3 mark. Knocking down either *Kdm6a* or *Kdm6b* before nerve injury mimics the injury signal, leading to elevated level of H3K27me3 and enhanced axon regeneration. Finally, overexpression of Klf4 in sensory neurons significantly blocked sensory axon regeneration. Bottom panel: Kdm6a and Kdm6b act differently in the CNS to regulate optic nerve regeneration. Unlike that of sensory neurons, after the optic nerve axonal injury the level of Kdm6a in either the cytoplasm or the nucleus of RGCs remains the same. Interestingly, Kdm6b is mainly located in the RGC cytoplasm and its level is slightly elevated after the injury. As a result, under control condition the H3K27me3 level remains low after the injury and axon regeneration repressors (Klf4 and other unknown factors) function to suppress axon regeneration. Knocking out *Kdm6a* results in elevated level of H3K27me3 and reduced level of Klf4, leading to enhanced optic nerve regeneration. In contrast, knocking out *Kdm6b* mainly located in the RGC cytoplasm has no effect on the H3K27me3 level. With Kdm6a still present in the nucleus, the expression of axon growth repressors (Klf4, etc.) leads to failed axon regeneration. In addition to failed axon regeneration, optic nerve injury leads to significant neuronal cell death. Knocking out either *Kdm6a* or *Kdm6b* resulted in enhanced RGC survival with elusive underlying mechanism. The dotted lines indicate pathways lacking direct experimental support in this study. Schematic was created with BioRender (www.biorender.com).

Although many genes have been identified to induce optic nerve regeneration, we have limited knowledge about how neuronal transcriptomics landscape is reshaped during regeneration via epigenetic modification. By performing and analyzing RNA‐seq of enriched RGCs at different developmental/maturation stages and between wild type and *Kdm6a* knockout mice, we found that deleting *Kdm6a* in mature RGCs changed their transcriptomic landscape back to a developmental‐like state. As a result, mature RGCs regained their intrinsic ability to support axon regeneration. In our latest study,^[^ ^30^ ^]^ we found that H3K27 methyltransferase Ezh2 in post‐mitotic neurons functioned to repress dendrite development during development. Together with this study, it is emerging that H3K27me3 functions as a major epigenetic regulator of neuronal morphogenesis, promoting axon growth but suppressing dendrite development. Importantly, epigenetic regulation, such as histone modifications, can orchestrate large‐scale changes in gene expression to regulate biological functions. The Kdm6a signaling revealed in this study are well positioned to reshape the gene expression landscape of mature CNS neurons to enhance axon regeneration.

In our study, we also provided evidence that Kdm6a regulated optic nerve regeneration via distinct mechanism from that of Pten, independent of mTOR activation. Moreover, combining Kdm6a and Pten double deletion resulted in long‐distance axon regeneration passing the optic chiasm. 3D imaging of tissue‐cleared optic nerve showed that regenerating axons induced by double deletion have more streamlined trajectory and increased branching, indicating enhanced growth ability. At the border of the optic chiasm, more than half axons either stopped or turned back, highlighting the inhibitory nature of the chiasm microenvironment. For axons entering the chiasm, many of them projected into the ipsilateral optic tract, indicating the lack of proper axon guidance. Therefore, for long‐distance regenerating axons to re‐innervating their original targets for functional recovery, modifying the microenvironment of the chiasm and/or the guidance sensing receptors in the regenerating axons would be major near‐future research focus in the field.

Lastly, Kdm6a has been shown to escape from X inactivation and be expressed in the inactivated X chromosome. As a result, the protein level of Kdm6a is higher in female than that in male mice in most cells, including neurons. A recent study^[^ ^90^ ^]^ showed that Kdm6a contributed to the resistance of neurodegenerative insults of neurons in female mice. Interestingly, based on previous epidemiology studies, it is known that women are more likely to be affected by glaucomatous disease, especially for angle‐closure glaucoma (ACG), for which nearly 70% are women.^[^ ^91^, ^92^ ^]^ Our study raised the possibility that a higher level of Kdm6a in female RGCs might increase the susceptibility of female animals to retinal injury.

## 4 Experimental Section

### Animals

All experiments involving animals were performed in accordance with the animal protocol approved by the Institutional Animal Care and Use Committee of the Johns Hopkins University (MO20M235), Chinese Academy of Sciences (IOZ‐IACUC‐2020‐079) and Zhejiang University (SRRSH2025‐0004). 8‐ to 12‐week old adult female CF‐1 mice (weighing from 30 to 35 g) were purchased from Charles River Laboratories and housed in the University Animal Facility. The female *Kdm6a^f/f^* mutant mice (Kdm6atm1c(EUCOMM)Jae) possessing loxP sites flanking exon 3 of the Kdm6a (lysine (K)‐specific demethylase 6A) gene, the *Kdm6b^f/f^* mutant mice (B6.Cg‐Kdm6btm1.1Rbo/J) possessing loxP sites flanking exons 14–20 of the Kdm6b (lysine (K)‐specific demethylase 6B) gene and the *Pten^f/f^* mutant mice (B6.129S4‐Ptentm1Hwu/J) possessing loxP sites flanking exon 5 of the Pten (phosphatase and tensin homolog) gene were purchased from The Jackson Laboratory. *Kdm6a* enzyme‐dead knockin mice possessing the H1146A and E1148A point mutations in exon 24, as a gift, were obtained from Dr. Kai Ge at the National Institutes of Health.

### Immunostaining, Fluorescence Microscopy, and Image Analysis

The DRG or retina cryostat sections were collected and immunostained with the antibody against H3K27me3 (1:1000), Kdm6a (1:500), Kdm6b (1:500), or p‐S6 (1:500) each co‐immunostained with the neuronal marker Tuj1 (1:1000) antibody. To quantify the fluorescence intensity of H3K27me3, Kdm6a, Kdm6b, or p‐S6 in sensory neurons, only Tuj1 positive cells were selected for measurement. The mean fluorescence intensity of each sensory neuron in DRG or RGC in retina section was measured using the ImageJ software. The percentage of p‐S6 positive RGCs was calculated by dividing the number of p‐S6/Tuj1 double positive cells by the number of Tuj1 positive cells. For DRG, 3 independent DRG tissues in each condition were used in each condition. For each DRG, 3 sections were selected and 30 sensory neurons in each section were selected for measurement. For retina, 3 independent retinal tissues in each condition were used. For each retina, 3–8 sections were selected and 15–20 RGCs in each section were selected for measurement. The “*n*” in the figures indicates the number of independent experiments.

### In Vivo Electroporation of Adult DRG Neurons and Quantification of Axon Regeneration

The in vivo electroporation of adult mouse DRGs was performed as described previously.^[^ ^56^ ^]^ Briefly, under anesthesia induced by ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^), a small dorsolateral laminectomy was performed to expose the L4 and L5 DRGs. EGFP plasmid or EGFP plus siRNA oligos or expression plasmid (1–1.5 µL per ganglion) were injected into the DRGs using pulled glass capillaries and a Picospritzer II (Parker Ins.; pressure, 30 psi; duration: 8 ms). Immediately after injection, electroporation was performed by applying five pulses of current (35 V, 10ms, 950‐ms interval) using a custom‐ made tweezer‐like electrode powered by the Electro Square Porator ECM830 (BTX Genetronics). The mice were allowed to recover after closing the wound. Two days after the electroporation, the sciatic nerves were crushed with fine forceps and the crushed sites were marked with nylon epineural sutures (size 10‐0). Two days later, the mice were perfused with ice‐cold 4% PFA in sodium phosphate buffer (pH 7.4). The whole nerve segment was then dissected out and further fixed in 4% PFA overnight at 4 °C. Before whole‐mount flattening, it was confirmed that the place of epineural suture matched the injury site, and experiments were included in the analysis only when the crush site was clearly identifiable.

For quantification of in vivo axon regeneration, the fluorescence images of the whole mount nerves were first obtained. All identifiable EGFP‐labeled axons in the sciatic nerve were then manually traced from the crush site to the distal growth cone to measure the length of axon regeneration. Only nerves with at least 15 identifiable axons were measured, and the “*n*” in the figures indicates the number of mice.

### Quantitative Real Time Polymerase Chain Reaction (Real‐Time PCR)

Total RNA was isolated with the TRizol Reagent (Thermo Fisher Scientific), then reverse transcribed by using the M‐MLV reverse transcriptase (Roche Applied Science). To quantify the mRNA levels with real‐time PCR, aliquots of single‐stranded cDNA were amplified with gene‐specific primers and Power SYBR Green PCR Master Mix (Invitrogen) using the CFX96 real‐time PCR detection system (Bio‐Rad). Specific primers used in this study are listed in Table S1 (Supporting Information). The PCR reactions contained 20–40 ng of cDNA, Universal Master Mix (Invitrogen), and 200 nm of forward and reverse primers in a final reaction volume of 20 µL. The ratio of different samples was calculated by the built‐in data analysis software of the CFX96 real‐time PCR system.

### Intravitreal Injection, Optic Nerve Crush, and RGC Axon Anterograde Labeling

The mice were anaesthetized with intra‐peritoneal injection of a mixture of ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^). 1 µL of AAV2 viruses (Titers > 1 × 10^13^ vg mL^−1^), GSK‐J4 (300 mm), 1.5 µL NMDA (20 mm) for NMDA‐induced retinal neurotoxicity were injected into the vitreous body of 6‐ to 8‐week old mutant or wild type mice by glass micropipette connected to a Picospritzer II (Parker Inc.) (pressure: 15 psi; duration: 6 ms). Two weeks after intravitreal injection, the right optic nerve was exposed intraorbitally and crushed with Dumont #5 forceps for 2 s ≈1 mm behind the optic disc.

To label RGC axons in the optic nerve by anterograde labeling, 1.5 µL of CTB conjugated with fluorescence Alexa‐594 (2 µg µL^−1^, Invitrogen) was injected into the vitreous 2 days before sacrificing the animals. Sacrificed animals were fixed by perfusion with 20 mL of 0.1 m phosphate buffered saline (PBS), followed with 40 mL of 4% paraformaldehyde (PFA) at 5 mL min^−1^. Retina and optic nerve segments were dissected out and post‐fixed in 4% PFA overnight at 4 °C. The fixed optic nerves were rinsed with cold PBS three times and stored in cold PBS until further use.

### Tissue Dehydration and Clearing

Optic nerves were first dehydrated in increasing concentrations of tetrahydrofuran (THF, 50%, 70%, 80%, 100%, and 100% for 20 min each) in amber glass bottles as described in a previous publication.^[^ ^93^ ^]^ Incubations were carried out on an orbital shaker at room temperature. Optic nerves were then transferred into benzyl alcohol/benzyl benzoate (BA:BB, 1:2 in volume; Sigma) clearing solution for 20 min. During the whole procedure optic nerves were protected from light to reduce the loss of CTB fluorescent signal.

### Imaging and Quantification of RGC Axon Regeneration in the Optic Nerve

The whole‐mount cleared optic nerves were imaged using a Zeiss LSM 710 confocal microscope controlled by ZEN software. A 20× objective was used to acquire image stacks with 2‐µm *z* spacing. The Motor‐driven XY scanning stage with tiling function was used to scan the optic nerve with 15% overlap in the X Y dimensions.

For quantification of optic nerve axon regeneration, every 4 consecutive images were projected to generate a series of Z‐projection images of 8‐µm optical sections. In each Z‐projected image, the number of CTB‐labeled fibers was counted at 250‐µm intervals distal to the crush site till the place where no fluorescence signals were visible. The numbers at each 250‐µm interval were summed over all Z‐projection images.

For quantification of the average lengths of the top 5 longest regenerating axons, all acquired images were merged together using ZEN software to generate the maximum intensity Z‐projection images. Then the lengths of the top 5 longest axons were manually measured from the ends to the crush site with ImageJ software (NIH).

### Analyses of Axonal Tip Morphology and Axon Trajectory

The analysis of axonal tip morphology was performed as described previously.^[^ ^94^ ^]^ For quantification of the size of the distal axon ends, the tips of the top 20 longest regenerating axons were identified in the Z‐projection images of each nerve. Using ImageJ software (NIH), the maximal width of the axonal tips was measured and was presented as a ratio with respect to the diameter of the adjacent axon shaft (tip/axon shaft ratio). The axon ends with tip/axon shaft ratio > 4 were defined as retraction bulbs, while the others were characterized as growth cones.

For quantification of the U‐turn rate, in the Z‐projection images the trajectories of the top 20 longest axons within optic nerve or all axons entering the optic chiasm were tracked near the axonal ends. The axonal trajectory that made a turning with the angle between the direction of the axonal tip and the longitudinal axis of the optic nerve greater than 90° was defined as a U‐turn. The U‐turn rate of each nerve was presented by U‐turn number/axon number.

For quantification of the branching index, in the Z‐projection images the axonal tips number was counted from the selected site (with 20 regenerating axons passing or the optic nerve‐chiasm transition zone) till the place where no tips were visible. The branching index of each nerve was calculated by axonal tips number/selected axon number (20 axons for optic nerve or all axons for the optic chiasm).

### Quantification of RGC Transduction and Survival Rates

Retinas were dissected out for whole‐mount preparations. Retinal whole‐mounts were blocked in the staining buffer containing 2% BSA and 0.5% Triton X‐100 in PBS for 1 h before incubation with primary antibodies. Primary antibodies used: Tuj1 (1:500), Cre (1:500). Retinas were incubated with primary antibodies overnight at 4 °C and washed four times for 10 min each in PBS containing 0.5% Triton X‐100. For secondary antibodies, Alexa Fluor‐488/647‐conjugated antibodies were used. Confocal images were acquired using a Zeiss LSM 710 confocal microscope (20× objective). Images were organized and analyzed using ZEN and ImageJ software. For RGC survival quantification, whole‐mount retinal tissues were immunostained with Tuj1 antibody to label the survival RGCs. 15–20 fields were randomly sampled from the peripheral regions of each retina. The survival rate was calculated by measuring the ratio of Tuj1 positive cell number in retina with ONC to that in control retina without ONC. To quantify RGC transduction efficiency by AAV2‐Cre, whole‐mount retinal tissues were double‐immunostained with Tuj1 and Cre antibodies. 8–12 fields were randomly sampled from the peripheral regions of each retina. The transduction efficiency was calculated by counting and calculating the ratio of Cre/Tuj1 double‐positive cell number to the number of Tuj1 positive cells.

### Western Blot

Total protein was extracted with the RIPA buffer containing protease inhibitor cocktail and phosphatase inhibitor cocktail. 15 µg of each protein sample was separated by a 4–12% gradient SDS‐PAGE gel and electrotransferred onto polyvinylidene fluoride membranes. Nonspecific bands were blocked with 5% non‐fat milk in 1× TBS containing 0.1% tween‐20 (TBST) for 1 h at room temperature. Membranes were incubated with the primary antibodies of Kdm6a (1:1000), Kdm6b (1:1000), H3K27me3 (1:1000), β‐actin (1:10000) and Histone 3 (1:1000) as internal control overnight at 4 °C and followed by HRP‐conjugated secondary antibodies with a concentration of 1:2000 for 1 h at room temperature. Membranes were washed with TBST for 15 min three times after each antibody incubation. The immunocomplex bands were visualized by the ECL kit (GE Healthcare).

### Purification of RGCs

Retinas were dissected, incubated with 20 units mL^−1^ papain and 0.005% DNase (Worthington) for 10 min at 37 °C, then dissociated into a single‐cell suspension in pre‐sort buffer (BD FACS). Retinal cells were filtered through a 40‐µm cell strainer (BD Falcon), then collected by centrifugation at 500 *g* for 5 min. Supernatant was removed and immediately pelleted cells were resuspended in 400 µL of pre‐sort buffer. Cell suspension was incubated with Fc block antibodies for 5 min at 4 °C and then stained with Thy1.2‐FITC antibody and IgG2a isotype antibody (Thermo fisher) as a negative control for 30 min at 4 °C, respectively. Retinal cells were pelleted by centrifugation at 500 *g* for 5 min. Supernatant was discarded and pelleted cells were washed one time with 500 µL of pre‐sort buffer. Cell suspension was incubated with DAPI for 5 min before FACS sorting, and then sorted on a BD FACSAria Fusion using a 100‐µm nozzle. Sorted cells were immediately subjected to subsequent experiments.

For RGC enrichment by immunomagnetic cell separation (MACS), cell suspension was incubated with Fc block antibodies for 5 min at 4 °C and then labeled with anti‐mouse Thy1.2 magnetic particles (BD IMag) for 30 min at 4 °C. Tubes were placed on the cell separation magnet at room temperature for 8 min (BD IMag), then the supernatant was aspirated off carefully for leaving unlabeled cells. Labeled cells were resuspended in 1× BD IMag buffer and the tubes were returned to the magnet for another 4 min. The separation was repeated twice to increase the purity of the positive fraction. After the final wash step, purified cells were immediately used for further analyses.

### Library Preparation and RNA Sequencing

A total amount of 2 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (#E7530L, NEB, USA) following the manufacturer's recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly‐T oligo‐attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and RNase H. Second strand cDNA synthesis was subsequently performed using buffer, dNTPs, DNA polymerase I, and RNase H. The library fragments were purified with QiaQuick PCR kits and elution with EB buffer, then terminal repair, A‐tailing and adapter added were implemented. The aimed products were retrieved and PCR was performed, then the library was completed.

RNA concentration of library was measured using Qubit RNA Assay Kit in Qubit 3.0 to preliminary quantify and then dilute to 1 ng µL^−1^. Insert size was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA), and accurate quantification of the qualified insert size was achieved by using the StepOne Plus real‐time PCR system (Library valid concentration > 10 nm). The clustering of the index‐coded samples was performed on a cBot cluster generation system using HiSeq PE Cluster Kit v4‐cBot‐HS (Illumina) according to the manufacturer's instructions. After cluster generation, the libraries were sequenced on an Illumina platform and 150 bp paired‐end reads were generated.

### Bulk RNA‐seq Data Analysis

Using bulk RNA‐seq, gene expression profiles of AAV‐Cre (Kdm6a KO), AAV‐GFP (wild type), and postnatal day (P) 1, P14, P21 samples we measured, with at least two biological replicates for each condition or timepoint. The bulk RNA‐seq data were obtained from Gene Expression Omnibus (GEO: GSE244243). All raw sequencing reads were quality‐checked with FastQC (v0.11.9), and leading bases were trimmed from the reads with Trimmomatic (v0.39) as appropriate. Quality‐checked reads were mapped to the GRCm38/mm10 mouse reference genome with splice‐aware aligner HISAT2 (v2.2.1). FeatureCounts (Subread v2.0.3) was used to estimate the expression counts of the genes.

For differential gene expression analysis, DESeq2 (v1.34.0) was used to perform normalization and differential expression tests on the raw read counts for each gene. DEGs were defined using DESeq2 with the adjusted *p*‐value < 0.05 and |log_2_(Fold Change)| > 1. The GO enrichment analysis was performed by clusterProfiler (v4.2.2). In order to integrate and analyze Kdm6a knockout data and optic nerve development data, the TPM (transcripts per million reads) matrix for genes and transcripts calculated by RSEM (v1.3.3) were used. The ComBat in sva (v3.42.0) was also used to minimize the technical effect of different data. The corrected values were subjected to PCA and hierarchical clustering.

### Single‐Cell RNA‐Seq Data Analysis

The data used to analyze the time course of transcriptomic changes in single RGCs following ONC was downloaded from Gene Expression Omnibus (GEO: GSE137398).^[^ ^57^ ^]^ Then, the expression matrices were integrated by Seurat (v4.1.0) with default parameters. The changes of average expression levels of *Kdm6a* and *Kdm6b* in all RGCs were mainly analyzed at different time points after ONC, as shown in dot plot and violin plot. The data used to analyze the expression levels of all Klf family members (*Klf1‐18*) in adult sensory neurons after SNI was downloaded from Gene Expression Omnibus (GEO: GSE154659).^[^ ^72^ ^]^ Dot plot showed the changes of average expression levels of all Klf family members in all sensory neurons at day 3 after SNI.

### CUT&Tag

≈1 × 10^5^ RGCs purified by coupling Thy 1.2 beads were processed by centrifugation, and were washed with Wash Buffer (20 mm HEPES, pH 7.5; 150 mm NaCl; 0.5 mm Spermidine; 1× Protease inhibitor cocktail; 0.05% DMSO‐Digitonin). The supernatant was removed and the bead‐bound cells were resuspended with 50 µL Dig‐wash Buffer (20 mm HEPES, pH 7.5; 150 mm NaCl; 0.5 mm Spermidine; 1× Protease inhibitor cocktail; 0.05% DMSO‐Digitonin) containing 2 mm EDTA and 1% BSA and a 1: 50 dilution of the primary antibody. Primary antibody incubation was performed on a rotating platform for 2 h at room temperature. The primary antibody was removed by transient centrifugation and placing the tube on the magnet stand to clear and pulling off all the liquid. The appropriate second antibody was diluted 1: 50 in 50 µL Dig Wash Buffer and bead‐bound cells were incubated for 1 h at room temperature. Cells were washed using the magnet stand 2 times for 5 min in 200 µL Dig‐Wash buffer to remove unbound antibodies. A 1: 200 dilution of pG‐Tn5 adapter complex (≈0.04 µm) was prepared in Dig‐300 Buffer (0.05% DMSO‐Digitonin, 20 mm HEPES, pH 7.5, 300 mm NaCl, 0.5 mm Spermidine, 1× Protease inhibitor cocktail). After removing the liquid on the magnet stand, 100 µL was added to the cells with gentle vortexing, which was incubated with pG‐Tn5 at RT for 1 h. Cells were washed 2 times for 5 min in 200 µL Dig‐300 Buffer to remove unbound pG‐Tn5 protein. Next, cells were resuspended in 300 µL Tagmentation Buffer (10 mm MgCl 2 in Dig‐300 Buffer) and incubated at 37 °C for 1 h. To stop tagmentation, 2.25 µL of 0.5 m EDTA, 2.75 µL of 10% SDS and 0.5 µL of 20 mg mL^−1^ Proteinase K was added to 300 µL of sample, which was incubated overnight at 37 °C. To extract the DNA, 300 µL PCI (Phenol: Chloroform: Isoamylol = 25: 24: 1) were added to each sample with vortexing, quickly spun 5 s, 16 000 *g* for 15 min at room temperature. Absorbed the upper water phase to a new 1.5 mL tube and added 300 chloroform, 16 000 *g* for 15 min at room temperature. Absorbed the upper water phase to a new 1.5 mL tube and added 700 µL 100% ethyl alcohol, 16 000 *g* for 15 min at 4 °C. Pulled off all the liquid and added 1 mL 100% ethyl alcohol 16 000 *g* for 1 min at 4 °C. Carefully discarded all the liquid and aired the tube 5 min, 25 µL 1× TE (10 mm Tris‐HCl, pH 8.0) containing 1 mm EDTA were added to dissolve the DNA. To amplify libraries, 24 µL DNA was mixed with 5 µL a uniquely index i7 and i5 primer; Using a different index for each sample. A volume of 16 µL PCR Master mix was added and mixed. The sample was placed in a Thermocycler with a heated lid using the following cycling conditions: 72 °C for 3 min; 98 °C for 30 s; 17 cycles of 98 °C for 10 s and 60 °C for 30 s and 72 °C for 30 s; final extension at 72 °C for 5 min and hold at 4 °C. Post‐PCR clean‐up was performed by adding 1.1 × volume of DNA clean beads (Nanjing, Vazyme), and libraries were incubated with beads for 15 min at RT, washed twice gently in 80% ethanol, and eluted in 20 µL sterile water.

### Chromatin Immunoprecipitation (ChIP) Assay

ChIP assay of DRG tissue was conducted in accordance with the protocol provided by the Active Motif Company, with a few modifications. Briefly, 6–8 naïve or 10–15 axotomized L4 and L5 DRGs were collected and homogenized with 1% formaldehyde (Sigma‐Aldrich) for 20 min. The homogenized tissue was washed with cold PBS, suspended with 500 µL cold cell lysis buffer (5 mm PIPES, pH 8.0, 85 mm KCl, 0.5% NP40, and 1× complete proteinase inhibitor), and then incubated on ice for 5 min. The lysates were centrifuged at 3000 rpm for 5 min, and the pellets were resuspended in 800 µL of SDS Lysis Buffer (Millipore). After 20‐min incubation on ice, lysates were sonicated (6 pulses, 10 s each at a power output of 40%, with 1‐min incubations on ice in between each pulse) to shear the genomic DNA into 200 and 1000 base pair fragments. To verify the size of the sheared chromatin (average size ≈500–600 bp), 5 µL aliquots of the lysates were treated with 1 µL of Proteinase A (20 mg mL^−1^) for 20 min at 50 °C and the sample was analyzed using a 1.5% agarose gel.

To perform the immuno‐precipitation, the sonicated cell supernatant was mixed with protein G Magnetic Beads, ChIP buffer 1, protease inhibitor cocktail, water and 5 µg of normal rabbit IgG or rabbit anti‐H3K27me3 antibody in 1.7 mL tubes. The chromatin was rotated overnight at 4 °C. Next day the beads were washed one time with 800 µL ChIP Buffer 1 and two times with 800 µL ChIP buffer 2. After the final wash, the supernatant was removed as much as possible without disturbing the beads. The washed beads were treated with the elution buffer, followed by reverse cross‐linking buffer. Formaldehyde‐induced protein‐DNA crosslinking was heat reversed by incubating protein‐DNA complex at 65 °C overnight. The obtained DNA was then treated with 2 µL proteinase K for 1 h, followed by 2 µL proteinase K stop solution. Briefly centrifugation was performed to collect the purified DNA fragments, which could be used immediately in PCR or stored at −20 °C.

### Statistics

Statistics were analyzed using GraphPad Prism 7.0 and the significance was set at a value of *p* < 0.05. Data are presented as mean ± SEM. For two group comparisons, if the data were normalized to the control condition and presented as percentage of control, one sample *t* test was used to determine the statistical significance. Otherwise, the regular two tailed student's *t* test was used. For comparison between multiple groups, the one‐way ANOVA followed by Tukey's multiple comparison test was used to determine the statistical significance. The “*n*” indicates the number of independent experiments unless specifically stated otherwise.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

S.‐G.Y., C.‐P.L., X.‐W.W., and T.H. contributed equally to this work. S.‐G.Y., C.‐M.L., and F.‐Q.Z. initiated the projects and designed the experiments. Y.‐C.H. designed the experiments and revised the manuscript. S.‐G.Y., C.‐P.L., and X.‐W.W. performed most of experiments and analyzed data. T.H. performed most of the bioinformatics analyses. C.Q., Q.L., L.‐R.Z., S.‐Y.Z., C.‐Y.D., R.N., and S. performed experiments and analyzed the data. S.‐G.Y. and F.‐Q.Z. wrote the manuscript with inputs from all the authors.

## Supporting information

Supporting Information

Supporting Table

## Data Availability

To review GEO accession GSE244243: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244243 Enter token qdifigiunvmzryv into the box.

## References

[1] Z. He , Y. Jin , Neuron 2016, 90, 437.27151637 10.1016/j.neuron.2016.04.022

[2] C. Qian , F. Q. Zhou , J. Mol. Cell Biol. 2020, 12, 798.32470988 10.1093/jmcb/mjaa026PMC7816684

[3] S. G. Yang , C. P. Li , X. Q. Peng , Z. Q. Teng , C. M. Liu , F. Q. Zhou , Front. Cell. Neurosci. 2020, 14, 119.32477071 10.3389/fncel.2020.00119PMC7240020

[4] D. L. Moore , M. G. Blackmore , Y. Hu , K. H. Kaestner , J. L. Bixby , V. P. Lemmon , J. L. Goldberg , Science 2009, 326 , 298.19815778 10.1126/science.1175737PMC2882032

[5] F. Blandini , E. Bazzini , F. Marino , F. Saporiti , M. T. Armentero , C. Pacchetti , R. Zangaglia , E. Martignoni , S. Lecchini , G. Nappi , M. Cosentino , Clin. Neuropharmacol. 2009, 32, 133.18978486 10.1097/WNF.0B013E3181761466

[6] P. D. Smith , F. Sun , K. K. Park , B. Cai , C. Wang , K. Kuwako , I. Martinez‐Carrasco , L. Connolly , Z. He , Neuron 2009, 64, 617.20005819 10.1016/j.neuron.2009.11.021PMC2796263

[7] F. Sun , K. K. Park , S. Belin , D. Wang , T. Lu , G. Chen , K. Zhang , C. Yeung , G. Feng , B. A. Yankner , Z. He , Nature 2011, 480, 372.22056987 10.1038/nature10594PMC3240702

[8] K. J. O'Donovan , K. Ma , H. Guo , C. Wang , F. Sun , S. B. Han , H. Kim , J. K. Wong , J. Charron , H. Zou , Y. J. Son , Z. He , J. Zhong , J. Exp. Med. 2014, 211, 801.24733831 10.1084/jem.20131780PMC4010899

[9] S. Belin , H. Nawabi , C. Wang , S. Tang , A. Latremoliere , P. Warren , H. Schorle , C. Uncu , C. J. Woolf , Z. He , J. A. Steen , Neuron 2015, 86, 1000.25937169 10.1016/j.neuron.2015.03.060PMC4551425

[10] F. M. Nathan , Y. Ohtake , S. Wang , X. Jiang , A. Sami , H. Guo , F. Q. Zhou , S. Li , Mol. Ther. 2020, 28, 1902.32353321 10.1016/j.ymthe.2020.04.010PMC7403348

[11] X. W. Wang , Q. Li , C. M. Liu , P. A. Hall , J. J. Jiang , C. D. Katchis , S. Kang , B. C. Dong , S. Li , F. Q. Zhou , Cell Rep. 2018, 24, 2540.30184489 10.1016/j.celrep.2018.07.105PMC6173831

[12] Y. Zhang , P. R. Williams , A. Jacobi , C. Wang , A. Goel , A. A. Hirano , N. C. Brecha , D. Kerschensteiner , Z. He , Neuron 2019, 103, 39.31122676 10.1016/j.neuron.2019.04.033PMC7350660

[13] J. Minarovits , F. Banati , K. Szenthe , H. H. Niller , Adv. Exp. Med. Biol. 2016, 879, 1.26659261 10.1007/978-3-319-24738-0_1

[14] I. T. Strickland , L. Richards , F. E. Holmes , D. Wynick , J. B. Uney , L. F. Wong , PLoS One 2011, 6, e23423.21853131 10.1371/journal.pone.0023423PMC3154476

[15] J. J. Jiang , C. M. Liu , B. Y. Zhang , X. W. Wang , M. Zhang , Saijilafu, S. R. Zhang , P. Hall , Y. W. Hu , F. Q. Zhou , Cell Death Dis. 2015, 6, e1865.26313916 10.1038/cddis.2015.239PMC4558520

[16] C. M. Liu , R. Y. Wang , Saijilafu, Z. X. Jiao , B. Y. Zhang , F. Q. Zhou , Genes Dev. 2013, 27, 1473.23796896 10.1101/gad.209619.112PMC3713428

[17] S. Li , R. Zhang , Y. Yuan , S. Yi , Q. Chen , L. Gong , J. Liu , F. Ding , Z. Cao , X. Gu , Mol. Neurobiol. 2017, 54, 4379.27344331 10.1007/s12035-016-9965-4

[18] D. Motti , J. K. Lerch , M. C. Danzi , J. H. Gans , F. Kuo , T. I. Slepak , J. L. Bixby , V. P. Lemmon , FEBS Lett. 2017, 591, 2091.28626869 10.1002/1873-3468.12718PMC5864114

[19] Y. Song , K. M. Ori‐McKenney , Y. Zheng , C. Han , L. Y. Jan , Y. N. Jan , Genes Dev. 2012, 26, 1612.22759636 10.1101/gad.193243.112PMC3404388

[20] Y. L. Weng , R. An , J. Cassin , J. Joseph , R. Mi , C. Wang , C. Zhong , S. G. Jin , G. P. Pfeifer , A. Bellacosa , X. Dong , A. Hoke , Z. He , H. Song , G. L. Ming , Neuron 2017, 94, 337.28426967 10.1016/j.neuron.2017.03.034PMC6007997

[21] B. J. Iskandar , E. Rizk , B. Meier , N. Hariharan , T. Bottiglieri , R. H. Finnell , D. F. Jarrard , R. V. Banerjee , J. H. Skene , A. Nelson , N. Patel , C. Gherasim , K. Simon , T. D. Cook , K. J. Hogan , J. Clin. Invest. 2010, 120, 1603.20424322 10.1172/JCI40000PMC2860927

[22] Y. E. Loh , A. Koemeter‐Cox , M. J. Finelli , L. Shen , R. H. Friedel , H. Zou , Epigenetics 2017, 12, 77.27918235 10.1080/15592294.2016.1264560PMC5330438

[23] P. Gaub , Y. Joshi , A. Wuttke , U. Naumann , S. Schnichels , P. Heiduschka , S. Di Giovanni , Brain 2011, 134, 2134.21705428 10.1093/brain/awr142

[24] Y. Cho , R. Sloutsky , K. M. Naegle , V. Cavalli , Cell 2013, 155, 894.24209626 10.1016/j.cell.2013.10.004PMC3987749

[25] M. J. Finelli , J. K. Wong , H. Zou , J. Neurosci. 2013, 33, 19664.24336730 10.1523/JNEUROSCI.0589-13.2013PMC3858634

[26] R. Puttagunta , A. Tedeschi , M. G. Soria , A. Hervera , R. Lindner , K. I. Rathore , P. Gaub , Y. Joshi , T. Nguyen , A. Schmandke , C. J. Laskowski , A. L. Boutillier , F. Bradke , S. Di Giovanni , Nat. Commun. 2014, 5, 3527.24686445 10.1038/ncomms4527

[27] I. Palmisano , M. C. Danzi , T. H. Hutson , L. Zhou , E. McLachlan , E. Serger , K. Shkura , P. K. Srivastava , A. Hervera , N. O. Neill , T. Liu , H. Dhrif , Z. Wang , M. Kubat , S. Wuchty , M. Merkenschlager , L. Levi , E. Elliott , J. L. Bixby , V. P. Lemmon , S. Di Giovanni , Nat. Neurosci. 2019, 22, 1913.31591560 10.1038/s41593-019-0490-4

[28] X. W. Wang , S. G. Yang , M. W. Hu , R. Y. Wang , C. Zhang , A. R. Kosanam , A. J. Ochuba , J. J. Jiang , X. Luo , Y. Guan , J. Qian , C. M. Liu , F. Q. Zhou , J. Clin. Invest. 2024, 134, e163145.38015636 10.1172/JCI163145PMC10849760

[29] W. L. Tai , K. S. Cho , E. Kriukov , A. Ashok , X. Wang , A. Monavarfeshani , W. Yan , Y. Li , T. Guan , J. R. Sanes , P. Baranov , D. F. Chen , bioRxiv 2023.

[30] M. Zhang , Y. Zhang , Q. Xu , J. Crawford , C. Qian , G. H. Wang , J. Qian , X. Z. Dong , M. V. Pletnikov , C. M. Liu , F. Q. Zhou , Neurosci. Bull. 2023, 39, 1512.37326884 10.1007/s12264-023-01074-1PMC10533778

[31] F. Lan , P. E. Bayliss , J. L. Rinn , J. R. Whetstine , J. K. Wang , S. Chen , S. Iwase , R. Alpatov , I. Issaeva , E. Canaani , T. M. Roberts , H. Y. Chang , Y. Shi , Nature 2007, 449, 689.17851529 10.1038/nature06192

[32] K. Agger , P. A. Cloos , J. Christensen , D. Pasini , S. Rose , J. Rappsilber , I. Issaeva , E. Canaani , A. E. Salcini , K. Helin , Nature 2007, 449, 731.17713478 10.1038/nature06145

[33] K. B. Shpargel , T. Sengoku , S. Yokoyama , T. Magnuson , PLoS Genet. 2012, 8, e1002964.23028370 10.1371/journal.pgen.1002964PMC3459986

[34] S. Hong , Y. W. Cho , L. R. Yu , H. Yu , T. D. Veenstra , K. Ge , Proc. Natl. Acad. Sci. USA 2007, 104, 18439.18003914 10.1073/pnas.0707292104PMC2141795

[35] G. G. Welstead , M. P. Creyghton , S. Bilodeau , A. W. Cheng , S. Markoulaki , R. A. Young , R. Jaenisch , Proc. Natl. Acad. Sci. USA 2012, 109, 13004.22826230 10.1073/pnas.1210787109PMC3420177

[36] X. Yang , B. Xu , B. Mulvey , M. Evans , S. Jordan , Y. D. Wang , V. Pagala , J. Peng , Y. Fan , A. Patel , J. C. Peng , Nat. Neurosci. 2019, 22, 362.30718900 10.1038/s41593-018-0328-5PMC6511450

[37] Y. Shan , Y. Zhang , Y. Zhao , T. Wang , J. Zhang , J. Yao , N. Ma , Z. Liang , W. Huang , K. Huang , T. Zhang , Z. Su , Q. Chen , Y. Zhu , C. Wu , T. Zhou , W. Sun , Y. Wei , C. Zhang , C. Li , S. Su , B. Liao , M. Zhong , X. Zhong , J. Nie , D. Pei , G. Pan , Nat. Commun. 2020, 11, 382.31959746 10.1038/s41467-019-14028-xPMC6971254

[38] N. Pediconi , D. Salerno , L. Lupacchini , A. Angrisani , G. Peruzzi , E. De Smaele , M. Levrero , L. Belloni , Cell Death Dis. 2019, 10, 518.31285428 10.1038/s41419-019-1755-2PMC6614397

[39] E. Cuyas , S. Verdura , L. Llorach‐Pares , S. Fernandez‐Arroyo , F. Luciano‐Mateo , N. Cabre , J. Stursa , L. Werner , B. Martin‐Castillo , B. Viollet , J. Neuzil , J. Joven , A. Nonell‐Canals , M. Sanchez‐Martinez , J. A. Menendez , Aging Cell 2018, 17, e12772.29740925 10.1111/acel.12772PMC6052472

[40] C. Jin , J. Li , C. D. Green , X. Yu , X. Tang , D. Han , B. Xian , D. Wang , X. Huang , X. Cao , Z. Yan , L. Hou , J. Liu , N. Shukeir , P. Khaitovich , C. D. Chen , H. Zhang , T. Jenuwein , J. D. Han , Cell Metab. 2011, 14, 161.21803287 10.1016/j.cmet.2011.07.001

[41] T. Y. Lin , Y. C. Cheng , H. C. Yang , W. C. Lin , C. C. Wang , P. L. Lai , S. Y. Shieh , Oncogene 2012, 31, 3287.22020331 10.1038/onc.2011.491

[42] K. Agger , P. A. Cloos , L. Rudkjaer , K. Williams , G. Andersen , J. Christensen , K. Helin , Genes Dev. 2009, 23, 1171.19451217 10.1101/gad.510809PMC2685535

[43] A. A. Mansour , O. Gafni , L. Weinberger , A. Zviran , M. Ayyash , Y. Rais , V. Krupalnik , M. Zerbib , D. Amann‐Zalcenstein , I. Maza , S. Geula , S. Viukov , L. Holtzman , A. Pribluda , E. Canaani , S. Horn‐Saban , I. Amit , N. Novershtern , J. H. Hanna , Nature 2012, 488, 409.22801502 10.1038/nature11272

[44] W. Zhao , Q. Li , S. Ayers , Y. Gu , Z. Shi , Q. Zhu , Y. Chen , H. Y. Wang , R. F. Wang , Cell 2013, 152, 1037.23452852 10.1016/j.cell.2013.02.006PMC3742052

[45] X. Li , Q. Zhang , Q. Shi , Y. Liu , K. Zhao , Q. Shen , Y. Shi , X. Liu , C. Wang , N. Li , Y. Ma , X. Cao , J. Autoimmun. 2017, 80, 85.28284523 10.1016/j.jaut.2017.02.007

[46] A. Salminen , K. Kaarniranta , M. Hiltunen , A. Kauppinen , J. Mol. Med. (Berl.) 2014, 92, 1035.24925089 10.1007/s00109-014-1182-x

[47] G. van Haaften , G. L. Dalgliesh , H. Davies , L. Chen , G. Bignell , C. Greenman , S. Edkins , C. Hardy , S. O'Meara , J. Teague , A. Butler , J. Hinton , C. Latimer , J. Andrews , S. Barthorpe , D. Beare , G. Buck , P. J. Campbell , J. Cole , S. Forbes , M. Jia , D. Jones , C. Y. Kok , C. Leroy , M. L. Lin , D. J. McBride , M. Maddison , S. Maquire , K. McLay , A. Menzies , et al., Nat. Genet. 2009, 41, 521.19330029 10.1038/ng.349PMC2873835

[48] K. Yamamoto , K. Tateishi , Y. Kudo , T. Sato , S. Yamamoto , K. Miyabayashi , K. Matsusaka , Y. Asaoka , H. Ijichi , Y. Hirata , M. Otsuka , Y. Nakai , H. Isayama , T. Ikenoue , M. Kurokawa , M. Fukayama , N. Kokudo , M. Omata , K. Koike , Carcinogenesis 2014, 35, 2404.24947179 10.1093/carcin/bgu136

[49] Y. Tang , T. Li , J. Li , J. Yang , H. Liu , X. J. Zhang , W. Le , Cell Death Differ. 2014, 21, 369.24212761 10.1038/cdd.2013.159PMC3921590

[50] W. Song , N. Zsindely , A. Farago , J. L. Marsh , L. Bodai , Hum. Mol. Genet. 2018, 27, 649.29281014 10.1093/hmg/ddx432PMC5886221

[51] W. Wang , H. Cho , J. W. Lee , S. K. Lee , Nat. Commun. 2022, 13, 958.35177643 10.1038/s41467-022-28636-7PMC8854633

[52] A. A. Chakraborty , T. Laukka , M. Myllykoski , A. E. Ringel , M. A. Booker , M. Y. Tolstorukov , Y. J. Meng , S. R. Meier , R. B. Jennings , A. L. Creech , Z. T. Herbert , S. K. McBrayer , B. A. Olenchock , J. D. Jaffe , M. C. Haigis , R. Beroukhim , S. Signoretti , P. Koivunen , W. G. Kaelin Jr. , Science 2019, 363, 1217.30872525 10.1126/science.aaw1026PMC7336390

[53] Q. Y. Tang , S. F. Zhang , S. K. Dai , C. Liu , Y. Y. Wang , H. Z. Du , Z. Q. Teng , C. M. Liu , Stem Cell Rep. 2020, 15, 439.10.1016/j.stemcr.2020.06.015PMC741970532679064

[54] R. Wijayatunge , F. Liu , K. B. Shpargel , N. J. Wayne , U. Chan , J. V. Boua , T. Magnuson , A. E. West , Mol. Cell. Neurosci. 2018, 87, 4.29254825 10.1016/j.mcn.2017.11.005PMC5828961

[55] R. Wijayatunge , L. F. Chen , Y. M. Cha , A. S. Zannas , C. L. Frank , A. E. West , Mol. Cell. Neurosci. 2014, 61, 187.24983519 10.1016/j.mcn.2014.06.008PMC4138546

[56] Saijilafu, E. M. Hur , F. Q. Zhou , Nat. Commun. 2011, 2, 543.22109517 10.1038/ncomms1568PMC3518864

[57] N. M. Tran , K. Shekhar , I. E. Whitney , A. Jacobi , I. Benhar , G. Hong , W. Yan , X. Adiconis , M. E. Arnold , J. M. Lee , J. Z. Levin , D. Lin , C. Wang , C. M. Lieber , A. Regev , Z. He , J. R. Sanes , Neuron 2019, 104, 1039.31784286 10.1016/j.neuron.2019.11.006PMC6923571

[58] X. W. Wang , S. G. Yang , C. Zhang , M. W. Hu , J. Qian , J. J. Ma , Y. Zhang , B. B. Yang , Y. L. Weng , G. L. Ming , A. R. Kosanam , Saijilafu, F. Q. Zhou , Cell Rep. 2020, 31, 107537.32320663 10.1016/j.celrep.2020.107537PMC7219759

[59] L. J. Walport , R. J. Hopkinson , M. Vollmar , S. K. Madden , C. Gileadi , U. Oppermann , C. J. Schofield , C. Johansson , J. Biol. Chem. 2014, 289, 18302.24798337 10.1074/jbc.M114.555052PMC4140284

[60] C. Wang , J. E. Lee , Y. W. Cho , Y. Xiao , Q. Jin , C. Liu , K. Ge , Proc. Natl. Acad. Sci. USA 2012, 109, 15324.22949634 10.1073/pnas.1204166109PMC3458330

[61] L. Kruidenier , C. W. Chung , Z. Cheng , J. Liddle , K. Che , G. Joberty , M. Bantscheff , C. Bountra , A. Bridges , H. Diallo , D. Eberhard , S. Hutchinson , E. Jones , R. Katso , M. Leveridge , P. K. Mander , J. Mosley , C. Ramirez‐Molina , P. Rowland , C. J. Schofield , R. J. Sheppard , J. E. Smith , C. Swales , R. Tanner , P. Thomas , A. Tumber , G. Drewes , U. Oppermann , D. J. Patel , K. Lee , et al., Nature 2012, 488, 404.22842901 10.1038/nature11262PMC4691848

[62] K. K. Park , K. Liu , Y. Hu , P. D. Smith , C. Wang , B. Cai , B. Xu , L. Connolly , I. Kramvis , M. Sahin , Z. He , Science 2008, 322, 963.18988856 10.1126/science.1161566PMC2652400

[63] S. G. Yang , X. W. Wang , C. Qian , F. Q. Zhou , Prog. Neurobiol. 2022, 214, 102284.35533809 10.1016/j.pneurobio.2022.102284

[64] C. Wilson , L. E. Giono , V. Rozes‐Salvador , A. Fiszbein , A. R. Kornblihtt , A. Caceres , Cell Rep. 2020, 31, 107639.32402271 10.1016/j.celrep.2020.107639

[65] A. P. Barnes , B. N. Lilley , Y. A. Pan , L. J. Plummer , A. W. Powell , A. N. Raines , J. R. Sanes , F. Polleux , Cell 2007, 129, 549.17482548 10.1016/j.cell.2007.03.025

[66] D. Romaus‐Sanjurjo , J. M. Saikia , H. J. Kim , K. M. Tsai , G. Q. Le , B. Zheng , Cell Death Discovery 2022, 8, 390.36123349 10.1038/s41420-022-01186-zPMC9485247

[67] P. Y. Wang , G. K. Seabold , R. J. Wenthold , Mol. Cell. Neurosci. 2008, 39, 83.18585462 10.1016/j.mcn.2008.05.019PMC2602877

[68] S. Qin , Y. Zou , C. L. Zhang , Nat. Commun. 2013, 4, 2633.24129709 10.1038/ncomms3633PMC3867821

[69] E. R. Bray , B. J. Yungher , K. Levay , M. Ribeiro , G. Dvoryanchikov , A. C. Ayupe , K. Thakor , V. Marks , M. Randolph , M. C. Danzi , T. M. Schmidt , N. Chaudhari , V. P. Lemmon , S. Hattar , K. K. Park , Neuron 2019, 103, 642.31255486 10.1016/j.neuron.2019.05.044PMC6706310

[70] X. Guo , J. Zhou , C. Starr , E. J. Mohns , Y. Li , E. P. Chen , Y. Yoon , C. P. Kellner , K. Tanaka , H. Wang , W. Liu , L. R. Pasquale , J. B. Demb , M. C. Crair , B. Chen , Cell 2021, 184, 4299.34297923 10.1016/j.cell.2021.06.031PMC8530265

[71] J. H. Xu , X. Z. Qin , H. N. Zhang , Y. X. Ma , S. B. Qi , H. C. Zhang , J. J. Ma , X. Y. Fu , J. L. Xie , Saijilafu , Neural Regener. Res. 2021, 16, 166.10.4103/1673-5374.286978PMC781886932788472

[72] W. Renthal , I. Tochitsky , L. T. Yang , Y. C. Cheng , E. Li , R. Kawaguchi , D. H. Geschwind , C. J. Woolf , Neuron 2020, 108, 128.32810432 10.1016/j.neuron.2020.07.026PMC7590250

[73] T. Burgold , F. Spreafico , F. De Santa , M. G. Totaro , E. Prosperini , G. Natoli , G. Testa , PLoS One 2008, 3, e3034.18716661 10.1371/journal.pone.0003034PMC2515638

[74] C. Naruse , S. Shibata , M. Tamura , T. Kawaguchi , K. Abe , K. Sugihara , T. Kato , T. Nishiuchi , S. Wakana , M. Ikawa , M. Asano , FASEB J. 2017, 31, 2252.28188179 10.1096/fj.201600642R

[75] L. Yang , L. S. Song , X. F. Liu , Q. Xia , L. G. Bai , L. Gao , G. Q. Gao , Y. Wang , Z. Y. Wei , C. L. Bai , G. P. Li , Sci. Rep. 2016, 6, 26711.27384759 10.1038/srep26711PMC4935995

[76] M. Shahhoseini , Z. Taghizadeh , M. Hatami , H. Baharvand , Biochem. Cell Biol. 2013, 91, 116.23527641 10.1139/bcb-2012-0049

[77] K. Nakka , S. Hachmer , Z. Mokhtari , R. Kovac , H. Bandukwala , C. Bernard , Y. Li , G. Xie , C. Liu , M. Fallahi , L. A. Megeney , J. Gondin , B. Chazaud , M. Brand , X. Zha , K. Ge , F. J. Dilworth , Science 2022, 377, 666.35926054 10.1126/science.abm9735

[78] A. R. R. Guillermo , K. Chocian , G. Gavriilidis , J. Vandamme , A. E. Salcini , J. Mellor , A. Woollard , BMC Biol. 2021, 19, 59.33766022 10.1186/s12915-021-00984-8PMC7995591

[79] A. K. Kania , M. J. Price , L. E. George‐Alexander , D. G. Patterson , S. L. Hicks , C. D. Scharer , J. M. Boss , J. Immunol. 2022, 208, 1873.35346967 10.4049/jimmunol.2100948PMC9012698

[80] P. Ntziachristos , A. Tsirigos , G. G. Welstead , T. Trimarchi , S. Bakogianni , L. Xu , E. Loizou , L. Holmfeldt , A. Strikoudis , B. King , J. Mullenders , J. Becksfort , J. Nedjic , E. Paietta , M. S. Tallman , J. M. Rowe , G. Tonon , T. Satoh , L. Kruidenier , R. Prinjha , S. Akira , P. Van Vlierberghe , A. A. Ferrando , R. Jaenisch , C. G. Mullighan , I. Aifantis , Nature 2014, 514, 513.25132549 10.1038/nature13605PMC4209203

[81] J. Van der Meulen , V. Sanghvi , K. Mavrakis , K. Durinck , F. Fang , F. Matthijssens , P. Rondou , M. Rosen , T. Pieters , P. Vandenberghe , E. Delabesse , T. Lammens , B. De Moerloose , B. Menten , N. Van Roy , B. Verhasselt , B. Poppe , Y. Benoit , T. Taghon , A. M. Melnick , F. Speleman , H. G. Wendel , P. Van Vlierberghe , Blood 2015, 125, 13.25320243 10.1182/blood-2014-05-577270PMC4347284

[82] W. Zhao , Q. T. Li , S. Ayers , Y. F. Gu , Z. Shi , Q. Y. Zhu , Y. D. Chen , H. Y. Wang , R. F. Wang , Cell 2013, 152, 1037.23452852 10.1016/j.cell.2013.02.006PMC3742052

[83] S. Solá , J. M. Xavier , D. M. Santos , M. M. Aranha , A. L. Morgado , K. Jepsen , C. M. P. Rodrigues , PLoS One 2011, 6.10.1371/journal.pone.0018421PMC306908921483786

[84] C. I. Ene , L. Edwards , G. Riddick , M. Baysan , K. Woolard , S. Kotliarova , C. Lai , G. Belova , M. Cam , J. Walling , M. Zhou , H. Stevenson , H. S. Kim , K. Killian , T. Veenstra , R. Bailey , H. Song , W. Zhang , H. A. Fine , PLoS One 2012, 7, e51407.23236496 10.1371/journal.pone.0051407PMC3517524

[85] H. N. Zhang , J. Wang , J. Huang , T. Y. Shi , X. Ma , X. X. Luo , X. Li , M. K. Li , Exp. Neurol. 2018, 308, 132.30028997 10.1016/j.expneurol.2018.07.007

[86] F. Lan , P. E. Bayliss , J. L. Rinn , J. R. Whetstine , J. K. Wang , S. Z. Chen , S. Iwase , R. Alpatov , I. Issaeva , E. Canaani , T. M. Roberts , H. Y. Chang , Y. Shi , Nature 2007, 449, 689.17851529 10.1038/nature06192

[87] P. Ntziachristos , A. Tsirigos , G. G. Welstead , T. Trimarchi , S. Bakogianni , L. Y. Xu , E. Loizou , L. Holmfeldt , A. Strikoudis , B. King , J. Mullenders , J. Becksfort , J. Nedjic , E. Paietta , M. S. Tallman , J. M. Rowe , G. Tonon , T. Satoh , L. Kruidenier , R. Prinjha , S. Akira , P. Van Vlierberghe , A. A. Ferrando , R. Jaenisch , C. G. Mullighan , I. Aifantis , Nature 2014, 514, 513.25132549 10.1038/nature13605PMC4209203

[88] C. Z. Gao , F. Yin , R. Li , Q. Ruan , C. Y. Meng , K. C. Zhao , Q. S. Zhu , Oxid. Med. Cell. Longevity 2021, 2021, 2580619.10.1155/2021/2580619PMC816927434122720

[89] J. Y. Lee , W. H. Na , H. Y. Choi , K. H. Lee , B. G. Ju , T. Y. Yune , Neurobiol. Dis. 2016, 95, 66.27425890 10.1016/j.nbd.2016.07.015

[90] E. J. Davis , L. Broestl , S. Abdulai‐Saiku , K. Worden , L. W. Bonham , E. Minones‐Moyano , A. J. Moreno , D. Wang , K. Chang , G. Williams , B. I. Garay , I. Lobach , N. Devidze , D. Kim , C. Anderson‐Bergman , G. Q. Yu , C. C. White , J. A. Harris , B. L. Miller , D. A. Bennett , A. P. Arnold , P. L. De Jager , J. J. Palop , B. Panning , J. S. Yokoyama , L. Mucke , D. B. Dubal , Sci. Transl. Med. 2020, 12, 5677.10.1126/scitranslmed.aaz5677PMC840926132848093

[91] H. A. Quigley , A. T. Broman , Br. J. Ophthalmol. 2006, 90, 262.16488940 10.1136/bjo.2005.081224PMC1856963

[92] S. L. Chiu , C. L. Chu , C. H. Muo , C. L. Chen , S. J. Lan , J. Glaucoma 2016, 25, e514.26900828 10.1097/IJG.0000000000000381

[93] X. Luo , Y. Salgueiro , S. R. Beckerman , V. P. Lemmon , P. Tsoulfas , K. K. Park , Exp. Neurol. 2013, 247, 653.23510761 10.1016/j.expneurol.2013.03.001PMC3726550

[94] A. Erturk , F. Hellal , J. Enes , F. Bradke , J. Neurosci. 2007, 27, 9169.17715353 10.1523/JNEUROSCI.0612-07.2007PMC6672197

# Supplementary material for: Roles of Kdm6a and Kdm6b in Regulation of Mammalian Neural Regeneration
**Source:** Adv Sci (Weinh). 2025 Feb 14;12(16):2405537. doi: 10.1002/advs.202405537
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202405537

Roles of Kdm6a and Kdm6b in Regulation of Mammalian Neural Regeneration

*Shu-Guang Yang\**, *Chang-Ping Li*, *Xue-Wei Wang*, *Tao Huang*, *Cheng Qian*, *Qiao Li*, *Ling-Rui Zhao*, *Si-Yu Zhou*, *Chen-Yun Ding*, *Rui Nie*, *Saijilafu*, *Yu-Cai Hong\**, *Chang-Mei Liu\**  
and *Feng-Quan Zhou\**

Extended Data Figure 1

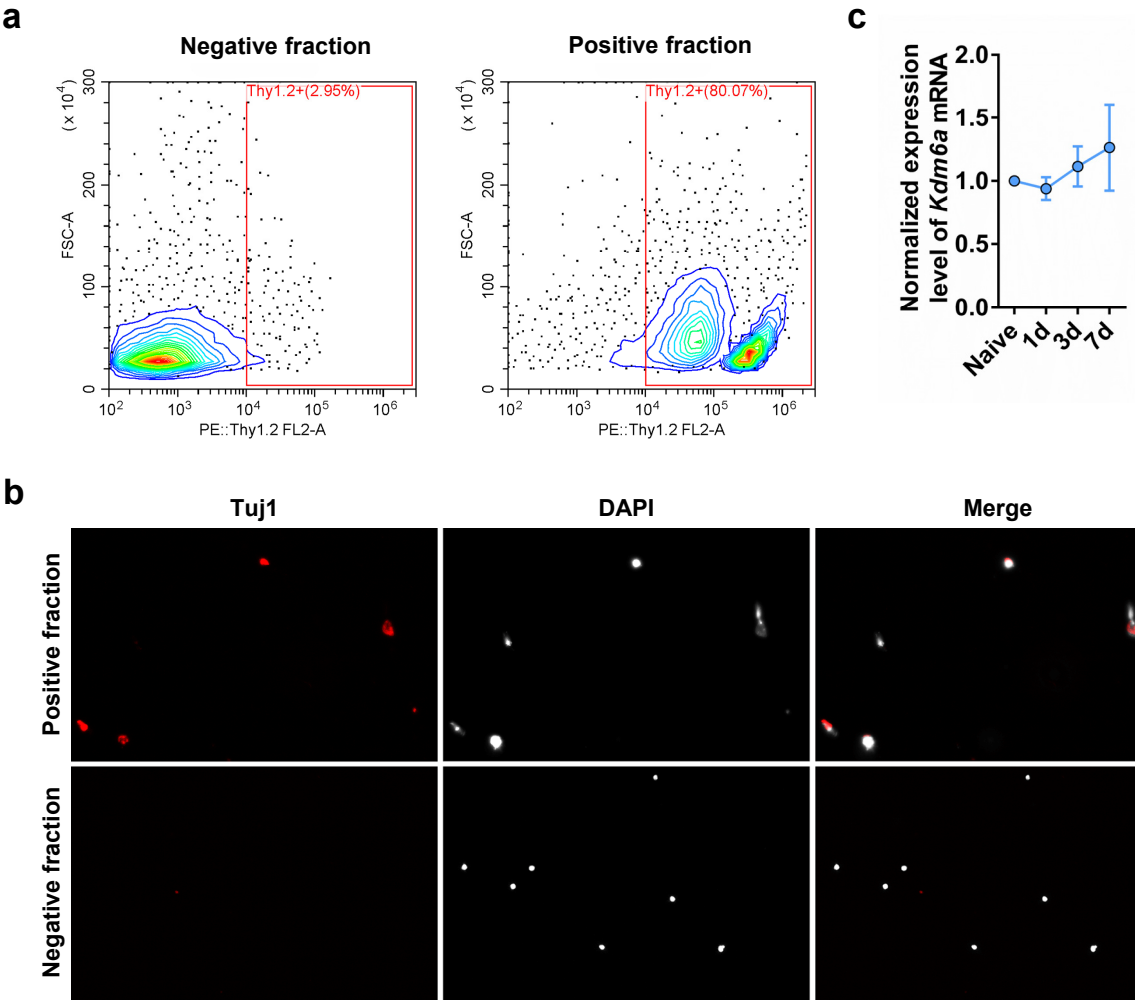

**Extended Data Fig. 1 | Unchanged mRNA level of *Kdm6a* in RGCs after ONC, Related to Fig. 2.**

(a) Positive selection and depletion of Thy1.2+ RGCs by MACS. Labeled retinal cells with anti-mouse Thy1.2 magnetic particles were separated into negative fraction and positive fraction using a magnet. Thy1.2+ cells in each fraction were shown in the right box (red). Flow cytometric analysis showed that the positive rate of Thy1.2 in positive fraction was  $80.8 \pm 4.43\%$  ( $n=3$  independent experiments). The threshold for Thy1.2+ cells was determined based on the cell distribution in isotype control.

(b) Representative images of Thy1.2+ RGCs after MACS purification. Retinal cells in negative fraction and positive fraction were stained for neuronal marker Tuj1 (red) and DAPI (gray). Scale bar, 50  $\mu\text{m}$ .

(c) Time course of expression of *Kdm6a* transcripts in purified RGCs from naive mice and 1, 3, and 7 days post-ONC by real-time PCR analysis. (one way ANOVA followed by Tukey's multiple comparison test,  $p=0.6631$ ;  $n=3$  independent experiments for each condition).

Data are represented as mean  $\pm$  SEM.

Extended Data Figure 2

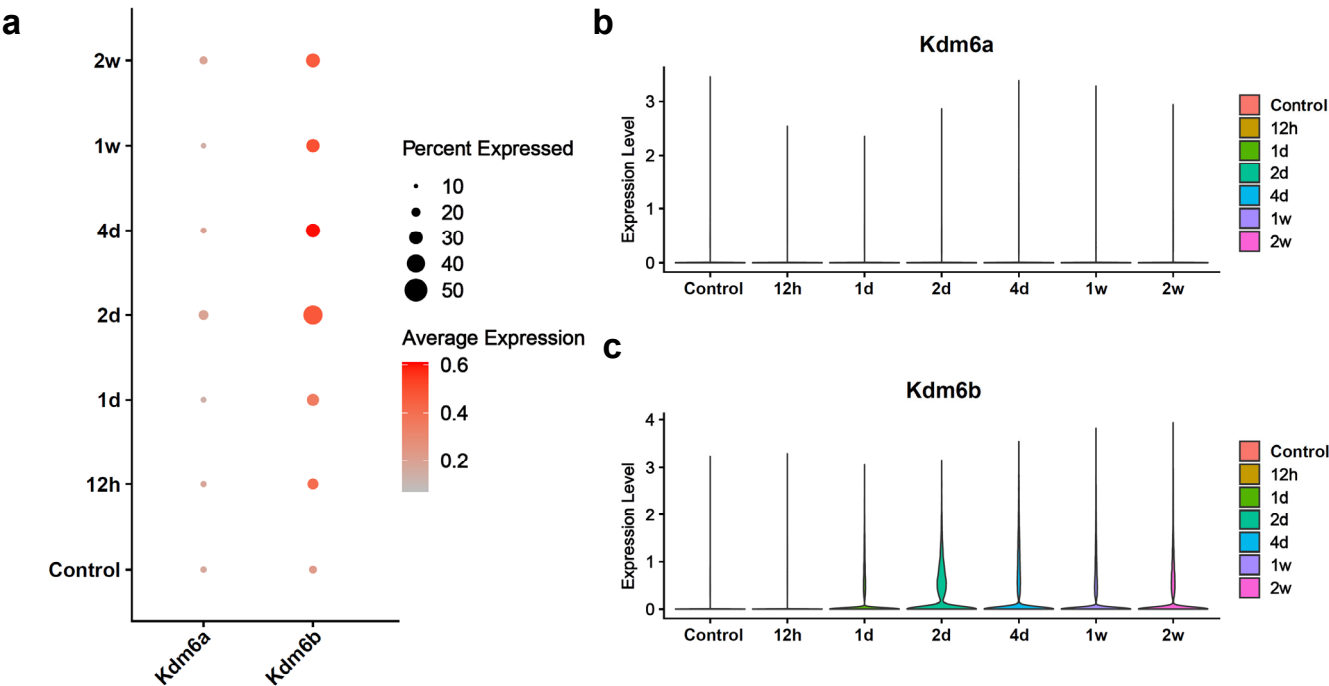

**Extended Data Fig. 2 | Changes of *Kdm6a/b* in RGCs after ONC, Related to Figs. 2, 3.**

(a) Dot plot showing expression patterns of *Kdm6a* or *Kdm6b* in RGCs at different time points after ONC. The size of each circle is proportional to the percentage of RGCs expressing *Kdm6a* or *Kdm6b* and their intensity depicts the average transcript count within expressing RGCs.

(b) Violin plot indicating the expression distribution of *Kdm6a* within RGCs at different time points after ONC.

(c) Violin plot indicating the expression distribution of *Kdm6b* within RGCs at different time points after ONC.

(a), (b) and (c) obtained from GEO: GSE137398.

Extended Data Figure 3

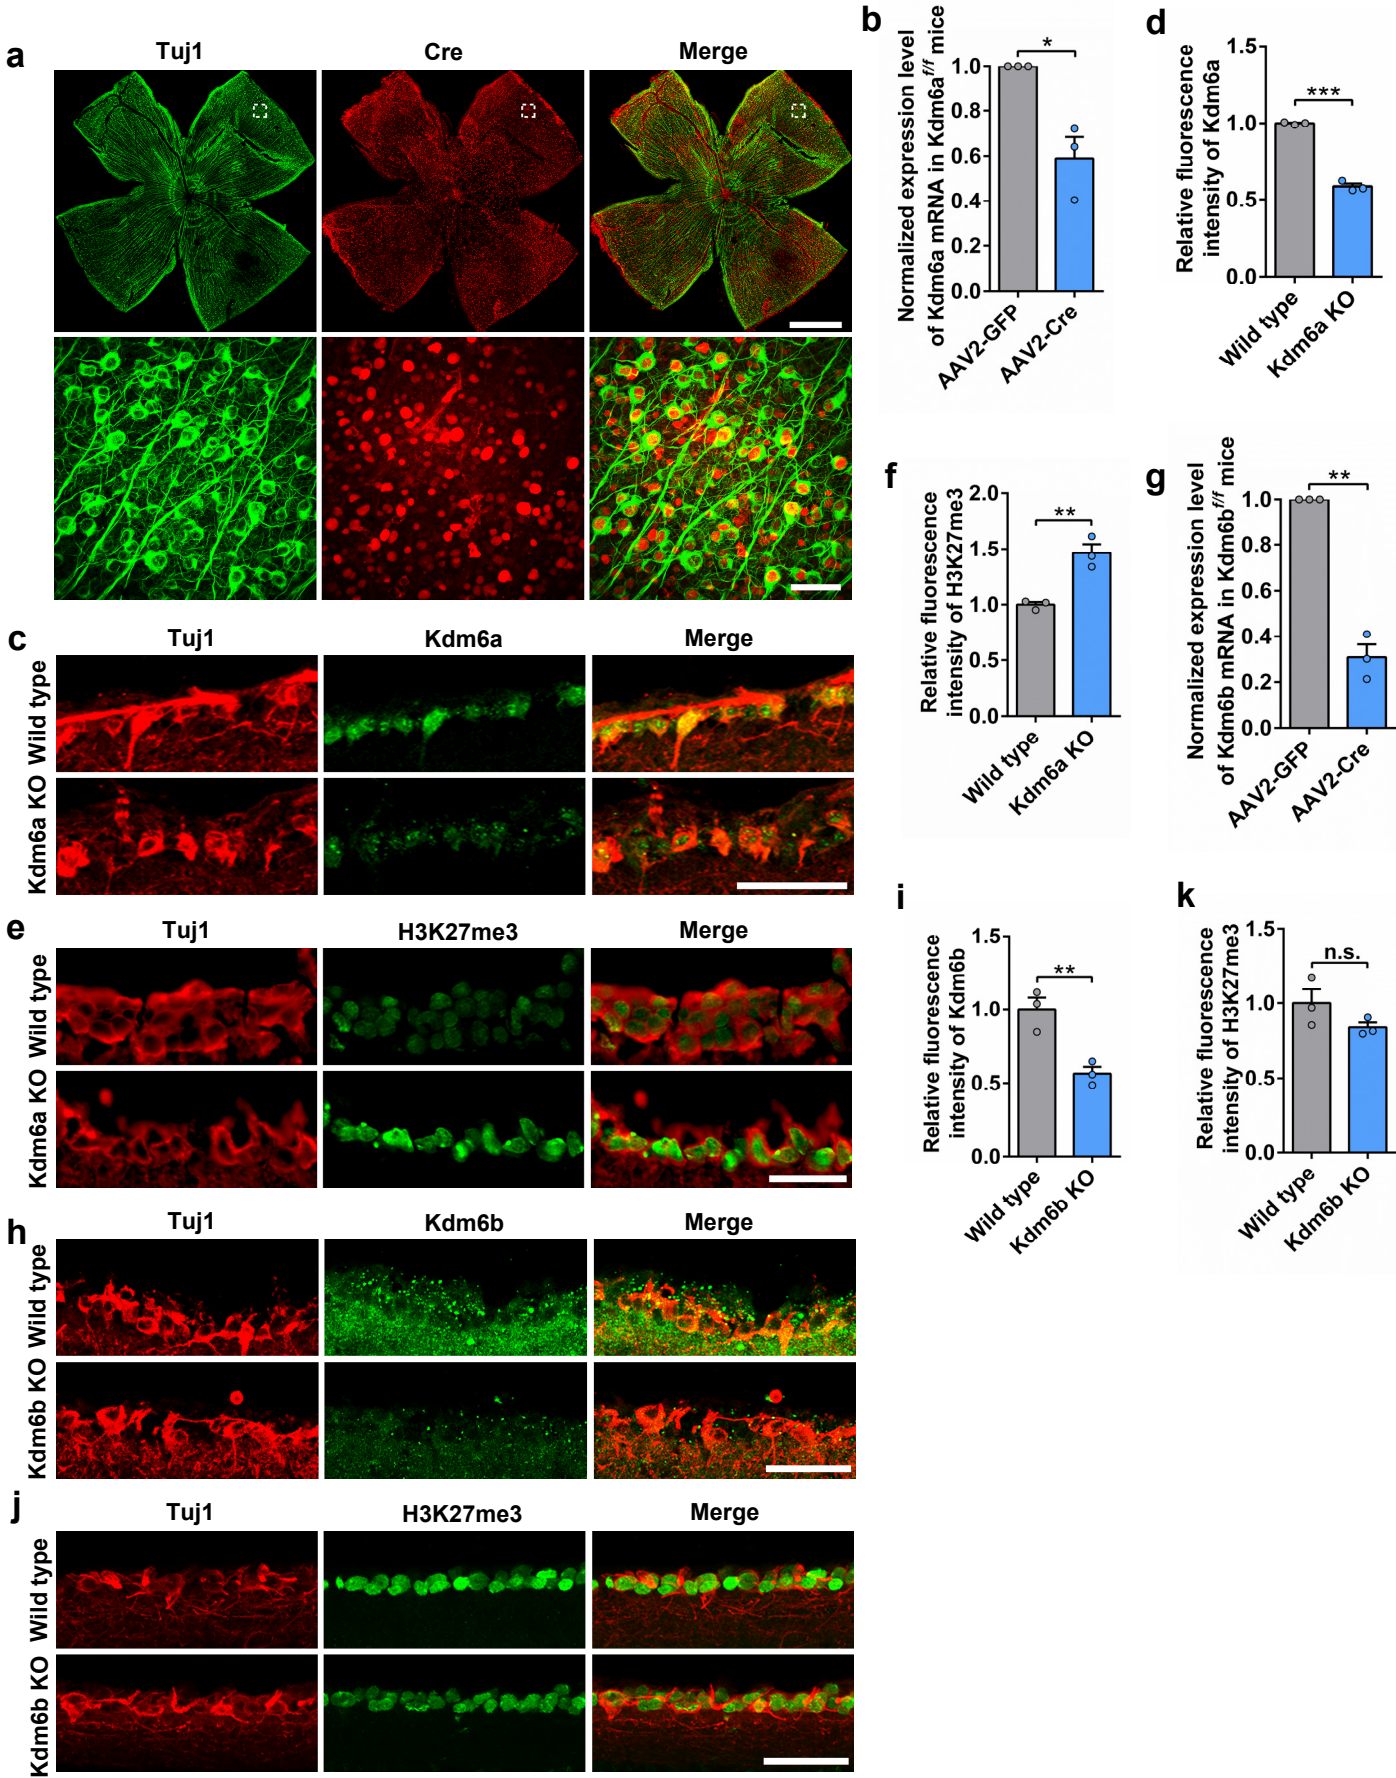

**Extended Data Fig. 3 | Deletion of Kdm6a in RGCs triggered significantly increased level of H3K27me3, but not Kdm6b deletion, Related to Figs. 2, 3.**

(a) Confocal images of flat mounted retinas showing co-immunostaining of Tuj1 (green) and Cre recombinase (red). The bottom row images show enlarged images of the top row images. The infection rate of AAV2-Cre in RGCs was  $88.8 \pm 7.56\%$  ( $n=2$  independent experiments). Scale bar, 1 mm in top images and 50  $\mu\text{m}$  in bottom images.

(b) Real-time PCR analysis showing mRNA levels of *Kdm6a* in the purified RGCs of *Kdm6a<sup>ff</sup>* mice two weeks after intravitreal injection of AAV2-GFP or AAV2-Cre, respectively (one sample *t* test,  $p=0.0499$ ;  $n=3$  independent experiments).

(c) Confocal images of retinal sections showing significantly reduced level of Kdm6a in RGCs of *Kdm6a<sup>ff</sup>* mice injected with AAV2-Cre (Kdm6a KO), compared to wild type mice with AAV2-Cre injection (Wild type). The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and Kdm6a (green). Scale bar, 50  $\mu\text{m}$ .

(d) Quantification of relative fluorescence intensities of Kdm6a immunostaining shown in (c) (two tailed student's *t* tests,  $p<0.0001$ ;  $n=3$  mice for each condition).

(e) Confocal images of retinal sections from wild type and *Kdm6a* knockout mice (Kdm6a KO) showing markedly increased level of H3K27me3 via deletion of Kdm6a in RGCs. The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and H3K27me3 (green). Scale bar, 50  $\mu\text{m}$ .

(f) Quantification of relative fluorescence intensity of H3K27me3 immunostaining shown in (e) (two tailed student's *t* tests,  $p=0.0054$ ;  $n=3$  mice for each condition).

(g) Real-time PCR analysis showing mRNA levels of *Kdm6b* in the purified RGCs of *Kdm6b<sup>ff</sup>* mice two weeks after intravitreal injection of AAV2-GFP or AAV2-Cre, respectively (one sample *t* test,  $p=0.0067$ ;  $n=3$  independent experiments).

(h) Confocal images of retinal sections showing significantly reduced level of Kdm6b in RGCs of *Kdm6b<sup>ff</sup>* mice injected with AAV2-Cre (Kdm6b KO), compared to wild type mice with AAV2-Cre injection (Wild type). The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and Kdm6b (green). Scale bar, 50  $\mu\text{m}$ .

(i) Quantification of relative fluorescence intensities of Kdm6b immunostaining shown in (h) (two tailed student's *t* tests,  $p=0.009$ ;  $n=3$  mice for each condition).

(j) Confocal images of retinal sections from wild type and *Kdm6b* knockout mice (Kdm6b KO) showing a slight reduction in the level of H3K27me3 via deletion of Kdm6b in RGCs. The sections were stained for neuronal marker Tuj1 (red), which labeled RGCs, and H3K27me3 (green). Scale bar, 50  $\mu\text{m}$ .

(k) Quantification of relative fluorescence intensity of H3K27me3 immunostaining shown in (j) (two tailed student's *t* tests,  $p=0.1817$ ;  $n=3$  mice for each condition). Knocking out *Kdm6b* in RGCs resulted in a mild reduction in H3K27me3 levels, which did not reach statistical significance.

n.s.  $p > 0.05$ ; \*, \*\*, \*\*\* $p < 0.05, 0.01, 0.001$ , respectively. Data are represented as mean  $\pm$  SEM.

Extended Data Figure 4

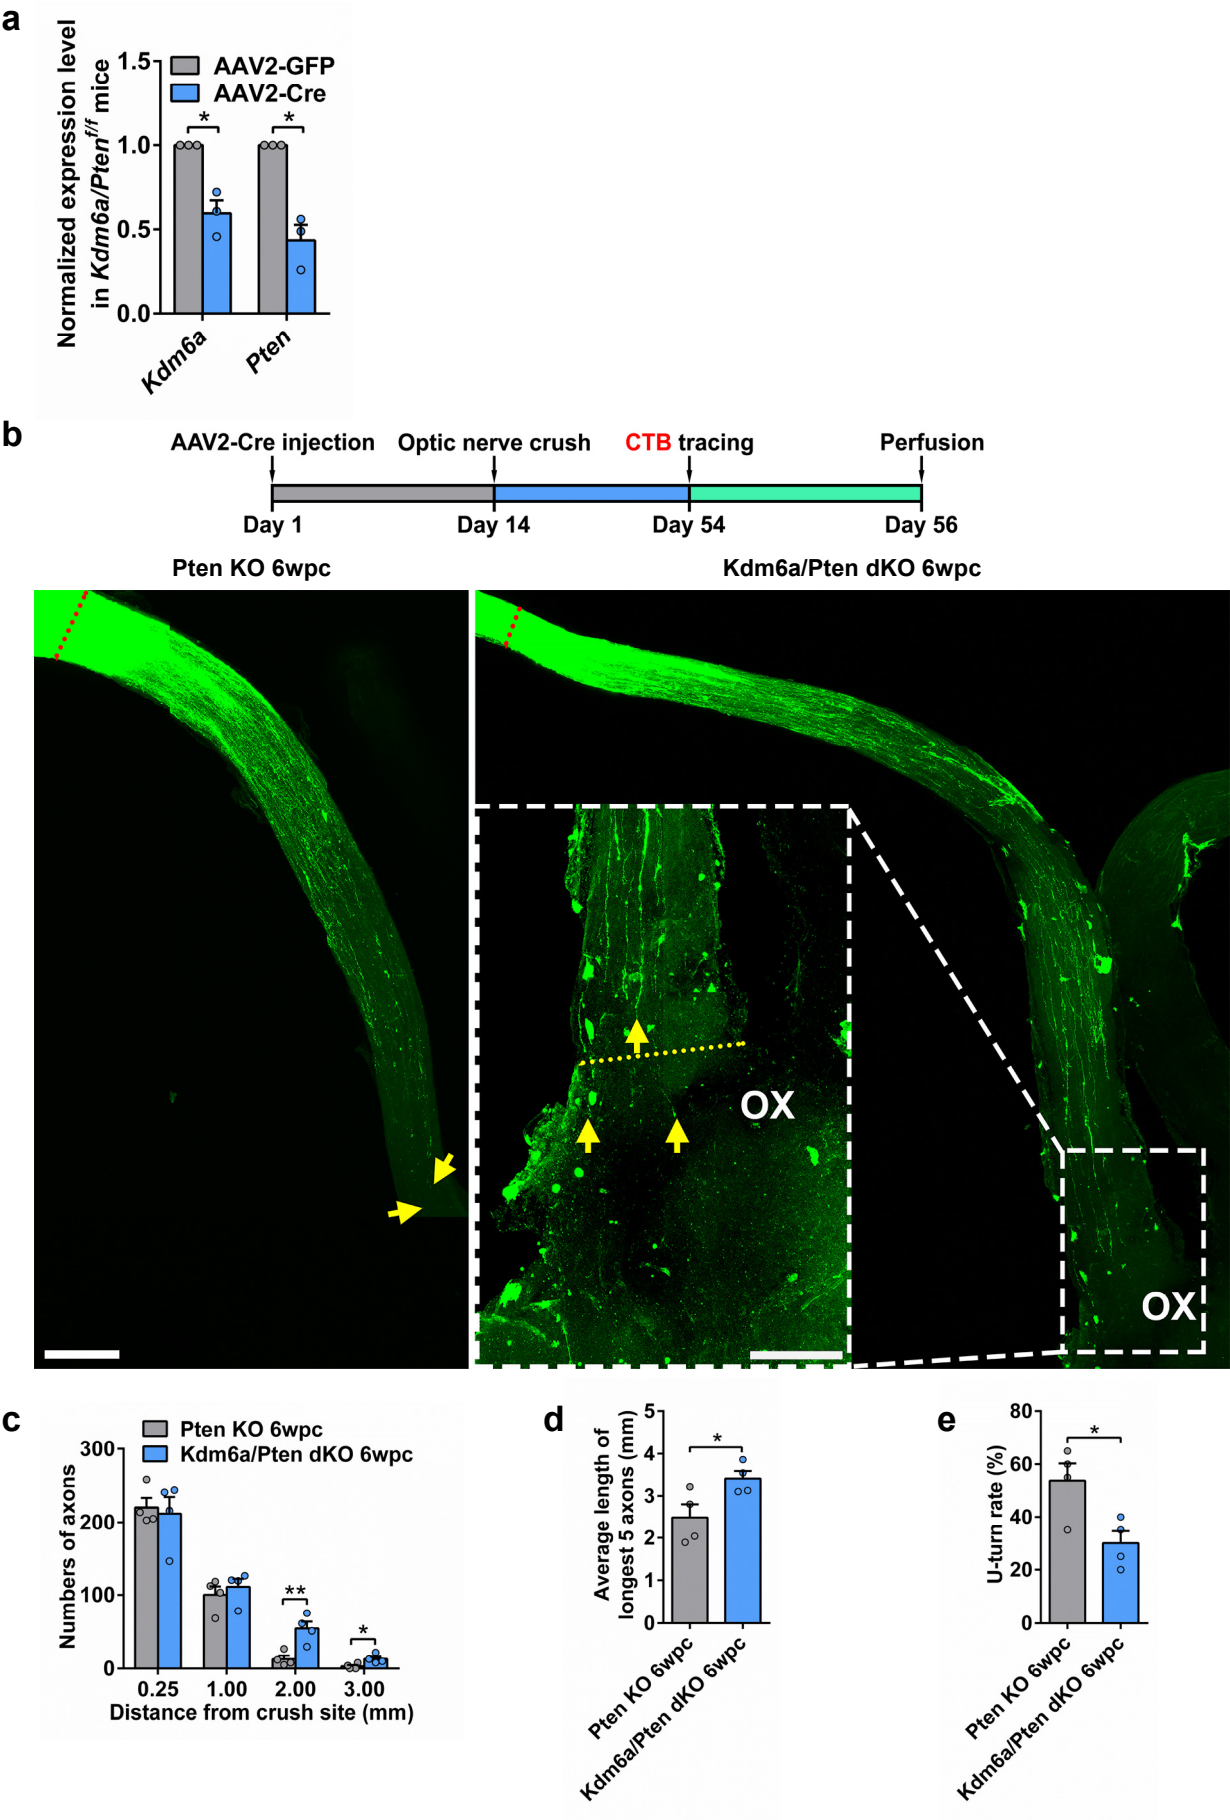

**Extended Data Fig. 4 | Additive effects of *Kdm6a* and *Pten* double knockout on axon regeneration observed 6 weeks after ONC, Related to Figs. 5, 6.**

(a) Real-time PCR analyses showing mRNA levels of *Kdm6a* or *Pten* in the purified RGCs of *Kdm6a/Pten*<sup>+/+</sup> mice 2 weeks after intravitreal injection of AAV2-GFP or AAV2-Cre, respectively (one sample *t* test; *Kdm6a*:  $p=0.0331$ ; *Pten*:  $p=0.0253$ ;  $n=3$  independent experiments).

(b) Top: schematic time course of optic nerve regeneration model. Optic nerve regeneration was analyzed 6 weeks after the nerve crush, and the fluorescence (Alexa 594) tagged CTB was injected 2 days before collecting the optic nerve. Bottom: representative 2D projected confocal images of whole mount cleared optic nerves of *Pten* knockout (*Pten* KO 6wpc) or *Kdm6a/Pten* double knockout (*Kdm6a/Pten* dKO 6wpc) mice 6 weeks after ONC. The regenerating axons were labeled with CTB-Alexa 594. The left dashed white box shows enlarged images of areas indicated by the dashed white box on the right. Yellow arrows indicate the distal ends of regenerating axons. Red and yellow dotted lines indicate the nerve crush sites and the optic nerve-chiasm transition zone, respectively. OX indicates the optic chiasm. Scale bar, 200  $\mu\text{m}$ .

(c) Quantification of regenerating axons at different distances distal to the nerve crush site (0.25 to 3.00 mm) in *Pten* knockout (*Pten* KO 6wpc) or *Kdm6a/Pten* double knockout mice (*Kdm6a/Pten* dKO 6wpc) 6 weeks after ONC (two tailed student's *t* tests,  $p<0.05$ ; *Pten* KO 6wpc:  $n=4$  mice, *Kdm6a/Pten* dKO 6wpc:  $n=4$  mice).

(d) Quantification of the average length of the top 5 longest axons of each nerve in (b) (two tailed student's *t* tests,  $p=0.0442$ ; *Pten* KO 6wpc:  $n=4$  mice, *Kdm6a/Pten* dKO 6wpc:  $n=4$  mice).

(e) Quantification of U-turn rate in (b) (two tailed student's *t* tests,  $p=0.0250$ ; *Pten* KO 6wpc:  $n=4$  mice, *Kdm6a/Pten* dKO 6wpc:  $n=4$  mice; top 20 longest axons were analyzed for each mouse).

\*, \*\* $p < 0.05, 0.01$ , respectively. Data are represented as mean  $\pm$  SEM.

Extended Data Figure 5

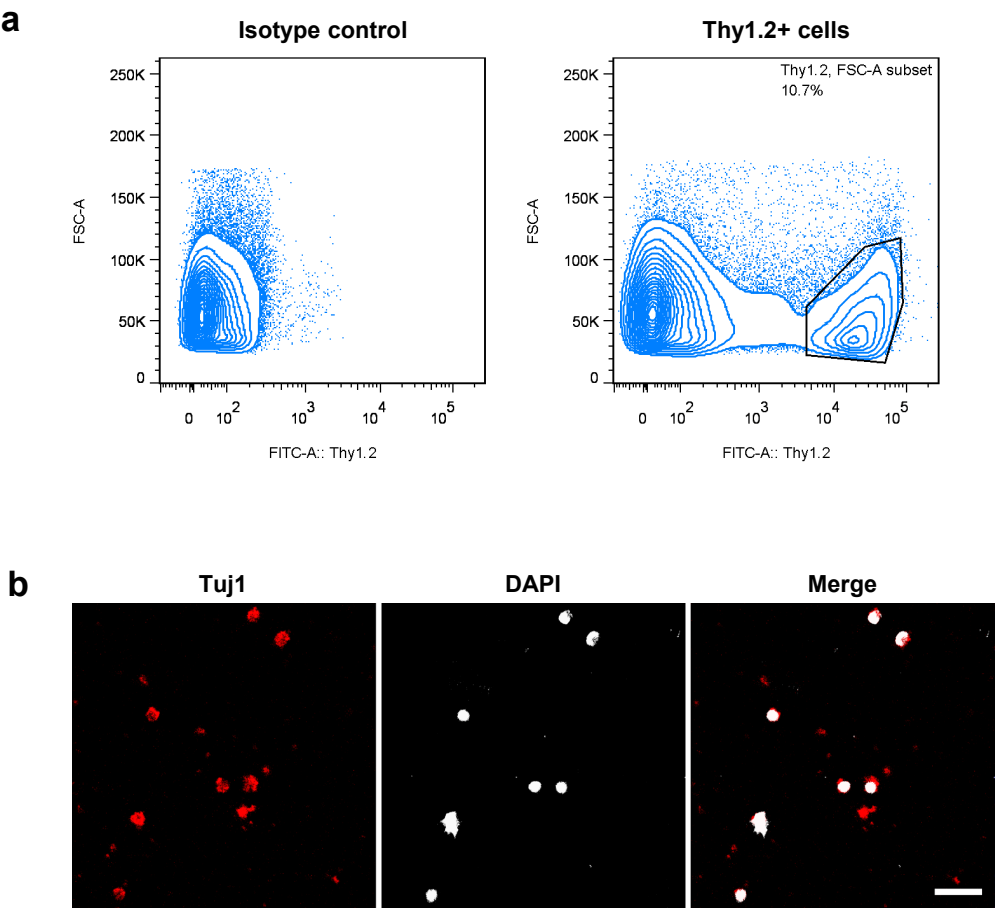

**Extended Data Fig. 5 | Enrichment of mouse Thy1.2+ RGCs by FACS for high throughput sequencing, Related to Fig 7.**

(a) Representative FACS plots showing RGCs enrichment. Retinal cells labeled with isotype antibody were used as controls to set up the threshold for Thy1.2+ cells. Thy1.2+ RGCs were collected according to isotype control. Cell viability was determined with DAPI staining.

(b) Representative images of Thy1.2+ RGCs after FACS sorting. Purified RGCs were stained for neuronal marker Tuj1 (red) and DAPI (gray). Scale bar, 20  $\mu$ m.

Extended Data Figure 6

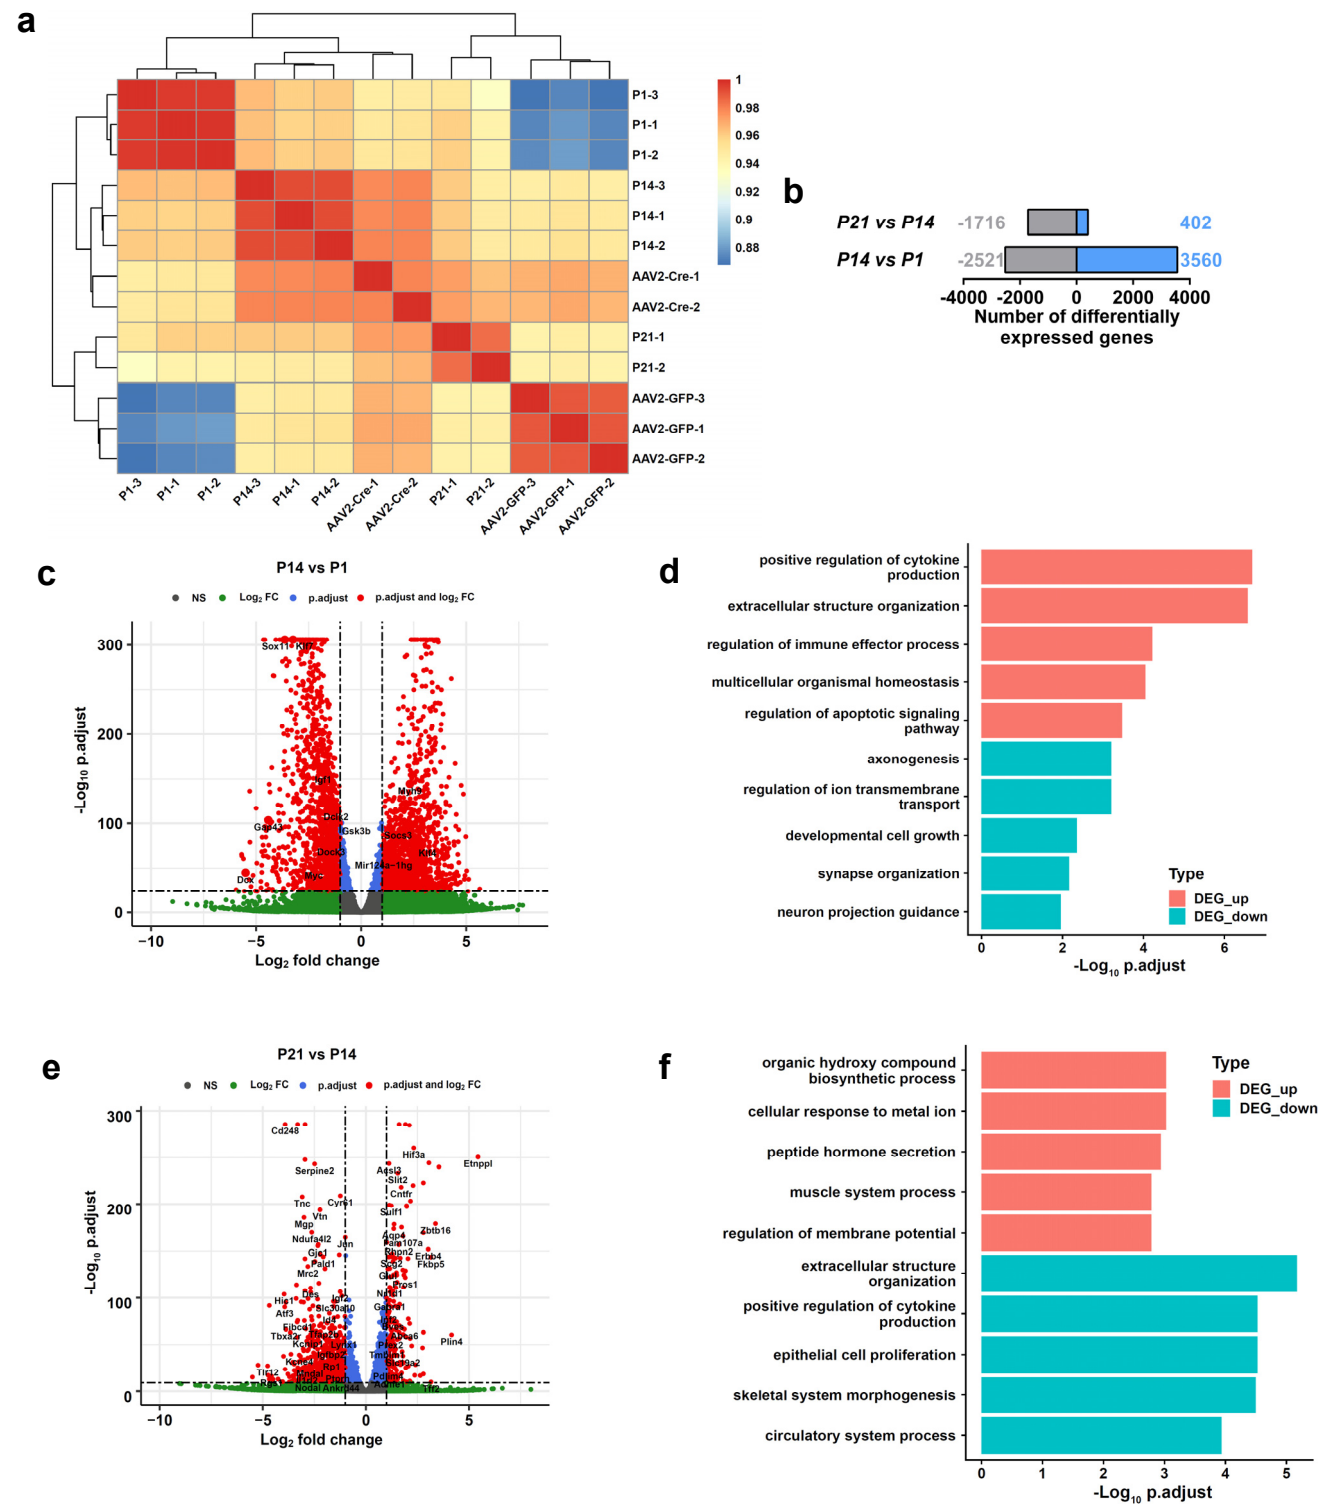

## Extended Data Fig. 6 | Axon growth competence reduces during neuronal maturation, Related to Fig 7.

(a) Pearson's correlation analysis of normalized expression levels of all biological samples, including different developmental stages (P1, P14 and P21), 3 days post-injury RGCs from wild type (AAV2-GFP) and Kdm6a KO (AAV2-Cre) mice.

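Pearson's r between libraries, across 23844 genes on log2 CPM, was highest within a dataset. AAV2-Cre and AAV2-GFP libraries had a mean r of 0.938 (0.931 to 0.948), P1 and P14 0.925 and P14 and P21 0.968. AAV2-Cre had a mean r of 0.702 with P1, 0.747 with P14 and 0.740 with P21, and AAV2-GFP had 0.710, 0.750 and 0.751. Replicates had a mean r of 0.988 at P1, 0.990 at P14, 0.982 at P21, 0.942 in AAV2-GFP and 0.954 in AAV2-Cre. These are correlations across genes, which are not independent replicates.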

(b) Number of DEGs during neuronal maturation at the threshold of absolute  $\log_2$  Fold change  $> 1$  and adjusted  $p$ -value  $< 0.05$ .

(c) Volcano plot showing differential gene expression between P14 and P1 RGCs. Positive or negative  $\log_2$  Fold change indicates upregulation or downregulation in P14 RGCs relative to P1 RGCs, respectively. Black points (NS) indicate the genes with no significant change. Green points ( $\log_2$  FC) indicate the genes with absolute  $\log_2$  Fold change  $> 1$ . Blue points ( $p$ .adjust) indicate the genes with adjusted  $p$ -value  $< 0.05$ . Red points ( $p$ .adjust and  $\log_2$  FC) indicate that the genes are considered significantly different if absolute  $\log_2$  Fold change  $> 1$  and adjusted  $p$ -value  $< 0.05$ ; vertical and horizontal reference lines at respective values.

(d) Top 5 GO terms were generated separately for genes upregulated or downregulated (adjusted  $p$ -value  $< 0.05$ ) by P14 RGCs relative to P1 RGCs.

(e) Volcano plot showing differential gene expression between P21 and P14 RGCs. Positive or negative  $\log_2$  Fold change indicates upregulation or downregulation in P21 RGCs relative to P14 RGCs, respectively. Black points (NS) indicate the genes with no significant change. Green points ( $\log_2$  FC) indicate the genes with absolute  $\log_2$  Fold change  $> 1$ . Blue points ( $p$ .adjust) indicate the genes with adjusted  $p$ -value  $< 0.05$ . Red points ( $p$ .adjust and  $\log_2$  FC) indicate that the genes are considered significantly different if absolute  $\log_2$  Fold change  $> 1$  and adjusted  $p$ -value  $< 0.05$ ; vertical and horizontal reference lines at respective values.

(f) Top 5 GO terms were generated separately for genes upregulated or downregulated (adjusted  $p$ -value  $< 0.05$ ) by P21 RGCs relative to P14 RGCs.

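From P14 to P21, genes of extracellular matrix, pericytes, microglia, the cell cycle and the immediate early response fell. Extracellular matrix genes stood at 0 higher, 25 lower and 7 not called of 32 (0 higher and 25 lower adjusted over the list alone), with a median of -1.87 (camera, Benjamini-Hochberg adjusted p = 4.09e-09, and adjusted p = 0.417 with an estimated correlation). Lama4, a laminin of vessel walls, and Tnc, a matrix glycoprotein, fell too, with log2 fold changes of -3.49 and -3.10 (edgeR, Benjamini-Hochberg adjusted p = 1.61e-05 and 1.24e-05). Pericyte and smooth muscle markers stood at 0 higher, 13 lower and 1 not called of 14 (0 higher and 14 lower adjusted over the list alone), with a median of -2.53 (camera, Benjamini-Hochberg adjusted p = 1.90e-05, and adjusted p = 0.446 with an estimated correlation), and Vtn, which encodes vitronectin, fell by 2.24 (Benjamini-Hochberg adjusted p = 0.00101 from edgeR). Microglia and macrophage markers stood at 0 higher, 21 lower and 5 not called of 26 (0 higher and 25 lower adjusted over the list alone), with a median of -1.79 (camera, Benjamini-Hochberg adjusted p = 4.09e-09, and adjusted p = 0.417 with an estimated correlation), among them Cx3cr1 (-1.92). Cell cycle genes stood at 1 higher, 22 lower and 7 not called of 30 (1 higher and 23 lower adjusted over the list alone), with a median of -1.04 (camera, Benjamini-Hochberg adjusted p = 2.20e-06, and adjusted p = 0.417 with an estimated correlation), and Top2a, a topoisomerase of dividing cells, fell by 2.98 (Benjamini-Hochberg adjusted p = 3.48e-05 from edgeR). Immediate early and heat shock genes stood at 1 higher, 24 lower and 3 not called of 28 (2 higher and 25 lower adjusted over the list alone), with a median of -0.93 (camera, Benjamini-Hochberg adjusted p = 8.14e-11, and adjusted p = 0.256 with an estimated correlation). Atf3, a transcription factor of the stress response, fell by 3.95 and the heat shock gene Hspa1a by 2.22 (edgeR, Benjamini-Hochberg adjusted p = 0.000167 and 6.30e-06). RGC markers stood at 3 higher, 18 lower and 9 not called of 30 (3 higher and 22 lower adjusted over the list alone), with a median of -1.10 (camera, Benjamini-Hochberg adjusted p = 4.81e-05, and adjusted p = 0.503 with an estimated correlation), and Nefh, the heavy neurofilament gene, fell by 1.74. Among genes that rose were Etnppl, an enzyme of lipid metabolism, Plin4, a lipid droplet protein, and Hif3a, a hypoxia-inducible factor, by 5.42, 4.14 and 2.31 on the log2 scale (edgeR, Benjamini-Hochberg adjusted p from 1.00e-05 to 0.000425).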

Extended Data Figure 7

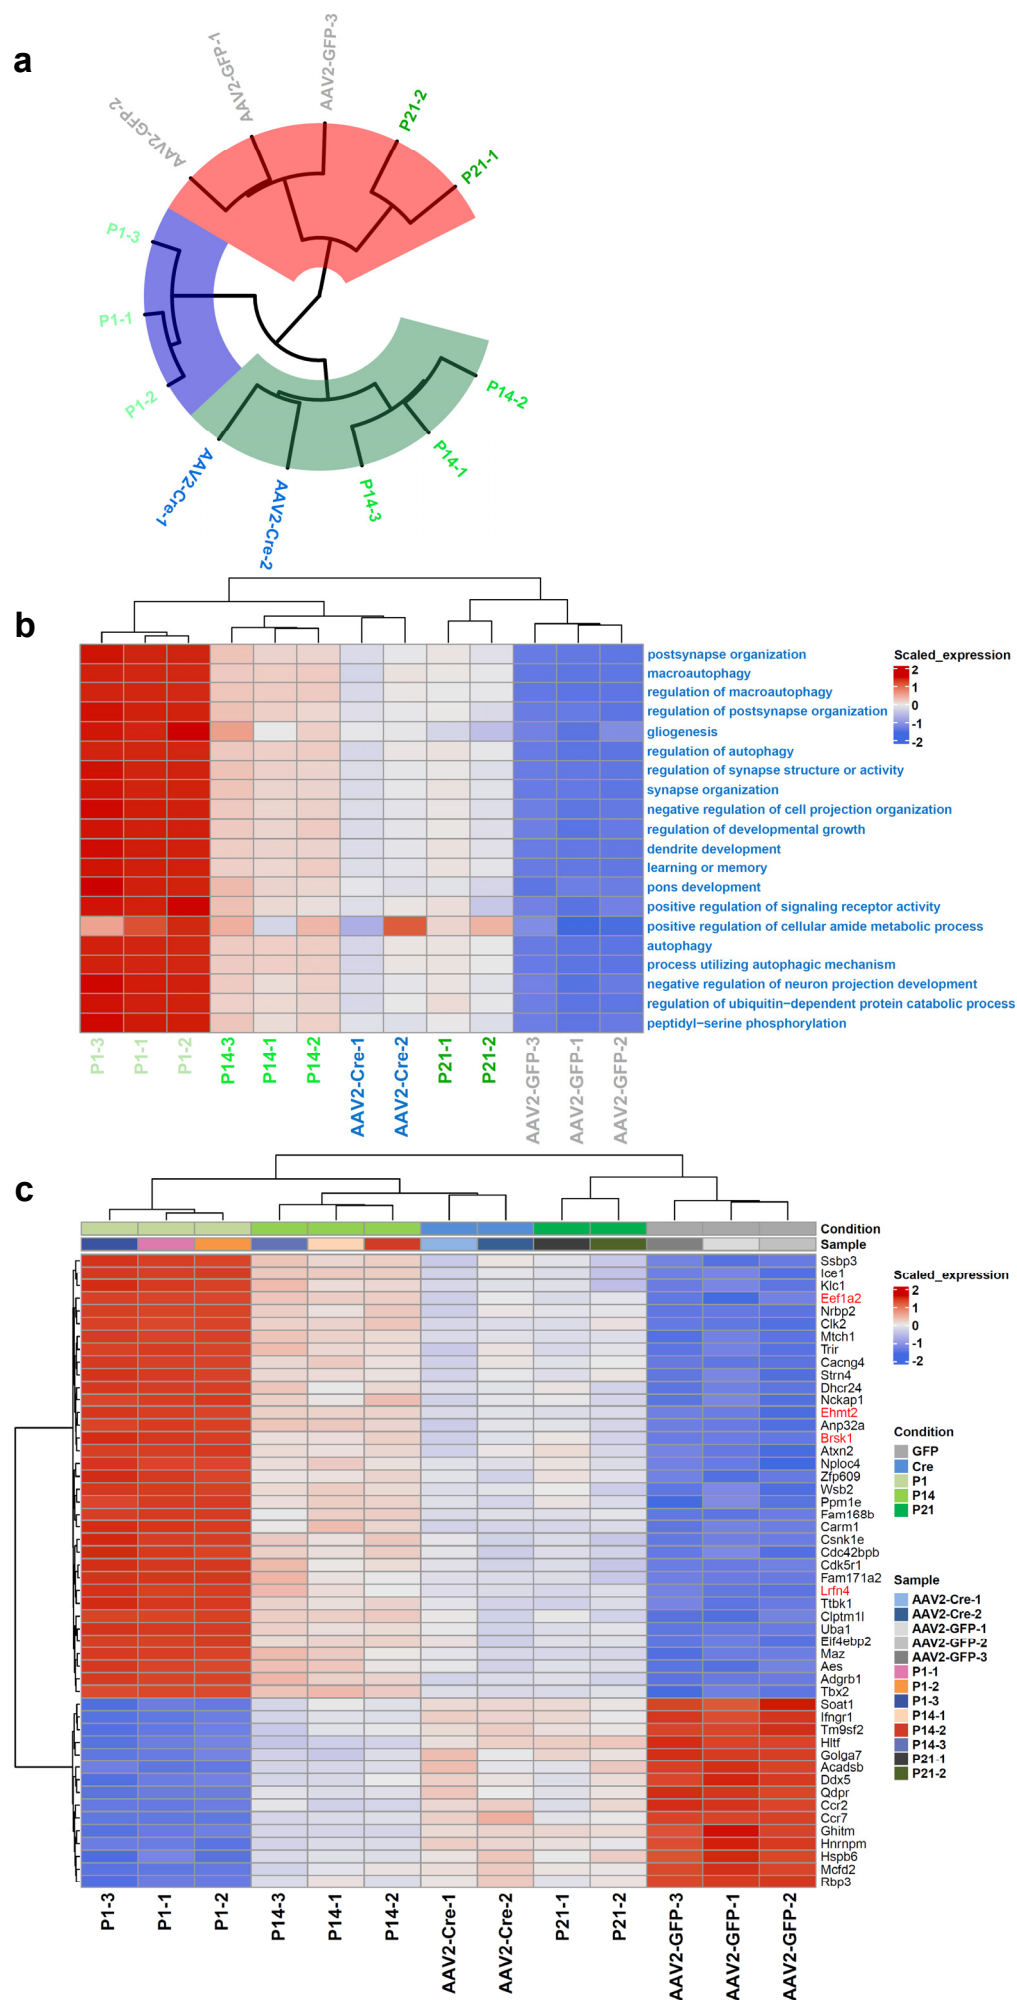

**Extended Data Fig. 7 | Deleting *Kdm6a* in RGCs led to a youthful transcriptomic state, Related to Fig 7.**

(a) Hierarchical clustering based on Euclidean distance of all samples. Circular dendrogram shows two major clusters, while P1, P14 and *Kdm6a* KO (AAV2-Cre) clustered together, P21 and wild type (AAV2-GFP) clustered separately.

(b) Heatmap of top 20 enriched GO terms for Dim 1 in Figure 7a. The Color intensities indicate the z-score of genes contributing to each GO term.

(c) Heatmap showing scaled expression of top 50 genes for Dim 1 in Figure 7a.

Extended Data Figure 8

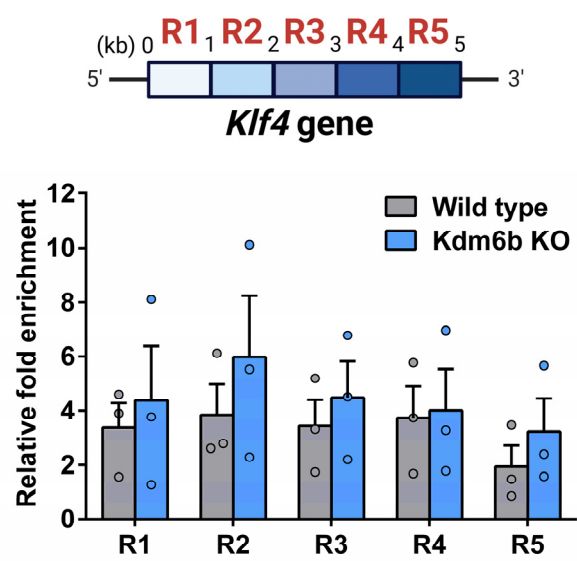

**Extended Data Fig. 8 | Deletion of Kdm6b had no effect on *Klf4* gene H3K27me3 modification in RGCs, Related to Fig. 8.**

Top: Schematic drawing of the 5 kilobase (kb) genomic regions (R1-R5) after TSS of the *Klf4* gene on chr4 were assayed in CUT&Tag-qPCR experiment using the antibody against H3K27me3 in the purified RGCs. In the H3K27me3 CUT&Tag-qPCR experiment, the genomic region R1-R5 were amplified from the purified RGCs to bind to H3K27me3. Bottom: CUT&Tag-qPCR results showing that deletion of Kdm6b (Kdm6b KO) had no effect on the interactions between H3K27me3 and specific regions of the *Klf4* gene (two tailed student's *t* tests,  $p>0.05$ ;  $n=3$  independent experiments for each condition). Data are represented as mean  $\pm$  SEM.

Extended Data Figure 9

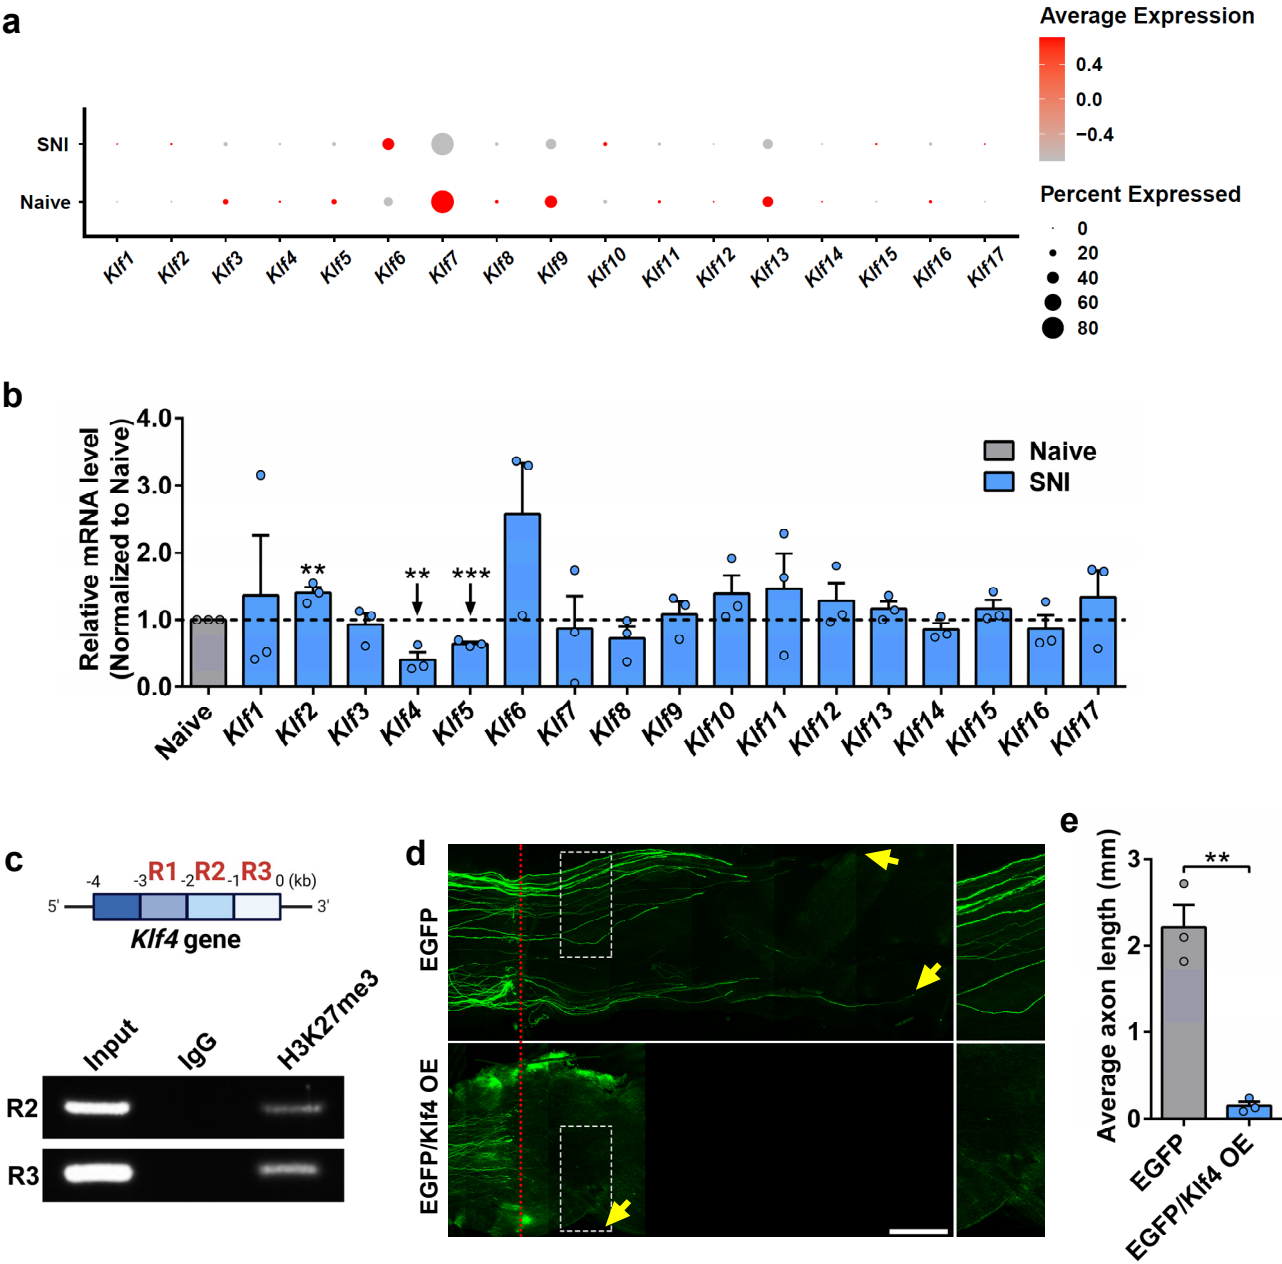

**Extended Data Fig. 9 | *Klf4* functions as a downstream target repressed by H3K27me3 to suppress axon regeneration in adult sensory neurons, Related to Fig. 8.**

(a) Dot plot showing expression patterns of the Krüppel-like factor (*Klf*) family in DRG neurons after SNI. The plot was obtained from GEO: GSE154659 (uninjured: GSM4676534-537, SNI: GSM4676562-63). The size of each circle is proportional to the percentage of DRG neurons expressing *Klfs* and their intensity depicts the average transcript count within expressing DRG neurons.

(b) Changes in expression of *Klfs* in adult mouse DRG tissues upon SNI. Quantitative real-time PCR results showing significantly increased mRNA level of *Klf2* in DRG tissues 3 days post-SNI (one sample *t* test,  $p=0.0047$ ;  $n=3$  independent experiments for each condition), but significantly reduced mRNA level of *Klf4/5* (one sample *t* test, *Klf4*:  $p=0.0032$ ; *Klf5*:  $p<0.0001$ ;  $n=3$  independent experiments for each condition).

(c) Top: Schematic drawing of the 3 kilobase (kb) genomic regions (R1-R3) before TSS of the *Klf4* gene on chr4 that were assayed in the ChIP experiment using the antibody against H3K27me3 in regenerating sensory neurons. Bottom: in the H3K27me3 ChIP experiment, the genomic region R2 and R3 were amplified from injured adult DRG tissues to bind to H3K27me3.

(d) Representative images of in vivo sensory axon regeneration in mice electroporated with either EGFP or EGFP+*Klf4* overexpression (EGFP/*Klf4* OE). The right column shows enlarged images of areas indicated by the dashed white boxes in the left column. The red dotted lines indicate the nerve crush sites. Yellow arrows indicate the distal ends of regenerating axons. Scale bar, 1 mm for the left column and 0.5 mm for the right column.

(e) Overexpressing *Klf4* in sensory neurons significantly blocked sensory axon regeneration in vivo (two tailed student's *t* tests,  $p=0.0015$ ; EGFP;  $n=3$  mice, EGFP/*Klf4* OE;  $n=3$  mice).

**\*\***, **\*\*\***  $p<0.01$ ,  $0.001$ , respectively. Data are represented as mean  $\pm$  SEM.

# Supplementary material for: Roles of Kdm6a and Kdm6b in Regulation of Mammalian Neural Regeneration
**Source:** Adv Sci (Weinh). 2025 Feb 14;12(16):2405537. doi: 10.1002/advs.202405537
**Supplement:** Supplementary file 2 — Supporting Table

Extended data table 1. List of primer sequences used in the current study.

How the deposited data were processed for this re-analysis (not part of the article)

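Counts of 13 RNA-seq libraries from Thy1.2-sorted RGCs in 2 datasets were used: AAV2-Cre (2 libraries) and AAV2-GFP (3) from injured adults, and P1 (3), P14 (3) and P21 (2) from development. The authors trimmed reads with Trimmomatic 0.39, checked them with FastQC 0.11.9, aligned them to GRCm38 with HISAT2 2.2.1, and made the deposited counts per gene with featureCounts of Subread 2.0.3. The deposited table held whole counts for 52550 genes, with no normalization and no column left unused. Gene names were matched by Ensembl gene ID without the version for 52403 genes, and 147 had no match and kept their ID alone. No gene ID appeared more than 1 time. The total count per library ran from 13637602 to 16070720 in the knockout dataset (median 15365794) and from 30357454 to 38812917 in the development dataset (median 36284936). Genes below the low-count filter were not tested.

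Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. The 5 knockout libraries and the 8 development libraries were fitted separately with edgeR (glmQLFit and glmQLFTest, TMM scaling, filterByExpr over the groups), and compared AAV2-Cre with AAV2-GFP, P14 with P1 and P21 with P14. The biological coefficient of variation was 0.340 in the knockout fit and 0.109 in the development fit. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below -1. Gene lists were tested with camera of limma on log2 CPM (prior count 2) at a preset correlation of 0.01. Benjamini-Hochberg adjustment was over the lists of a comparison. The lists were tested again with the correlation estimated from the data and with fry. Camera compares a list with the other genes, while fry tests it against no change. The value of a list is the median log2 fold change of its members minus the median of all genes tested. The lists held markers of retinal and blood cell types and groups of genes written from textbook knowledge. Some groups also hold genes that the study selected in these libraries, such as Rabgef1 and Pias3. The ribosomal and mitochondrial genes were taken by name pattern, which for ribosomal genes also takes the Rps6k kinases. The text names Kdm6a, Kdm6b and the genes the paper names or labels in Fig. 8a, Fig. S6c and Fig. S6e or for Dim 1. It also names, per comparison, the 8 genes with the largest change in each direction among DEGs with a mean log2 CPM of at least 3, a gene symbol and no overlap between libraries, and per list the 4 members with the smallest p. Some of these genes are left out for length, and some are not reported here.

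PCA and trees used log2 CPM (TMM, prior count 2) of 23844 genes, centred and not scaled, with Euclidean distances and average or complete linkage. The position of a group on the leading axis is its mean score as a percent of the way from AAV2-GFP (0) to P1 (100). Overlaps of DEGs were tested with Fisher's exact test. Alternatives were DESeq2, limma-voom, DESeq2 size factors, no scaling beyond library size, no low-count filter, at least 10 counts in every library, all 13 libraries in 1 fit, no fold change limit, a replicate block, each library left out in turn, ComBat by dataset, scaled genes, the variance stabilizing transformation, the 500 genes with the largest variance, and structure without photoreceptor, immune and interferon genes. After the data were seen, 16 settings with TPM estimated from the counts and exon lengths were added, and the ribosomal list without the Rps6k kinases. Another 8 TPM settings gave ComBat a term for the clusters of the paper, which builds these clusters in, and are not used here. Where leaving out 1 AAV2-Cre library left a lone sample, that sample was assumed to vary like the AAV2-GFP libraries.

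The fits were tested on simulated data with 3 comparisons of the same sizes. In the knockout design, 7.7% of genes changed 2-fold and 57.7% of genes changed 4-fold were recovered, and 2 unchanged genes were called. For P14 against P1 these were 54.1%, 78.4% and 9, and for P21 against P14 69.1%, 74.2% and 8. Recovery was counted without the fold change limit of a DEG. Median estimates of the genes changed 2-fold were 1.038, 1.025 and 1.001 on the log2 scale, close to that limit. Fewer of them would therefore count as DEGs. A changed list was called and none of 20 unchanged lists was. This does not show that camera at the preset correlation holds for real lists. The estimated correlation of rod markers after knockout, for instance, was 0.809. A single changed list per comparison also does not show how small a shift would be found. Ontology enrichment, z-scores per term, real-time PCR and CUT&Tag were not analysed here.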

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

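Tests of explanations and of splits, the shares of immunoglobulin genes, the sums of Y-linked genes and the ribosomal list without Rps6k kinases were chosen after the results were seen, and the other tests before. Several results come from genes or values that the paper does not discuss. Ribosomal protein genes were higher in AAV2-Cre than in AAV2-GFP, with a median log2 fold change of 0.7685 above that of all genes, and stood at 17 higher, 0 lower and 74 not called of 91 (41 higher and 1 lower adjusted over the list alone) (camera, Benjamini-Hochberg adjusted p = 4.77e-17, and adjusted p = 0.0463 with an estimated correlation), and without Rps6k kinases had a median of 0.8256 (camera, adjusted p = 0.0524 with an estimated correlation). Genes of the unfolded protein response were higher in AAV2-Cre, at a median of 0.5822, with 4 higher, 0 lower and 16 not called of 20 (12 higher and 1 lower adjusted over the list alone) (camera, Benjamini-Hochberg adjusted p = 6.35e-05, and adjusted p = 0.287 with an estimated correlation). Genes of reactive glia were higher in AAV2-Cre, at a median of 0.71, with 5 higher, 0 lower and 14 not called of 19 (10 higher and 0 lower adjusted over the list alone) (camera, Benjamini-Hochberg adjusted p = 1.99e-05, and adjusted p = 0.271 with an estimated correlation). Immunoglobulin genes took 2.855% of counts in AAV2-Cre (2.703% and 3.007%), against 1.167% ± 0.603 in AAV2-GFP (SD, n = 3, range 0.493% to 1.656%). Y-linked genes (Uty, Ddx3y, Kdm5d and Eif2s3y) summed to 151 CPM at P21, 69.3 CPM at P1 (53.65 to 81.26), 0.484 CPM at P14 (0 to 1.262) and 0 in all 5 knockout libraries, while Xist lay at 1143 CPM in both P21 libraries, at 895.3 to 989.6 CPM at P1, 1982 to 2179 CPM at P14 and 130.9 to 199.3 CPM after knockout (here without TMM), so age and the sex of the animals change together in both comparisons of ages.

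Kdm6a counts were alike in AAV2-Cre and AAV2-GFP, with a log2 fold change of -0.02 and a 95% interval from -0.51 to 0.46. Exon 3, the part deleted, makes up 1.8418% of the annotated transcript, so a transcript kept without it would lose only 0.03 on the log2 scale, far within that interval. Counts over the whole gene therefore cannot be told apart from counts after a full deletion with a stable transcript. A fall of the transcript itself by more than 0.51 on the log2 scale, over all RNA counted, lies outside the 95% interval. RNA of other cells could also carry Kdm6a reads, and 32 of 34 rod markers lay above every development library in all 5 knockout libraries. An incomplete deletion in these libraries stays open, untested here, while the paper reports lower Kdm6a mRNA by real-time PCR and lower protein after AAV2-Cre (Fig. S3).

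Interferon genes were higher in AAV2-Cre. A smaller share of rod RNA alone would raise bipolar and interferon genes alike, but their medians lay 2.1164 apart, beyond the summed spread of their members from the quartiles (0.5937). Whether a larger share of leukocytes alone could raise them cannot be told apart from a response within cells. The interferon median (1.6509) lay 0.3441 above that of the leukocyte list that rose most, B cell markers (1.3068). Without AAV2-GFP replicate 1, the interferon median (1.5981) lay at -0.027 from the highest leukocyte list. T and NK cell markers were at 0.8008 there, so the crossing came from another leukocyte list. In the other left-out fits, the interferon median lay above the highest leukocyte list, by 0.198 to 0.6542. How far the Thy1.2 sort removed leukocytes was not tested. A response to Kdm6a loss, to Cre or to the vector stays open, untested.

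Axon genes were lower at P14 than at P1. Depth is argued against by a median at P14 of 1.0239 times that at P1, and sex alone by axon genes at P21, where Y-linked genes were highest, at a median log2 fold change of -2.4629 against P1 (quartiles -3.5052 and -1.0703). A lower share of RGC RNA at P14 could account for the fall, since RGC markers fell further than axon genes, whose median lay 0.6081 above theirs, and markers of glia and vessels rose. Maturation within RGCs stays open, untested. The 6 libraries allow 10 splits, too few for a share under 0.05, with 4123 higher and 3181 lower DEGs in the real split against 0 and 0 at most in the others, and a camera p for the axon list of 3.405e-10 (unadjusted) against 4.461e-06 in the nearest other.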

How the results depend on the processing

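Settings with estimated TPM and the ribosomal list without Rps6k kinases were chosen after seeing the data, and the others before. The cause of a change was not tested unless named. Of 702 values of 54 named genes for AAV2-Cre against AAV2-GFP, 540 kept their direction and side of the threshold, 112 lost their call, 49 gained one and 1 reversed (Kdm6b, which ran from -0.5225 to 0.0014 with a library left out). All 570 values of 38 genes for P14 against P1 and all 387 of 28 genes for P21 against P14 kept both. For AAV2-Cre against AAV2-GFP, DEGs numbered 207 higher and 40 lower, against 442 and 204 with DESeq2, 576 and 236 with no low-count filter, 651 and 381 with all 13 libraries in 1 fit, and 80 lower with at least 10 counts in every library. With a library left out, higher DEGs ranged from 5 to 242 and lower from 0 to 28, and losing 1 of 2 AAV2-Cre libraries leaves fewer samples. For P14 against P1, DEGs numbered 7010 and 7009 with no fold change limit and 2115 lower with at least 10 counts. For P21 against P14, they numbered 3047 and 4024 with no fold change limit, 1249 lower with at least 10 counts and 221 higher with all 13 libraries. With a replicate block, DEGs after knockout numbered 226 higher and 21 lower, those at P21 315 higher, and Kdm6a had a log2 fold change of 0.0386. The block was run on 8 lists and changed none of their calls, and it ended the calls of 8 named genes (edgeR Benjamini-Hochberg adjusted p = 0.0586 for Osm, 0.0586 for Manf, 0.0624 for Cd44, 0.0753 for Arr3, 0.0776 for Rabgef1, 0.0806 for Prkca, 0.0898 for Hspa5 and 0.101 for Pias3). DESeq2 size factors ended those of Arr3, Prkca and Rabgef1, no scaling beyond library size that of Hspa5 (0.0567), and all 13 libraries in 1 fit that of C4b (0.180). Nothing says that equal numbers mark a pair, and deviations of same-numbered libraries correlated at -0.0583 to 0.0322. Kdm6a, at -0.02, was 0.0151 with all 13 libraries and ran from -0.0715 to 0.0543 with a library left out. Klf4 passed the test with all 13 libraries (-1.1965, edgeR Benjamini-Hochberg adjusted p = 0.0298). Genes lower at P14, at -0.0054 after knockout, were at 0.0287 with no low-count filter and from -0.0499 to 0.0424 with a library left out. Genes higher at P14, at 0.1222, lost their call with an estimated correlation (camera, adjusted p = 0.513), and ran from 0.0565 to 0.1733 with a library left out. Tested against no change with fry, they did not pass (adjusted p = 0.343). With an estimated correlation, the calls of rod markers (-0.5445), interferon genes (1.6509), T and NK cell markers (1.0383) and axon genes at P14 (-1.8968) ended, at adjusted p = 0.486, 0.271, 0.287 and 0.336, as did that of ribosomal genes without Rps6k kinases (0.8256, adjusted p = 0.0524). With fry, which tests a list against no change and not against other genes, rod markers and T and NK cell markers did not pass (adjusted p = 0.249 and 0.0795). Rod markers ran from -1.132 to -0.1088 with a library left out. The r of fold changes with P14 against P1 was 0.0305 with DESeq2 and 0.0205 to 0.1081 with a library left out. With P21 against P14 it was -0.061 with DESeq2 and -0.1769 to -0.0748 with a library left out.

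The AAV2-Cre position, the share of the leading axis and the ratio of distances were -2.6913, 36.7562 and 1.021 with ComBat, -9.2064, 92.2459 and 0.2295 with the 500 genes of largest variance, -1.3658, 53.9812 and 0.6518 with scaled genes, and -3.2548, 71.9784 and 0.4388 with the variance stabilizing transformation. Without photoreceptor, immune and interferon genes the position was -1.7839 and the ratio 0.5, and with no scaling beyond library size the position was -2.0839. With a library left out they ran from -3.9282 to -1.1491, 66.6255 to 70.9117 and 0.4746 to 0.5165. With linear TPM at a minimum of 0, position, share and ratio were, uncorrected, -71.222 and 88.532, and scaled 5.1249, 40.4364 and 0.7897, and with ComBat 316.2184, 62.1137 and 1.3592, and scaled 2.2864, 32.2213 and 1.1903. At a minimum of 1 they were, uncorrected, -71.2219 and 88.5321, and scaled 5.0685, 47.2749 and 0.741, and with ComBat 306.7438, 62.5373 and 1.3769, and scaled 2.8693, 36.9453 and 1.2668. With log2 TPM at a minimum of 0 they were, uncorrected, -2.6959 with a ratio of 0.4757, and scaled 0.2539, 44.121 and 0.7364, and with ComBat -1.0262, 33.8962 and 0.8468, and scaled -0.1063, 32.7404 and 1.1604. At a minimum of 1 they were, uncorrected, -2.7412 with a ratio of 0.4627, and scaled -0.0547, 51.8082 and 0.6802, and with ComBat -0.9955, 34.4127 and 0.8486, and scaled 0.1964, 37.3643 and 1.236. AAV2-Cre shared a cluster with AAV2-GFP at 2 clusters in 11 of these 16 settings. Depth was lower in the knockout dataset, a median of 15365794 counts against 36284936 in the development dataset. Whether this limits what low-count genes can show was not tested.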

Differences from the paper's values

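The paper reports 425 genes higher and 149 lower after Kdm6a deletion, at the thresholds used here, and edgeR called 207 and 40. Of the alternatives set before the data were examined, DESeq2 (442 and 204) came within 1.5 times of both values of the paper, and no low-count filter (576) of the first alone. Outside this range for both lay no fold change limit (244 and 54), limma-voom (276 and 50), DESeq2 size factors (203 and 33), no scaling beyond library size (184 and 52), at least 10 counts in every library (278 and 80), all 13 libraries in 1 fit (651 and 381), the replicate block (226 and 21) and each left-out library (5 to 242 and 0 to 28). With no low-count filter, 236 were lower.

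In the paper AAV2-Cre lies at about 50% of the way from AAV2-GFP to P1 on Dim 1 (Fig. 7a, read by eye), and here at -2.4438% on log2 CPM without batch correction, where 99.45% of the variance on the axis lay between the datasets, and at -2.6913% after ComBat by dataset. The paper's values are after ComBat. None of the alternatives set before the data were examined came near it, nor did any of the 16 settings with estimated TPM, which were chosen after seeing the values. Over these 16 settings the AAV2-Cre position ran from -71.222% to 316.2184%, so its sign depended on the setting. The leading axis held 60.6% of the variance in the paper and 69.1% here without batch correction. With unscaled linear TPM and ComBat it held 62.1% and 62.5%, at minimum values of 0 and 1. AAV2-Cre lay at 316% and 307% there, and alone at 2 clusters. Over the 16 settings the share ran from 32.2% to 88.5%. The paper places AAV2-Cre in a cluster with P1 and P14, and AAV2-GFP with P21. Here AAV2-Cre was with AAV2-GFP in the trees of uncorrected log2 CPM, with a mean distance of 197 to AAV2-GFP and 399.9 to P14. Trees were built for log2 CPM with and without ComBat and for the TPM settings, and none gave the clusters of the paper. At 2 clusters, AAV2-Cre was with AAV2-GFP in 11 of the 16 TPM settings, alone in 4 with linear TPM, 2 of them uncorrected, and with P1 in 1 (scaled log2 TPM after ComBat, at a minimum of 1). After ComBat by dataset on log2 CPM, AAV2-Cre was nearer to P14 than to AAV2-GFP by a small margin, with a ratio of 1.021. AAV2-GFP itself lay at 165.65 from P14, against 168.81 for AAV2-Cre. With estimated TPM and ComBat, the ratio was 0.8468 and 0.8486 with unscaled log2 TPM, and ran from 1.1604 to 1.3769 otherwise. The paper links Dim 1 to synaptic, dendrite and neuron projection genes, and here the 500 genes with the largest weights held 12 of 58 axon genes, 14 of 30 RGC markers, 0 of 35 T and NK cell markers and 0 of 39 genes of mature synapses after ComBat by dataset, and 4, 2, 22 and 0 without it (by chance 1.22, 0.63, 0.73 and 0.82).

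The paper describes Klf4, Myc and Thbs1 among significantly altered genes and shows Camk2a with them, and edgeR called none of these (Benjamini-Hochberg adjusted p = 0.186, 0.0954, 0.0862 and 0.189), nor Tnfsf13 (0.118). A fit of all 13 libraries called each of them (Benjamini-Hochberg adjusted p = 0.0298, 0.0257, 0.00475, 0.0101 and 0.0288), DESeq2 called Myc, Thbs1 and Tnfsf13, and edgeR with no low-count filter called Myc and Thbs1. Of the 48 genes in Fig. 8a, edgeR called 15 DEGs, DESeq2 39 and a fit of all 13 libraries 42, with all 48 log2 fold changes of the sign the paper draws. In the paper's own Fig. 7d (read by eye), the labels of Klf4 and Camk2a lie below its line for adjusted p. The paper reports lower Kdm6a mRNA in RGCs after AAV2-Cre by real-time PCR (Fig. S3b), and here, in RNA-seq counts over the whole gene, Kdm6a had a log2 fold change of -0.02 (Benjamini-Hochberg adjusted p = 0.963 from edgeR). The paper describes a return to an immature state, and here genes lower at P14 than at P1 had a median of -0.0054 after knockout (camera, Benjamini-Hochberg adjusted p = 0.876). Members went both ways, which leaves undecided whether some of them came back. RGC markers took 0.0738% of counts in AAV2-Cre and 0.0791% in AAV2-GFP, against 0.830% at P1. A median over all RNA of these libraries therefore does not decide whether the state within RGCs changed.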

Other observations

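Growth, stress and glial genes were also higher as groups in AAV2-Cre. Hspa5, the main chaperone of the endoplasmic reticulum, rose by 0.73 on the log2 scale (SE 0.14, Benjamini-Hochberg adjusted p = 0.0442 from edgeR), and Cd44, a hyaluronan receptor of reactive glia, by 0.87 (SE 0.15, Benjamini-Hochberg adjusted p = 0.0326 from edgeR). For these 2 genes the edgeR adjusted p (Benjamini-Hochberg) ran from 0.175 to 0.253 without AAV2-Cre replicate 1, 0.152 to 0.233 without AAV2-Cre replicate 2, 0.0681 to 0.0755 without AAV2-GFP replicate 1, 0.0917 to 0.136 without AAV2-GFP replicate 2 and 0.0343 to 0.0738 without AAV2-GFP replicate 3. Cell cycle genes, immediate early and heat shock genes, p53 and apoptosis genes and endothelial markers were higher as groups, with medians of 0.64, 0.41, 0.31 and 0.36 (camera, Benjamini-Hochberg adjusted p = 1.71e-06, 0.000575, 0.00251 and 0.0143, and adjusted p = 0.287, 0.271, 0.271 and 0.271 with an estimated correlation). Of 30, 27, 23 and 15 members tested, 0, 0, 0 and 0 were higher and 0, 0, 0 and 0 lower (6, 5, 2 and 0 higher and 0, 0, 0 and 0 lower adjusted over the list alone). Singly, edgeR called none of them, while 14, 9, 8 and 0 had an unadjusted p under 0.05, limma-voom called 2, 2, 1 and 0 higher and DESeq2 6, 5, 4 and 0. So were Müller glia markers, fibroblast markers, lens and crystallin genes and mitochondrially encoded genes, with medians of 0.37, 0.84, 1.54 and 0.31 (camera, Benjamini-Hochberg adjusted p = 0.0132, 0.0284, 0.0130 and 0.0204, and adjusted p = 0.658, 0.287, 0.271 and 0.537 with an estimated correlation). Of 20, 12, 4 and 11 members tested, 1, 1, 1 and 1 were higher and 0, 0, 0 and 0 lower (4, 2, 2 and 2 higher and 0, 0, 0 and 0 lower adjusted over the list alone). Reads of ribosomal genes may be shared with pseudogenes, and their list without Rps6k kinases had a median of 0.8256.

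During development, other groups moved as well. From P1 to P14, genes of the interferon response, cytokines and chemokines, antigen presentation and T and NK cells were higher as groups, with medians of 2.43, 3.58, 1.78 and 1.92 (camera, Benjamini-Hochberg adjusted p = 3.01e-08, 1.62e-06, 0.0109 and 0.0109, and adjusted p = 0.336, 0.0912, 0.336 and 0.322 with an estimated correlation). Of 51, 24, 22 and 22 members tested, 45, 23, 13 and 12 were higher and 3, 0, 3 and 1 lower (45, 23, 14 and 11 higher and 3, 0, 3 and 1 lower adjusted over the list alone). Extracellular matrix genes, fibroblast markers, reactive glia genes, astrocyte markers and unfolded protein response genes were higher too, with medians of 3.08, 3.30, 2.03, 2.68 and 0.63 (camera, Benjamini-Hochberg adjusted p = 9.03e-09, 0.000921, 6.44e-05, 0.0286 and 0.00555, and adjusted p = 0.322, 0.340, 0.336, 0.336 and 0.204 with an estimated correlation). Of 32, 14, 19, 10 and 20 members tested, 29, 12, 15, 7 and 15 were higher and 1, 2, 1, 2 and 4 lower (29, 12, 15, 7 and 16 higher and 1, 2, 1, 2 and 4 lower adjusted over the list alone). The Camk2 family stood at 0 higher, 5 lower and 1 not called of 6 (0 higher and 5 lower adjusted over the list alone), with a median of -0.48 (camera, Benjamini-Hochberg adjusted p = 0.0307, and adjusted p = 0.322 with an estimated correlation). From P14 to P21, genes of ribosomal proteins, rods, amacrine and horizontal cells and the response to injury were lower as groups, with medians of -0.33, -0.59, -1.51 and -0.54 (camera, Benjamini-Hochberg adjusted p = 1.78e-11, 0.00146, 0.0169 and 0.0297, and adjusted p = 0.446, 0.446, 0.417 and 0.446 with an estimated correlation). Of 93, 34, 24 and 33 members tested, 2, 4, 5 and 5 were higher and 71, 19, 13 and 15 lower (2, 4, 5 and 7 higher and 73, 20, 13 and 16 lower adjusted over the list alone). Fibroblast, endothelial and astrocyte markers and cytokine and chemokine genes were lower as well, with medians of -1.44, -1.35, -1.14 and -1.77 (camera, Benjamini-Hochberg adjusted p = 0.000175, 0.0169, 0.0238 and 0.00287, and adjusted p = 0.446, 0.618, 0.446 and 0.256 with an estimated correlation). Of 14, 18, 10 and 24 members tested, 1, 0, 2 and 1 were higher and 11, 10, 6 and 13 lower (1, 1, 2 and 4 higher and 11, 10, 7 and 15 lower adjusted over the list alone).

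Lists that did not pass the test had these medians, with the mean where its sign differs. After knockout they were astrocyte markers 0.08, neutrophil markers 0.90, pericyte and smooth muscle markers 0.17 (mean -0.43), pigment epithelium markers -0.70, oligodendrocyte markers 0.22, the H3K27 methylation machinery -0.01 (mean 0.03), extracellular matrix genes 0.0001, autophagy genes 0.09 and sex-linked check genes 0.04 (mean -0.04) (camera, Benjamini-Hochberg adjusted p from 0.0766 to 0.888). From P1 to P14 they were amacrine and horizontal cell markers 0.08, B cell markers 0.21, neutrophil markers 3.71, pigment epithelium markers 0.25, oligodendrocyte markers -0.81, lens and crystallin genes 1.88, erythrocyte genes 1.78, injury and regeneration associated genes 0.80 (mean -0.05), repressors of axon growth -0.10, the Klf family 0.20, the H3K27 methylation machinery 0.09 (mean -0.56), p53 and apoptosis genes 0.32 (mean -0.02), autophagy genes -0.13, sex-linked check genes -3.52, ribosomal protein genes 0.12 (mean -0.06) and mitochondrially encoded genes 0.30 (camera, Benjamini-Hochberg adjusted p from 0.0536 to 0.940). From P14 to P21 they were cone markers -0.23 (mean 0.11), bipolar cell markers 0.33, Müller glia markers 0.55, T and NK cell markers -0.01 (mean 0.20), B cell markers -1.62, neutrophil markers -2.22, pigment epithelium markers 0.03, oligodendrocyte markers 0.10 (mean -0.29), lens and crystallin genes -0.09, erythrocyte genes 0.37 (mean -0.23), interferon response genes 0.11, antigen presentation genes 0.02, repressors of axon growth -0.03, the Klf family -0.22, the Camk2 family -0.06, the H3K27 methylation machinery 0.06, mature synapse and channel genes -0.09, unfolded protein response genes -0.12 (mean 0.17), p53 and apoptosis genes -0.23 (mean 0.04), reactive glia genes 0.56, autophagy genes 0.06, sex-linked check genes 3.92 and mitochondrially encoded genes -0.0023 (mean 0.17) (camera, Benjamini-Hochberg adjusted p from 0.0729 to 0.901).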
